# Transcriptional profiling of canine osteosarcoma identifies prognostic gene expression signatures with translational value for humans

**DOI:** 10.1038/s42003-023-05208-z

**Published:** 2023-08-17

**Authors:** Joshua D. Mannheimer, Gregory Tawa, David Gerhold, John Braisted, Carly M. Sayers, Troy A. McEachron, Paul Meltzer, Christina Mazcko, Jessica A. Beck, Amy K. LeBlanc

**Keywords:** Functional clustering, Cancer genomics

## Abstract

Canine osteosarcoma is increasingly recognized as an informative model for human osteosarcoma. Here we show in one of the largest clinically annotated canine osteosarcoma transcriptional datasets that two previously reported, as well as de novo gene signatures devised through single sample Gene Set Enrichment Analysis (ssGSEA), have prognostic utility in both human and canine patients. Shared molecular pathway alterations are seen in immune cell signaling and activation including TH1 and TH2 signaling, interferon signaling, and inflammatory responses. Virtual cell sorting to estimate immune cell populations within canine and human tumors showed similar trends, predominantly for macrophages and CD8+ T cells. Immunohistochemical staining verified the increased presence of immune cells in tumors exhibiting immune gene enrichment. Collectively these findings further validate naturally occurring osteosarcoma of the pet dog as a translationally relevant patient model for humans and improve our understanding of the immunologic and genomic landscape of the disease in both species.

## Abstract (web summary)

Analysis of a clinically annotated canine osteosarcoma transcriptional dataset shows shared immune pathway alterations and prognostic value for human and canine patients.

## Introduction

Osteosarcoma (OS) is a rare primary skeletal malignancy of childhood and adolescence, affecting less than 1000 patients per year in the US^1–4^. Osteosarcoma also develops spontaneously in pet dogs, accounting for more than 85% of all canine skeletal malignancies and totaling at least 10,000 new cases in the US alone every year^5–7^. In both species, the biological behavior of OS is aggressive, exhibiting a high propensity for metastasis^8,9^. As outcomes for both species have stagnated for decades, unmet clinical needs have spurred interest in exploring pet dogs with OS as informative models for human OS^10–14^. Comparative oncology studies in tumor-bearing pet dogs are conducted to answer key research questions regarding drug target discovery, and shared tumor biology, and to explore novel avenues for therapeutic optimization^15^. In particular, the comparative approach has been effective in the context of drug development, spanning small molecules, biologics, immunotherapies, imaging agents, and combination strategies^13,15–19^. However, as precision medicine and immuno-oncology come to the forefront of cancer drug research, a detailed molecular framework for canine osteosarcoma is needed to further determine its translational relevance to humans and to facilitate the discovery and validation of new druggable targets^20^. Canine OS recapitulates many of the hallmark biologic and molecular features of human OS, such as highly rearranged genomes with extensive copy-number aberrations and localized hypermutation^21–23^. Like human OS, canine OS genomes generally do not possess high-frequency activating/inactivating mutations in canonical oncogenes and tumor suppressor genes, but rather somatic copy number alterations at genomic loci encoding these genes. The most frequently altered genes in canine OS include *TP53*, *CDKN2A*, and *RB1*^21,24,25^.

Alongside the knowledge that describes the genomic complexity of OS comes the challenge of identifying and utilizing appropriate preclinical models for prioritization of the most promising treatments for both humans and canines. While patient-derived xenografts and parallel clinical trials using murine avatars have been used to identify and functionally validate various molecular therapeutic targets, the lack of an intact immune system reveals the inadequacy of utilizing these preclinical models to test combination immunotherapies^26^. The study of naturally occurring OS in dogs can fill gaps in preclinical disease modeling while also providing insight into the biology of a common canine malignancy, given that OS tumors in both humans and dogs develop and progress spontaneously alongside a co-evolving tumor microenvironment and an intact, educated immune system^27,28^. This becomes particularly germane given that results of recent human clinical trials evaluating antibody-based checkpoint inhibitors, CAR-T cells, and immunostimulants have been disappointing and/or difficult to interpret or generalize^29,30^. Combining targeted molecular therapies and/or chemotherapies with relevant immunomodulatory agents presents a new frontier in treating a disease that currently lacks a clear set of druggable driving events.

As in humans, biologic samples collected from canine patients enrolled in clinical trials have the potential to inform the field by virtue of their standardized diagnostic and therapeutic regimens and deep clinical annotation. One clear advantage of canine cancer patients in this context is the ability to enroll treatment-naïve tumor-bearing dogs into therapeutic clinical trials that evaluate investigational agents, providing access to patient materials that represent the ground truth of the disease and a molecular landscape that is free of treatment-induced perturbations. The work presented here leverages a large cohort of canine OS samples procured from a prospective, randomized clinical trial in which over 300 dogs underwent standardized therapy and clinical monitoring. This dataset is the first of its kind that could determine if transcriptional profiling of canine OS can identify distinct molecularly defined patient subsets and/or prognostic gene signatures among dogs receiving standardized therapy, and evaluate if and how these signatures are translatable to human OS using publicly available data.

Herein we provide strong evidence to establish that transcriptomic and clinical patterns identified in canine OS patients could be applied comparably to human OS. Further analysis revealed shared cellular processes in both species, suggesting a transcriptional program that exhibits a rich interplay between tumor cells and immune cells in the tumor microenvironment. This provides a springboard for future investigations of comparative single-nuclei transcriptomics, epigenomic profiling, and geospatial transcriptional studies. Further, evidence of shared cellular processes and associated biology between canine and human OS primary tumors underpins the value of the dog as a patient model for human OS and provides opportunities to explore these pathways as druggable targets in both species. Further, this dataset allowed the assessment of immune-related gene signatures, verification of immune cell subtypes within primary OS tissues, and determination of whether immune cell quantification within tumors can serve as a surrogate for gene signature cluster assignment. Moving forward, these data will assist in the identification of subsets of dogs that may serve as ideal candidates for specific therapeutic testing. For example, analysis of immune-related gene signatures may identify subsets of dogs more apt to respond to specific immunotherapies; or may indicate that certain immune-targeted therapies could be rationally combined to improve outcomes. With this understanding, we gain a greater appreciation of the comparative biology of canine and human OS and insight into the factors that impact patient outcomes.

## Results

### Canine-derived gene signatures are prognostic in both canine and human OS

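The DOG2 dataset holds mRNA sequencing of primary tumors from dogs enrolled in the trials COTC021 and COTC022. The authors mapped the reads to the canine genome build GSD_1.0, quantified genes with RSEM, and deposited expected counts for 37952 genes, without normalization. Expected counts divide a read that maps to several genes between them, and 3.07% of the values were not whole numbers. They were rounded before use. Of the 198 deposited columns, 186 belong to dogs with a cluster in Supplementary Data 1, with 93 dogs from each trial. The other 12 columns were not used here. The paper also gives 93 dogs for each treatment arm, carboplatin with and without rapamycin. The trials were not matched to the arms here, so a difference between trials could also be one of treatment. The total count per library ranged from 6587634 to 27420867, with a median of 10797170. The median total was 10730805 in the GS-1 FP dogs and 10797170 in the GS-1 PP dogs of the paper. For 50 libraries, the name of the deposited column carries a double underscore. These had a median total of 19440456 counts, against 9851682 in the other 136, among which is the library with the highest total, and are called the 50 deeper libraries below. They hold 13 FP and 37 PP dogs, with 18 dogs from COTC021 and 32 from COTC022. DFI of the groups of dogs, OSv of the GS-1 and GS-2 clusters and fold changes of the genes that passed the low-count filter were therefore also computed within each trial and within each group of libraries. Disease-free interval (DFI) and overall survival (OSv) are the days and events listed in Supplementary Data 1, with 143 DFI events and 124 OSv events. A DFI between the quartiles of all dogs was found in 18% of dogs in the deeper libraries and in 61.0% in the others. These groups of libraries therefore differ in the DFI of their dogs as well as in depth. Counts scaled to the library total (CPM) of the genes that passed the low-count filter were quantile normalized, transformed as log2(CPM + 2) and converted to z-scores per gene. The score of a dog is its mean z-score over the genes of a signature, and clusters are those the paper lists unless K-means is named.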

To evaluate the clinical significance of two previously identified gene signatures (GS-1 and GS-2)^21^ we applied these signatures to the National Cancer Institute’s DOG^2^ dataset and performed K-means clustering (Fig. 1). Independent of clinical outcome, data was partitioned into two distinct clusters defined by expression of GS-1 genes (Fig. 2a). 

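The paper's GS-1 clusters hold 58 FP and 128 PP dogs, with a mean score of 0.951 ± 0.690 (SD, n = 58) and -0.431 ± 0.403 (SD, n = 128). A score above that of the lowest FP dog was found in 1 PP dog. Each of the 27 GS-1 genes that passed the filter had a higher mean z-score in FP, from 0.309 for CCR1 to 1.16 for CD53. The mean of CD53 was 73.7 ± 75.0 CPM (SD, n = 58) in FP and 13.7 ± 8.29 CPM (SD, n = 128) in PP. That of CCR1 was 89.1 ± 53.8 CPM (SD, n = 58) in FP and 71.4 ± 61.5 CPM (SD, n = 128) in PP. For both genes, the difference between the means was smaller than the SD in FP. K-means run on the deposited counts, keeping the lowest within-cluster variance of 2000 starts, gave 62 FP and 124 PP dogs and placed 182 dogs (97.8%) in the paper's cluster. Among the numbers of clusters from 2 to 6, the mean silhouette was largest at 2, with 0.367. The starts ended at 8 solutions with between 60 and 67 FP dogs, whose within-cluster variance was 57.3% of the total in each. On TMM-normalized log2 CPM, the setting that gave the fewest dogs in the paper's cluster among those that kept K-means, the share was 88.2%, with 80 FP dogs. Silverman's test of a single mode in the scores gave p = 0.402.

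**Figure D1:**
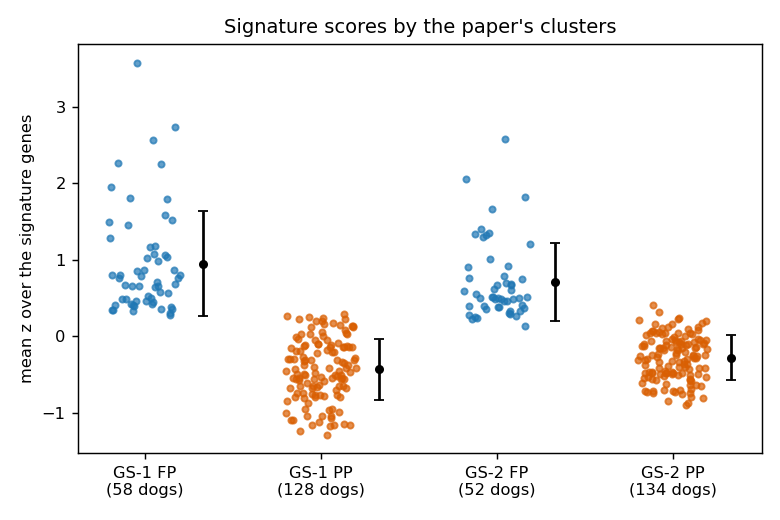
Score of each dog (mean z-score over the signature genes) by the paper's GS-1 and GS-2 clusters, with black points and bars for the mean and SD. GS-1 scores start at 0.277 in FP and reach 0.292 in PP.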

Further analysis revealed that the increased enrichment of GS-1 was associated with significantly improved DFI (Fig. 2b) and OSv (Fig. 2c) when compared to the cluster defined by decreased GS-1 enrichment. 

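DFI events were recorded in 102 of 128 PP dogs and 41 of 58 FP dogs. Median DFI was 150 days in PP, with a 95% confidence interval from 104 to 180, and 234 days in FP, with an interval from 205 to 384. The Cox hazard ratio of PP against FP was 1.61, with an interval from 1.12 to 2.32 (log-rank test, two-sided, p = 0.0095). Permuting the clusters within trial gave p = 0.00611. For OSv, the medians were 245 days in PP and 373 days in FP, and the hazard ratio was 1.49, with an interval from 1.02 to 2.20 (log-rank p = 0.0398, permutation p = 0.0306). The OSv hazards were not proportional over time (p = 0.0127), so this ratio is an average over follow-up. A Peto-Peto test, which weights early events more, gave p = 0.00634 for OSv. Of 14 alternatives for OSv, 6 stayed below p = 0.05. Within COTC021, the DFI hazard ratio was 1.98 (p = 0.0111), and within COTC022 it was 1.34 (p = 0.257), a difference that was not significant (interaction p = 0.291, and 0.301 with a shared baseline hazard). It was 2.20 (p = 0.0272) in the 50 deeper libraries and 1.37 (p = 0.142) in the other 136 (interaction p = 0.262, and 0.0661 with a shared baseline hazard). The OSv hazard ratio was 1.55 (p = 0.119) in COTC021, 1.46 (p = 0.165) in COTC022, 1.97 (p = 0.0672) in the deeper libraries and 1.30 (p = 0.255) in the others. Among settings that compared the groups in all dogs, the DFI result moved most with clusters from K-means on TMM-normalized log2 CPM, where the hazard ratio was 1.32 (p = 0.0996). The OSv hazard ratio of the clusters from K-means run on the deposited counts was 1.42 (p = 0.0653). This solution has the lowest within-cluster variance and was reached by 2.20% of starts, and the solutions reached by 51.5% and 42.4% gave p = 0.0461 and 0.0339. Of 1000 random sets of 27 genes matched for expression, 53.9% gave K-means clusters with a DFI log-rank p as small as that of the paper's clusters. From the differences in DFI and OSv between the clusters, the paper concludes that higher GS-1 enrichment was associated with a better outcome.

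**Figure D2:**
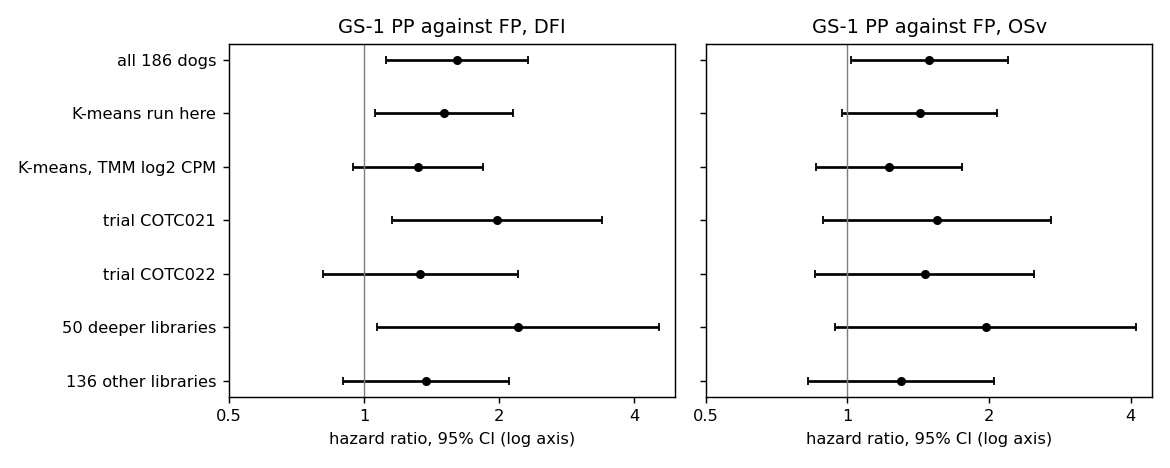
Hazard ratios of GS-1 PP against FP with 95% confidence intervals for DFI and OSv, on a log axis, in all dogs, with clusters from K-means run on the deposited counts and on TMM-normalized log2 CPM, within each trial, and within the 50 deeper and 136 other libraries. DFI ratios run from 1.32 to 2.20.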

As such, these GS-1 clusters were subsequently referred to as the favorable prognosis (FP) and poor prognosis (PP) groups, respectively. Similarly, *K*-means clustering of GS-2 formed clusters (Fig. 2d) that significantly correlated with DFI (Fig. 2e) and OSv (Fig. 2f).

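The paper's GS-2 clusters hold 52 FP and 134 PP dogs. Of the 156 GS-2 genes in Supplementary Data 2, all but JPH1 passed the filter. Mean scores were 0.714 ± 0.508 (SD, n = 52) in FP and -0.277 ± 0.291 (SD, n = 134) in PP, and 9 PP dogs scored above the lowest FP dog. The clusters of the signatures overlapped, with 48 dogs FP and 124 dogs PP by both. K-means on the deposited counts placed 185 dogs (99.5%) in the paper's GS-2 cluster. Median DFI was 150 days in PP and 240 days in FP, with a hazard ratio of 1.52 and a 95% confidence interval from 1.05 to 2.21 (log-rank p = 0.0256). Median OSv was 240 days in PP and 386 days in FP, with a hazard ratio of 1.50 and an interval from 1.00 to 2.23 (log-rank p = 0.0462). Hazards were not proportional over time for DFI (p = 0.0255) or OSv (p = 0.00170). The Peto-Peto test gave p = 0.00410 for DFI and 0.00418 for OSv. Of 14 alternatives each, 10 stayed below p = 0.05 for DFI and 6 for OSv. The DFI hazard ratio was 1.78 (p = 0.0302) in COTC021 and 1.31 (p = 0.319) in COTC022 (interaction p = 0.423, and 0.424 with a shared baseline hazard). It was 1.80 (p = 0.112) in the 50 deeper libraries and 1.42 (p = 0.117) in the other 136 (interaction p = 0.578, and 0.238 with a shared baseline hazard). For OSv it was 1.43 (p = 0.200) in COTC021, 1.57 (p = 0.126) in COTC022, 1.66 (p = 0.184) in the deeper libraries and 1.41 (p = 0.150) in the others. With clusters from K-means run on the deposited counts, the OSv hazard ratio was 1.45 (p = 0.0636), and over the 9 solutions that the starts reached, the log-rank p ran from 0.0636 to 0.214 for OSv and from 0.0373 to 0.0988 for DFI. A DFI log-rank p as small as that of the paper's GS-2 clusters was given by 95.1% of 1000 random sets of as many genes.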

**Fig. 1:**
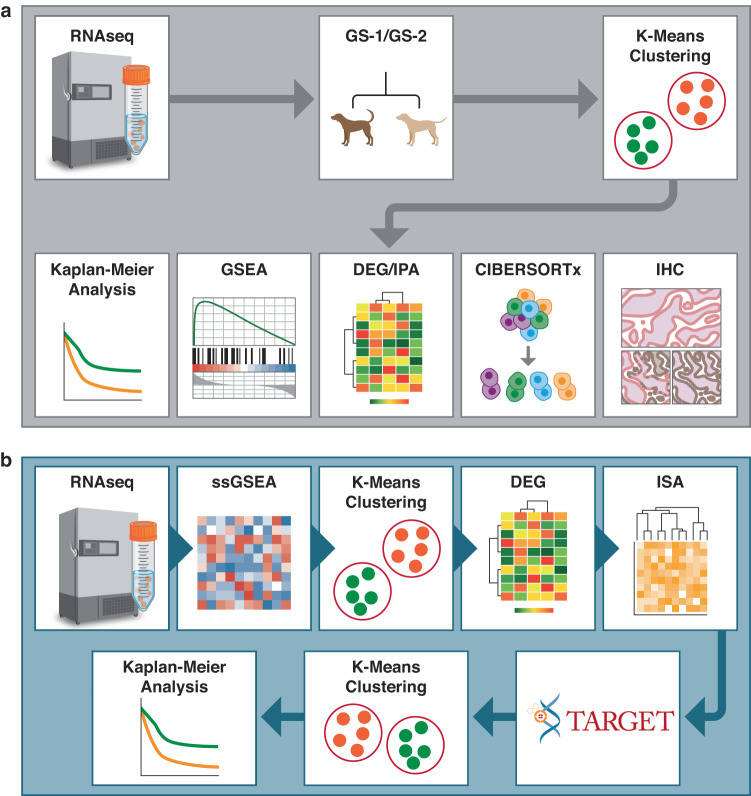
Computational approach to mRNAseq datasets. **a** General workflow for application of GS-1, GS-2 gene signatures, and downstream analyses. mRNA is filtered down to a gene expression signature followed by K-Means clustering independent of any associated outcome data. Clusters are subjected to several modes of secondary analysis to discern differences in clinical outcome, differentially expressed genes and pathways, and deconvolution of immune cell types with immunohistochemical validation in tissue. **b** General workflow for Iterative Search Algorithm (ISA) signatures devised from canine DOG^2^ cohort mRNAseq data. K-means clustering is performed on ssGSEA results that are used as input to a secondary DEG analysis. ISA bi-clustering is then performed on the DEGs, creating new gene signatures. These new ISA signatures are then applied to the human TARGET dataset to determine if the signatures define clusters with meaningful differences in survival.

**Fig. 2:**
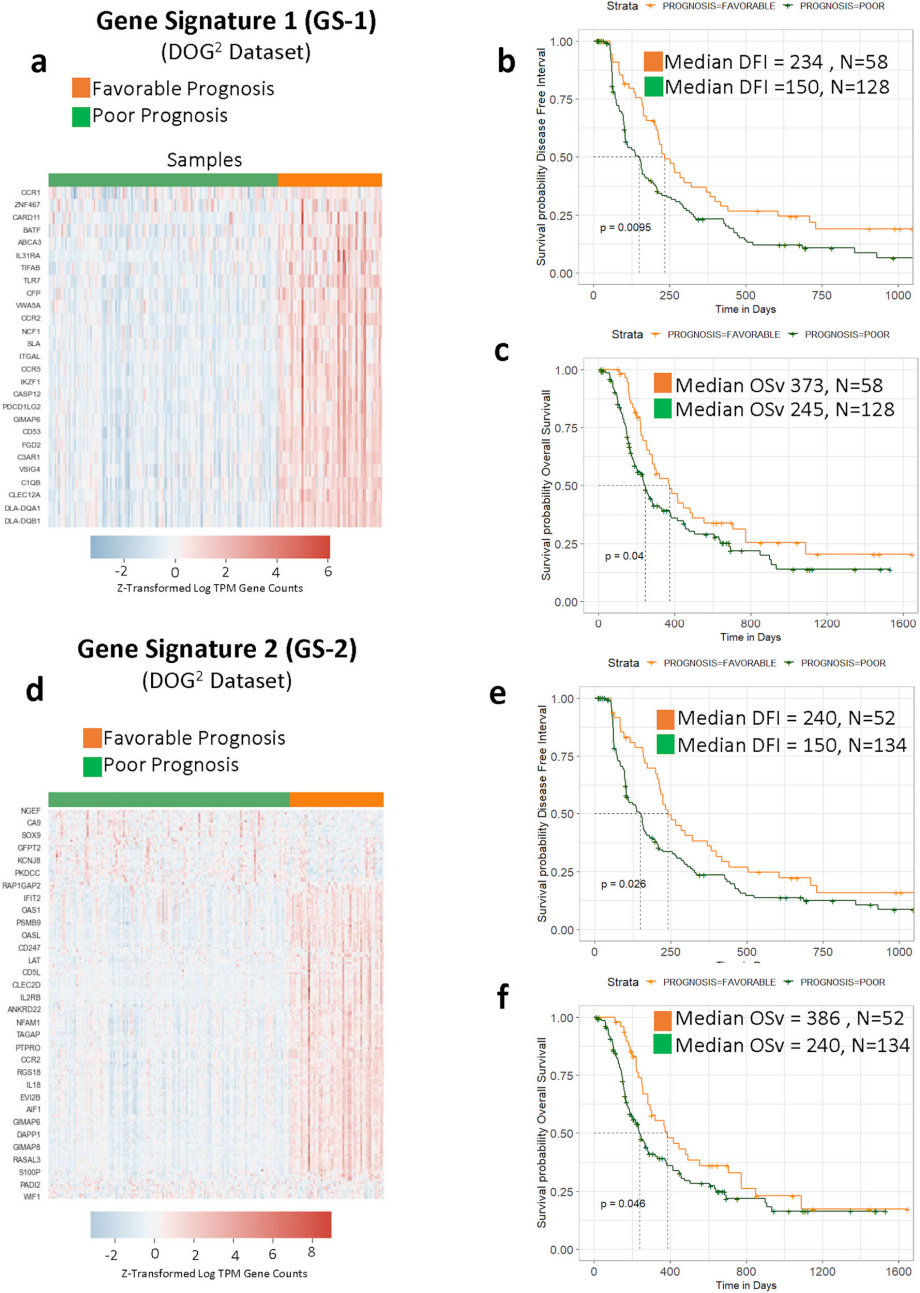
Canine osteosarcoma gene signatures are prognostic within the DOG^2^ dataset. **a** Expression profile across GS-1 clusters on DOG^2^ data. The two distinct clusters identified by GS-1 have significantly different Kaplan–Meier curves for disease free interval (DFI, **b**) and overall survival (OSv, **c**), both given in days from diagnosis. Expression profiles across GS-2 clusters on DOG^2^ data (**d**). The clusters identified by GS-2 demonstrate significantly different DFI (**e**) and OSv (**f**).

To evaluate the relevance of the canine GS-1 and GS-2 signatures to human OS we applied the same analysis to the human TARGET dataset. As in dogs, *K*-means clustering of the GS-1 signature resulted in a favorable prognosis and poor prognosis group as it pertains to progression free survival (PFS) and overall survival (Fig. 3a–c). However, the groups resulting from clustering of the GS-2 signature held significance for overall survival only (Fig. 3d–f). Next, we investigated how the stage of disease influenced the overall cluster composition within the TARGET dataset, which contains data derived from primary tumors of human patients with (*n* = 20) and without (*n* = 59) evidence of macroscopic metastases at diagnosis. With the application of both GS-1 and GS-2 signatures to non-metastatic patients, no significant differences in PFS or overall survival were seen (Supplementary Fig. 1). However, for patients presenting with metastasis, the GS-1 signature places 5 patients in the FP group and 15 clustered in the PP group (Supplementary Fig. 2a). As expected, both progression free and overall survival were significantly different (Supplementary Fig. 2b, c). With GS-2 applied to metastatic samples, 4 patients clustered in the FP group and 16 in the PP group (Supplementary Fig. 2d). The progression free survival was not significant (*p* = 0.081), but the overall survival was (*p* = 0.044) (Supplementary Fig. 2e, f). This finding upholds the long-recognized impact of the presence of metastatic disease at diagnosis as the single most predictive factor for both canine and human patients with OS^31^, and underscores the need to more clearly define mechanisms that link transcriptional programs and other genomic processes within primary tumors to the biology of metastatic progression^8,14,32^.

**Fig. 3:**
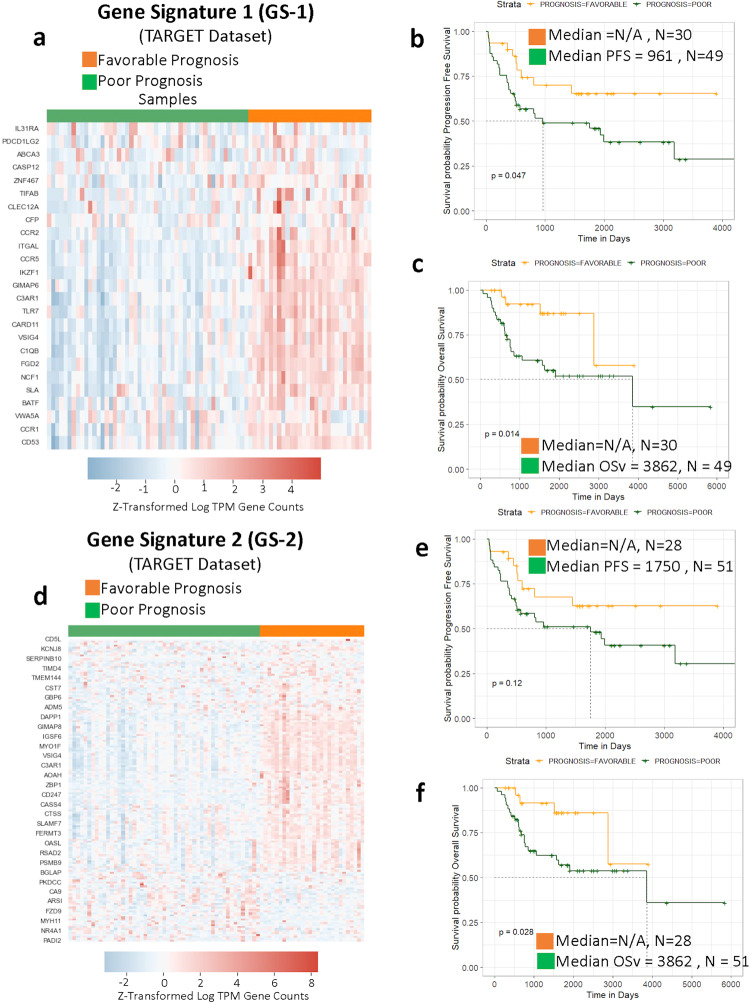
Canine osteosarcoma-derived gene signatures are prognostic in human osteosarcoma. Expression profile of the canine-derived gene signature GS-1 applied to clusters on TARGET data (human osteosarcomas) (**a**). The groups identified by GS-1 have significantly different Kaplan–Meier curves for progression free survival (PFS, **b**) and overall survival (OSv, **c**). **d** The expression profile of the canine-derived gene signature GS-2. In contrast to GS-1, GS-2 clusters do not have a distinct difference in PFS (**e**) but do demonstrate significant differences in OSv (**f**). Median PFS and OSv is given in days from diagnosis.

### Transcriptional clusters are enriched for specific cellular processes

To provide contextual relevance of the gene signatures, we performed GSEA using the msigDB hallmarks version 7.5 signatures^33^. Using the clusters formed using GS-1, 10 pathways in the DOG^2^ (Fig. 4a) and 12 pathways in the TARGET data (Fig. 4b) were significantly enriched in the favorable prognosis (FP) group. Furthermore, all 10 significantly enriched pathways in DOG^2^ FP group were also significant in the TARGET FP group, including pathways related to immune function and inflammation such as interferon alpha/gamma, complement system, IL2- STAT5 signaling, Kras^34^, and tumor necrosis factor signaling. If only the non-metastatic TARGET samples were considered, 11 of the 12 total pathways had an FDR of less than 0.05 (Fig. 4c) enriched in the FP group. Likewise, only 7 pathways had a significant FDR in the TARGET metastatic-only cohort (Fig. 4d). The GSEA analysis based on the clusters given by GS-2 had all the same significant pathways as GS-1 but included the reactive oxygen species pathway for all three datasets and apoptosis for DOG^2^ (Supplementary Fig. 3). No pathways were significantly enriched in the poor prognosis (PP) group for either signature (Supplementary Figs. 4, 5).

**Fig. 4:**
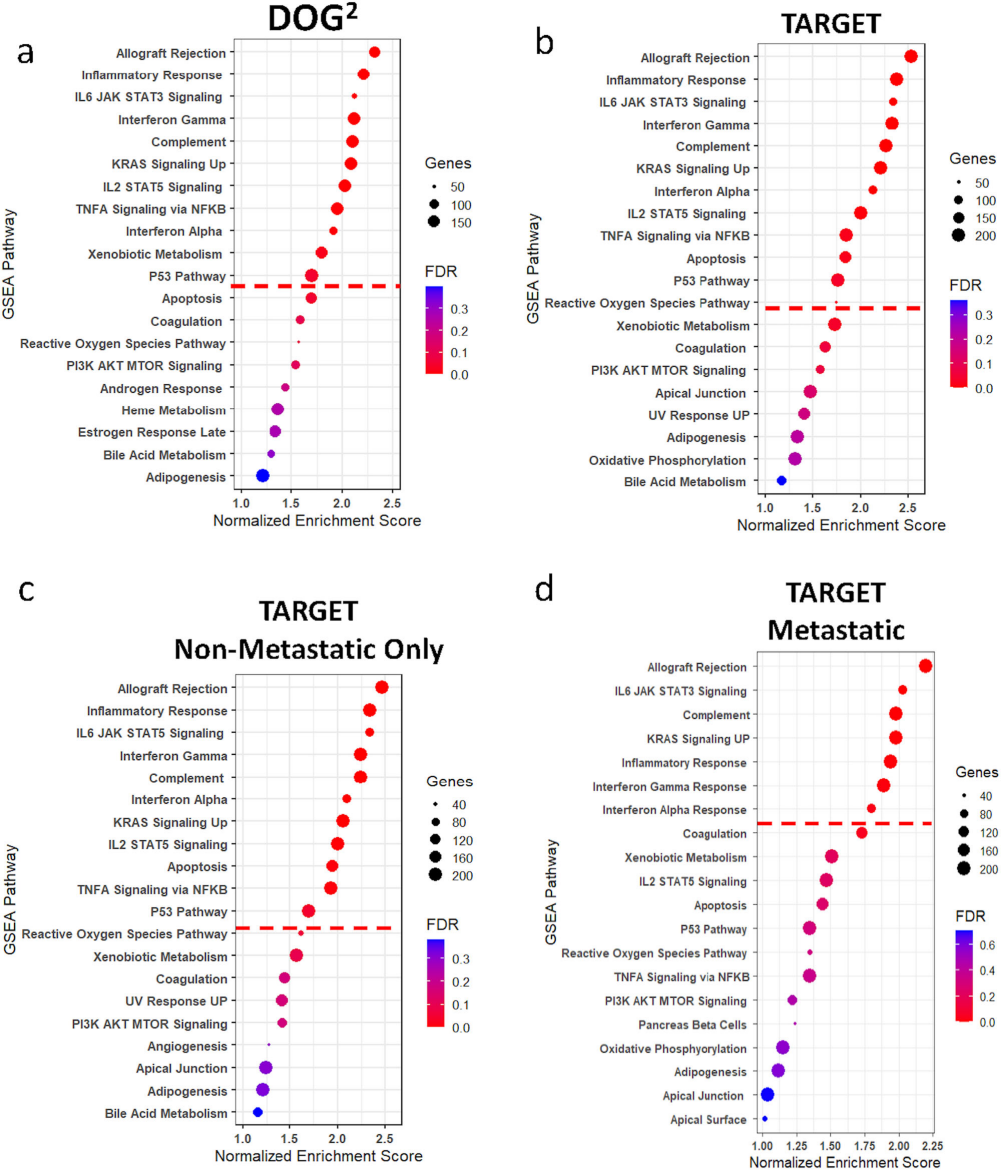
Transcriptionally-defined clusters are enriched for specific cellular processes. Normalized enrichment scores for gene set enrichment analysis (GSEA) of the top 20 pathways over-represented in the favorable prognosis group when compared to the poor prognosis group when clustered by GS-1 in (**a**) DOG^2^, (**b**) TARGET, (**c**) TARGET Non-metastatic patients, and (**d**) TARGET metastatic patients. Dot size is representative of the number of genes in the pathway and color is indicative of FDR-q value calculated by software, red line is indicative of significance cutoff. Similar plots for GS-2 and pathways over- represented in the poor prognosis group can be found in Supplemental Figs. 3–5.

### Differential expression analysis points to overlapping pathways in canine and human OS

Differential expression analysis followed by pathway analysis again pointed to overlapping biological processes and pathways relevant to distinguishing favorable and poor prognosis groups formed by GS-1. 

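Differential expression between the GS-1 FP and PP dogs was computed with limma-voom, with the trial as covariate, on TMM-normalized counts of the 13422 genes kept by the filter. A differentially expressed gene (DEG) had a fold change above 3 and a Benjamini-Hochberg adjusted p-value under 0.05. There were 316 DEGs, 296 higher and 20 lower in FP. Of these, 219 (69.3%) were in neither signature, with 200 higher and 19 lower. With the same thresholds, 85 genes were DEGs in a test against a fold change of 3, and 575 without the low-count filter. There were 357 DEGs within COTC021, 297 within COTC022, 345 within the 50 deeper libraries and 279 within the other 136. The FP and PP contrast differed between the trials in 0 genes at an adjusted p-value under 0.05 and in 326 at an unadjusted one, and between the groups of libraries in 0 and 923. DEGs with only a LOC name, whose log2 fold changes reached 4.34, are counted above but not described here. Among the other DEGs, the largest change was in GZMK (chromosome 4, 61472808 to 61482765 of GSD_1.0), which encodes granzyme K, with 70.1 ± 299.5 CPM (SD, n = 58) in FP and 1.96 ± 2.49 CPM (SD, n = 128) in PP. Its log2 fold change was 3.65 (standard error 0.31, adjusted p = 7.11e-22), and 5.17 in edgeR's quasi-likelihood fit. CD5L (chromosome 7, 40467651 to 40477985) had a log2 fold change of 3.46 (standard error 0.46, adjusted p = 3.83e-11), and CLEC2D (chromosome 27, 9831139 to 9872121) had 3.44 (standard error 0.27, adjusted p = 1.26e-24). The next were SAA1, FABP4, CXCR6, SECTM1, CD3E, PLAC8B and IDO1, with log2 fold changes from 3.31 for SAA1 down to 2.93 for IDO1. The same direction in each trial was a condition for choosing these 10 genes. All 10 were also higher in FP in each group of libraries, which was not a condition. Among the 10, the largest drop in edgeR or DESeq2 was in SAA1, with 2.00 in edgeR. Between the GS-2 clusters there were 298 DEGs, 284 higher and 14 lower in FP, of which 259 were also DEGs of GS-1.

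**Figure D3:**
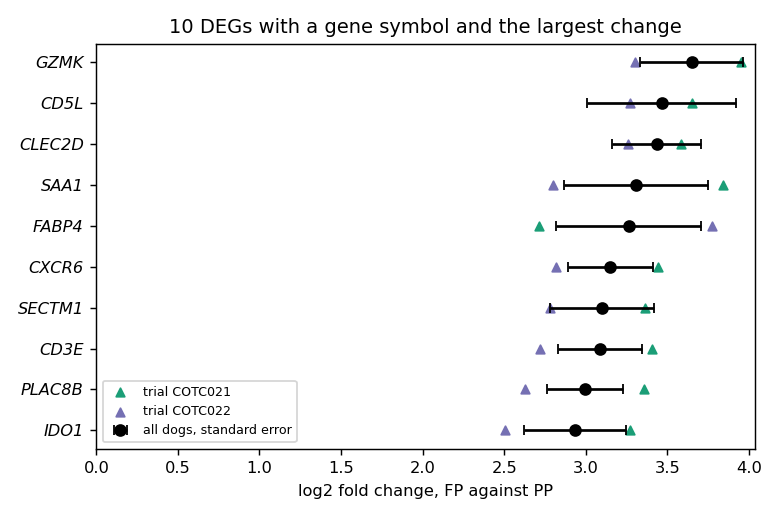
Log2 fold change of FP against PP for the 10 DEGs with the largest change among those with a gene symbol other than a LOC name, with standard errors in all dogs and triangles for each trial alone. The same direction in each trial was a condition for choosing these genes. Values in all dogs run from 2.93 for IDO1 to 3.65 for GZMK.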

For DOG^2^ there were 317 DEGs, 220 (69.4%) which were not represented in GS-1 or GS-2. For TARGET, including all 79 samples, there were 281 DEGs, 233 (83%) not in included in GS-1 or GS-2. Likewise, for the 59 non-metastatic samples there were 321 DEGs, 270 (84.1%) not included in GS-1 or GS-2. In the 20 metastatic samples, there were a total of 9 DEGs. Five overlapped with the 79 patient TARGET dataset (IL2RB1, MSA4A, PCED1B, S100A9, TMEM176B0), two with DOG^2^ (DOCK2, TMEM176B), and two were unique to that cohort, EMB, and C11orf87. 

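Of the DEGs computed from the deposited counts, 85 are also in both of the paper's lists of TARGET DEGs, and 48 of these (56.5%) are in neither GS-1 nor GS-2. In the dogs, 84 of the 85 genes were higher in FP, and the log2 fold changes had a median of 2.10 and a range from -1.72 to 3.65. The gene with the lowest value is ZNF385B. Each had the same sign in the paper's TARGET lists. Between the GS-2 clusters, 79 of them were DEGs.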

There were 84 DEGs common to all three datasets (DOG^2^, TARGET (all patients), TARGET (non-metastatic patients)), 47 (56%) of which were not in GS-1 or GS-2. Lists of all DEGs and pathways can be found in Supplementary Materials datafile 2.

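For the pathways of the shared genes, Supplementary Data 2 lists 52 molecules, of which 51 were genes tested in the dogs. All 51 were DEGs and higher in FP, with a median log2 fold change of 2.14 and a range from 1.59 to 3.65. They were also higher in FP within each trial and each group of libraries. The lists name 7 genes for the Th1 and Th2 activation pathway, with a median log2 fold change of 2.39, and 6 for crosstalk between dendritic cells and natural killer cells, with a median of 2.14. The median was 1.79 over 7 genes of NF-κB signaling, 2.86 over 3 genes of immunogenic cell death signaling and 1.99 over 4 genes of IL-8 signaling. Pathway molecules were drawn by the paper from the DEGs of these dogs, so that they are DEGs is no separate test. The enrichment itself was not recomputed here.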

IPA analysis of the 84 DEGs shared between the canine and human datasets revealed several common immune related pathways of interest, notably TH1 and TH2 signaling, crosstalk between dendritic cells and natural killer cells, NFκβ signaling, immunogenic cell death signaling pathway, and IL-8 signaling (Supplementary Fig. 6a). In addition to the 84 shared DEGs, many of the DEGs that were unique to either the DOG^2^ or TARGET datasets were enriched for the same IPA pathways (Supplementary Fig. 6b) including PD-1 - PD-L1 cancer immunotherapy pathway, the IL-10 signaling pathway, and IL-12 signaling and production in macrophages. 

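Supplementary Data 2 lists 119 molecules for the pathways of the canine DEGs, of which 118 were DEGs here, with 111 of all 119 higher and 8 lower in FP. The 6 molecules of the PD-1 and PD-L1 pathway were all higher, with a median log2 fold change of 2.29, as were the 7 of IL-12 signaling in macrophages, with a median of 1.89. Of the 9 molecules of IL-10 signaling, 8 were higher and 1 lower. CD274, which encodes PD-L1 (chromosome 1, 94260510 to 94278519), was not a DEG, since its log2 fold change of 1.52 (standard error 0.16, adjusted p = 2.18e-15) was below the threshold of 1.58. Within COTC021 it was 1.86 and within COTC022 1.17. It was 1.54 in the deeper libraries and 1.42 in the others.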

Significant pathways in DOG^2^ but not in TARGET include the osteoarthritis pathway and the PI3K/AKT pathway, which has previously been implicated in osteosarcoma^35^. 

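Of the 10 molecules listed for the osteoarthritis pathway, 9 were DEGs here, with 7 higher and 3 lower in FP. The other is COL2A1 (chromosome 27, 39807429 to 39838181), with 251 ± 937 CPM (SD, n = 58) in FP and 853 ± 4724 CPM (SD, n = 128) in PP and a log2 fold change of -1.84 (standard error 0.79, adjusted p = 0.0558). DESeq2 called it, with a log2 fold change of -2.33 (adjusted p = 3.33e-06), and edgeR did not, with -1.74 (adjusted p = 0.0582). It was -2.17 in COTC021 and -1.55 in COTC022, and -2.68 in the 50 deeper libraries and -1.47 in the other 136. The 7 molecules of PI3K/AKT signaling were all DEGs and higher in FP, with log2 fold changes from 1.72 to 2.69.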

Significant pathways in TARGET but not in DOG^2^ include IL-17 signaling, T-cell exhaustion, T-cell receptor signaling, CD28 signaling in T helper cells, allograft rejection signaling, and alternative activation of macrophages pathway.

### Distinct differences in macrophages, B cells, and T cells define cluster populations

CIBERSORTx was used to infer the cellular composition of the immune infiltrates within tumor tissues, using the bulk mRNA sequencing data (Fig. 5, Table 1). The most notable similarity between the DOG^2^ and the TARGET dataset occurs for M0 and M2 macrophages. 

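Supplementary Data 1 lists CIBERSORTx scores of M0 and M2 macrophages for 53 FP and 107 PP dogs, without naming the dogs, so they could not be compared within trials or groups of libraries. The scores are the authors' and were not recomputed here. Their means, computed here, were 17.7% ± 8.74 (SD, n = 53) in FP and 26.1% ± 6.59 (SD, n = 107) in PP for M0 macrophages (permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples can give).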

In both datasets, M0 macrophage CIBERSORT scores are significantly higher in the PP group than in the FP group (Fig. 5a, b). This contrasts with the M2 macrophage scores where a significantly higher score is seen in the FP group when compared to the PP group (Fig. 5c, d). 

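For M2 macrophages, the listed scores had means of 10.9% ± 4.37 (SD, n = 53) in FP and 6.65% ± 4.58 (SD, n = 107) in PP (permutation p = 1e-05, the smallest possible). The score was 0 in 10 PP dogs and in 0 FP dogs. In the deposited counts, the genes listed here as markers of M2 macrophages were higher in FP. CD163 (chromosome 27, 8402538 to 8433169) had 219.8 ± 256 CPM (SD, n = 58) in FP and 51.0 ± 45.1 CPM (SD, n = 128) in PP and a log2 fold change of 2.20 (standard error 0.20, adjusted p = 7.64e-20). MSR1 (chromosome 16, 40253347 to 40331889) had a log2 fold change of 1.84 (standard error 0.17, adjusted p = 4.63e-19), and MRC1 (chromosome 2, 18038475 to 18133728) had 1.74 (standard error 0.19, adjusted p = 1.27e-14). Within the trials and groups of libraries, the log2 fold changes ran from 1.98 to 2.57 for CD163, from 1.69 to 1.99 for MSR1 and from 1.31 to 2.16 for MRC1. Of the genes listed as markers of macrophages in general, AIF1 had a log2 fold change of 1.99 (standard error 0.14, adjusted p = 5.91e-30), and CSF1R had 1.00 (standard error 0.17, adjusted p = 2.19e-07). CD68 did not differ, with 0.42 (standard error 0.26, adjusted p = 0.194), and was -0.10 in the 50 deeper libraries.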

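Before the data were examined, 97 genes were listed as markers of cell types, of which 57 passed the filter. Between the GS-1 clusters, 35 of them had an adjusted p-value under 0.05 over all genes tested. Over the list alone there were 37, with 24 higher and 13 lower in FP. Among 26 leukocyte markers, 22 passed it over all genes and were higher in FP and 1, KIT, was lower. The count over all genes moved most within the 50 deeper libraries, where it was 19. Of the CD8 T cell markers, GZMB had a log2 fold change of 2.86 (standard error 0.29, adjusted p = 5.61e-17) and CD8B (chromosome 17, 38626364 to 38641576) had 1.13 (standard error 0.22, adjusted p = 7.49e-06). CD8B was 1.40 in COTC021, 0.86 in COTC022, 1.08 in the deeper libraries (adjusted p = 0.108) and 1.05 in the others. CD4 (chromosome 27, 7845022 to 7891631) had a log2 fold change of 1.86 (standard error 0.25, adjusted p = 1.68e-10). Of the genes listed for M1 macrophages, CD80 (chromosome 33, 23822928 to 23847156) had 1.73 (standard error 0.13, adjusted p = 9.72e-26), and NOS2 did not differ, with -0.08 (standard error 0.13, adjusted p = 0.674). NOS2 was 0.03 in COTC021 and 0.16 in the 50 deeper libraries, with the opposite sign. The 5 osteoblast markers had a median log2 fold change of -1.36, with an adjusted p-value under 0.05 in 4. In the 50 deeper libraries only SP7 passed it (adjusted p = 0.0133). The marker that had not passed in all dogs was 0.36 there, with the opposite sign. IBSP did not pass 0.05 in edgeR (adjusted p = 0.0952) or DESeq2 (adjusted p = 0.0516).

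**Figure D4:**
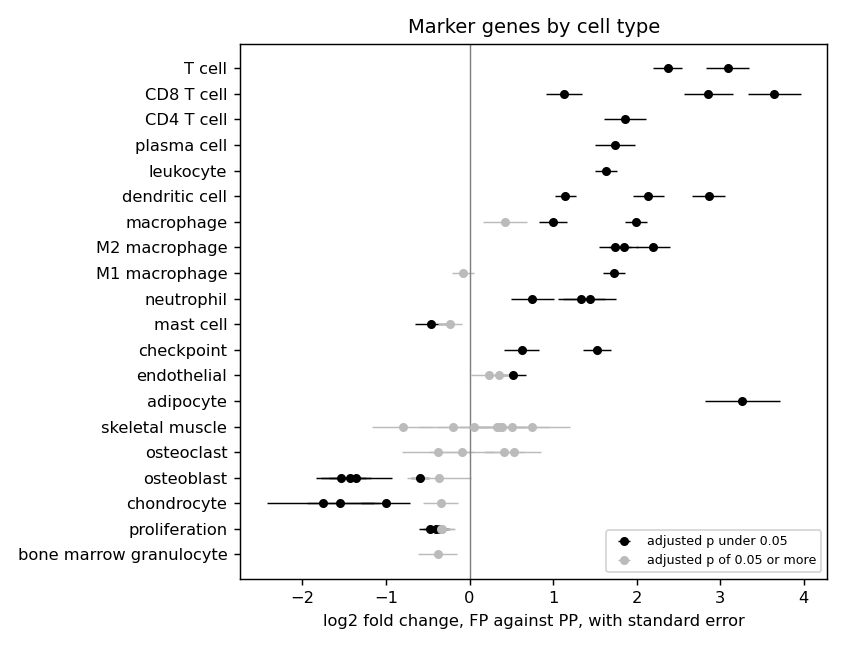
Log2 fold change of FP against PP with standard error for the 57 marker genes that passed the filter, by cell type, with black points for an adjusted p-value under 0.05 over all genes. The 5 osteoblast and 4 chondrocyte markers lie below 0, and those of T cells and dendritic cells lie above.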

Additionally, CD8+ T cells, naïve CD4+ T cells, follicular helper T-cells, and M1 macrophages have significantly higher scores in the FP group and lower scores in the FP group within both DOG^2^ and TARGET datasets. Furthermore, within the DOG^2^ FP cohort, we see a high correlation between M1 macrophages, CD8+ T cells, activated memory CD4+ T cells, and gamma delta T-cells (Fig. 5e) which is not present in the PP group (Supplementary Fig. 7a), emblematic of an anti-tumor adaptive immune response primed by activated memory T-cells and orchestrated through M1 macrophages and highly cytotoxic CD8+ and gamma delta T-cells. Similarly, within the TARGET cohort, the correlation between NK cells, follicular helper T-cells, CD8+ T cells, and activated dendritic cells (Fig. 5f) suggests a strong cytotoxic lymphocyte response in the FP group, which is not present in the PP group (Supplementary Fig. 7b).

**Fig. 5:**
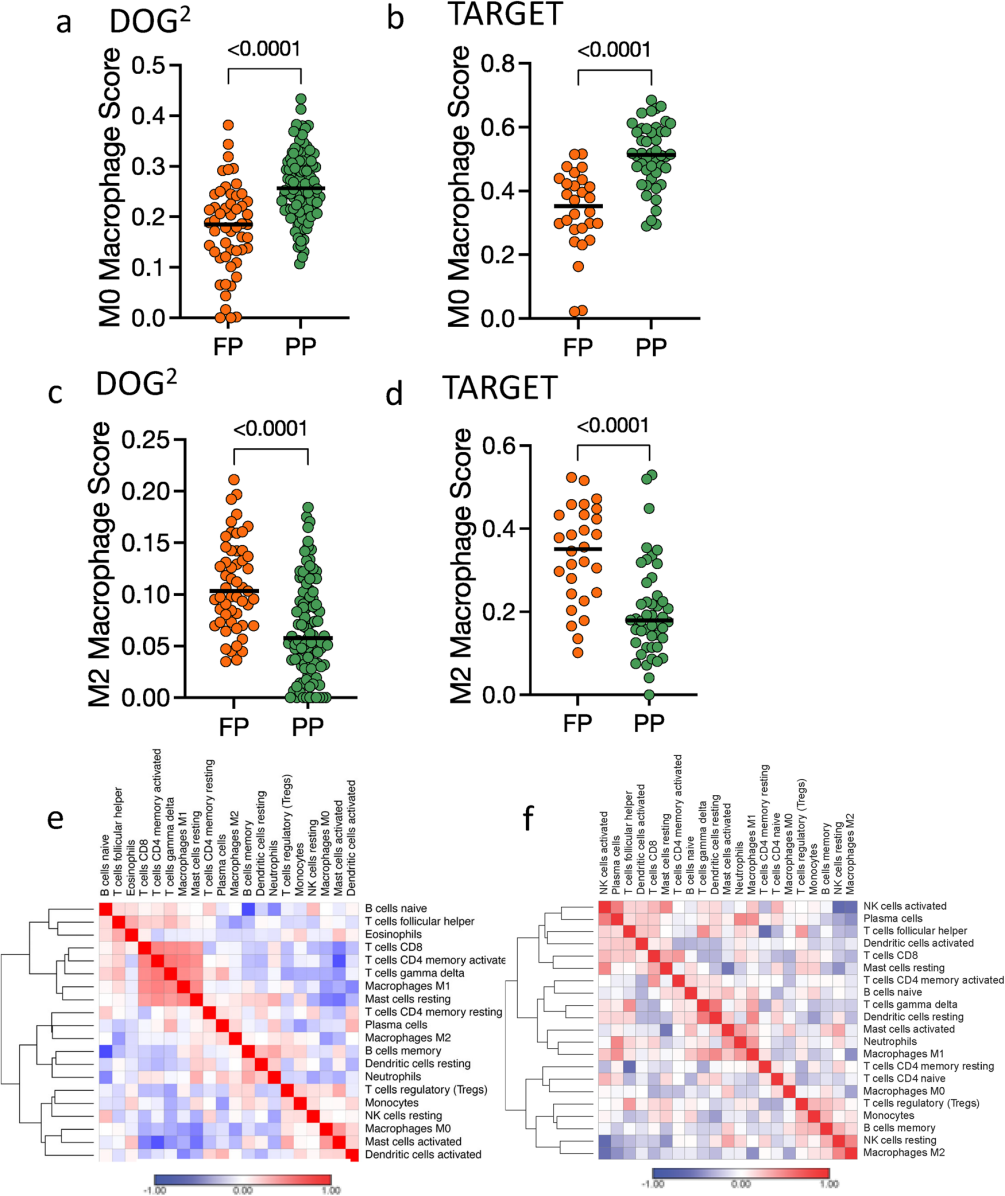
Osteosarcoma sub-populations are defined by distinct immune cell populations. M0 Macrophage CIBERSORTx scores are significantly higher in the poor prognosis (PP) group compared to the favorable prognosis (FP) group in (**a**) DOG^2^ and (**b**) TARGET. This is the opposite of what is observed for M2 macrophages where higher CIBERSORTx scores are consistently seen in the FP group in (**c**) DOG^2^ and (**d**) TARGET. Spearman correlations between CIBERSORTx scores in the FP group for DOG^2^ (**e**) suggest an adaptive immune response characterized by highly coordinated populations of T-cells. Likewise, the same can be seen for cytotoxic lymphocyte response (activated NK and dendritic cells, T-helper cells, and CD8 T cells) in the FP TARGET group (**f**).

**Table 1:** Mean CIBERORTx scores, expressed as % of cells, between the favorable (FP) and poor (PP) response groups for the TARGET and DOG^2^ datasets.

	Mean FP TARGET	Mean FP DOG^2^	Mean PP TARGET	Mean PP DOG^2^	Adjusted *P*-Value TARGET	Adjusted *P*-Value DOG^2^
B cells naïve	0.65%	0.72%	1.47%	2.22%	0.269426	0.001869
B cells memory	0.034%	1.55%	0.16%	0.79%	0.132465	0.000913
Plasma cells	0.27%	1.50%	0.56%	3.00%	0.045099	0.000105
T cells CD8	4.36%	8.66%	0.79%	2.88%	0.011562	2.66E-08
T cells CD4 naive	0.19%	0%	0.59%	0.16%	0.045099	0.005408
T cells CD4 memory resting	9.33%	1.73%	10.6%	1.82%	0.392358	0.238212
T cells CD4 memory activated	1.26%	4.75%	1.81%	1.25%	0.130614	4.62E-06
T cells follicular helper	1.18%	0.17%	0.65%	0.37%	0.045099	0.048171
T cells regulatory	1.69%	2.78%	0.91%	3.37%	0.071562	0.079914
T cells gamma delta	1.44%	2.14%	1.12%	0.26%	0.317411	0.038481
NK cells resting	0.35%	17.10%	1.16%	17.4%	0.177486	0.318437
NK cells activated	2.36%	0%	1.75%	0%	0.13013	1
Monocytes	0.40%	0.64%	0.24%	0.89%	0.071562	0.257392
Macrophages M0	33.74%	17.65%	51.01%	26.06%	1.20E-06	6.63E-08
Macrophages M1	4.60%	0.19%	1.58%	0.0015%	6.69E-05	4.97E-06
Macrophages M2	33.68%	10.91%	20.18%	6.65%	6.69E-05	1.47E-06
Dendritic cells resting	0.65%	2.14%	0.39%	1.56%	0.045099	0.444684
Dendritic cells activated	0.11%	1.48%	0.16%	1.62%	0.317411	0.361528
Mast cells resting	3.38%	1.05%	4.59%	0.077%	0.071562	0.009154
Mast cells activated	0.21%	23.85%	0.14%	29.01%	0.317411	0.005901
Eosinophils	0%	0.012%	0.013%	0.0013%	0.276134	0.35374
Neutrophils	0.12%	1.02%	1.17%	0.56%	0.119924	0.043345

The Benjamini Hochberg adjusted *p*-value indicates significance between the FP and PP groups in the mean CIBERSORTx score.

### Immunohistochemical analysis suggests gene signature as surrogate for immune infiltrate

To determine whether relative immune cell abundance could be confirmed in canine OS tissues, specific immune cell types were labeled using immunohistochemistry (Supplementary Tables 1, 2). A comparison of the immunohistochemical analysis to the GS-1 signature can be seen in Fig. 6a. 

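Supplementary Data 1 lists IHC categories and GS-1 expression for 19 dogs, 9 FP and 10 PP. For 19 of the 19, the dog's own library was the closest of all 186 to its listed values of the 27 GS-1 genes, with a median correlation of 0.979 across genes, which are not independent replicates. The GS-1 score was 1.61 ± 0.648 (SD, n = 9) in FP and -1.09 ± 0.139 (SD, n = 10) in PP. Every FP dog, from 1.03 upward, scored above every PP dog, up to -0.745 (exact permutation test of the means, two-sided, p = 1.08e-05, the smallest that the 92378 splits of the dogs allow). The clusters were made from these same GS-1 genes, so a difference in the score was to be expected and these p-values are no separate test of it. The FP dogs of the subset all scored above the FP cluster's median of 0.7345, and its PP dogs all below the PP cluster's median of -0.4364. The subset thus holds dogs far from the border of the clusters. Its separation in score, genes and IHC categories need not hold for all 186 dogs. The trial and the cluster can hardly be told apart in this subset, since 8 of the FP dogs and 2 of the PP dogs came from COTC021, and 1 FP dog and 8 PP dogs from COTC022. Within COTC021 the mean score was 1.69 in FP and -0.955 in PP (exact p = 0.0222, the smallest possible there). Within COTC022 it was 1.03 in the FP dog and -1.12 in PP, where no exact p below 0.111 is possible. The 3 dogs of the subset in the 50 deeper libraries were all PP. In the other libraries, the 9 FP dogs scored above the 7 PP dogs (exact p = 8.74e-05, the smallest possible).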

In total, the immunohistochemical review of canine OS (Fig. 6b) confirmed the presence of several immune cell types in the majority of OS assigned to the FP group including T cells (CD3), B cells (CD20, MUM1), and macrophages (CD204, Iba1). Furthermore, a comparison between representative samples of the FP and PP cohorts revealed that the FP group was significantly more enriched for CD3, CD20, CD204, CD3, CD45RA, Iba1, and MUM 1 labeling (Fig. 6b). 

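In the dogs of the IHC comparison, which lay toward the ends of the GS-1 score, the genes of the antibody targets had a higher mean in FP. CD3E, which encodes a chain of CD3, had a log2(CPM + 2) of 5.90 ± 1.36 (SD, n = 9) in FP and 1.66 ± 0.54 (SD, n = 10) in PP. MSR1, which encodes CD204, had 7.05 ± 0.95 (SD, n = 9) in FP and 3.51 ± 0.85 (SD, n = 10) in PP, and AIF1, which encodes Iba1, had 5.75 ± 0.52 (SD, n = 9) in FP and 2.58 ± 0.58 (SD, n = 10) in PP. For CD3E, MSR1, AIF1 and PTPRC, which encodes CD45, all 9 FP dogs lay above all 10 PP dogs (exact permutation test, p = 1.08e-05 for each, the smallest possible, and 1.89e-05 after adjustment over the 7 genes). The genes of CD20, MUM1 and FOXP3 did not pass the low-count filter, so their values rest on few counts. MS4A1, which encodes CD20, had between 0 and 93 counts in FP dogs and between 0 and 3 in PP dogs (exact p = 0.000346). IRF4, which encodes MUM1, had between 7 and 258 counts in FP dogs and between 0 and 19 in PP dogs (exact p = 2.17e-05). FOXP3 had between 1 and 122 counts in FP dogs and between 0 and 20 in PP dogs (exact p = 0.00475). These 3 also passed an adjusted p-value of 0.05 over the 7 genes, with the largest at 0.00475.

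**Figure D5:**
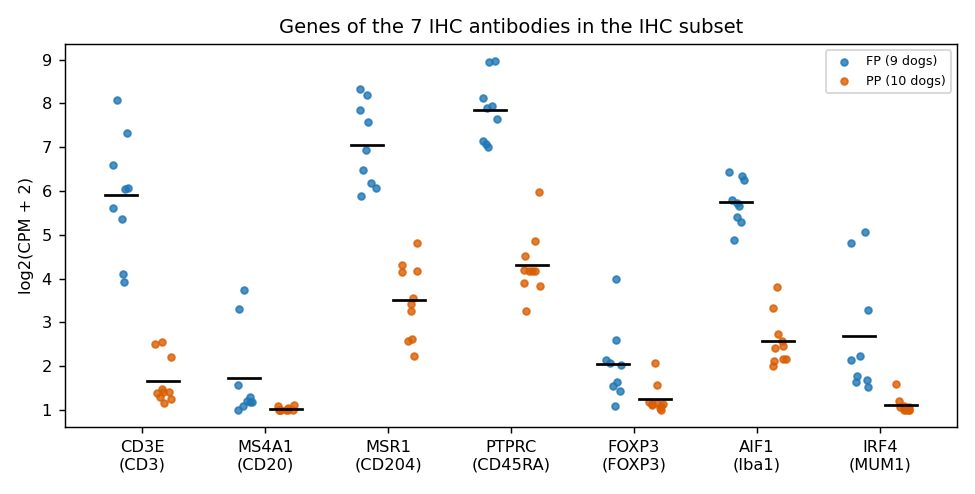
Expression of the genes of the 7 IHC antibodies as log2(CPM + 2) in each of the 9 FP and 10 PP dogs, with black lines for the means. For CD3E, MSR1, PTPRC and AIF1, all 9 FP dogs lie above all 10 PP dogs.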

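The listed categories were compared by an exact permutation test of rank sums, two-sided, over 7 antibodies. The highest category, 3+, was given for CD3 in 6 of 9 FP dogs and 1 of 10 PP dogs (exact p = 0.00249), for CD204 in 6 of 9 FP dogs and 0 of 10 PP dogs (exact p = 0.000379), for CD45RA in 9 of 9 FP dogs and 2 of 10 PP dogs (exact p = 0.000714) and for MUM1 in 6 of 9 FP dogs and 0 of 10 PP dogs (exact p = 0.000444). The lowest, 1+, was given for Iba1 in 0 of 8 FP dogs and 9 of 10 PP dogs (exact p = 0.000160), for CD20 in 3 of 9 FP dogs and 8 of 10 PP dogs (exact p = 0.0466) and for FOXP3 in 7 of 9 FP dogs and 9 of 10 PP dogs (exact p = 0.458). After Benjamini-Hochberg adjustment over the 7 antibodies, CD20 did not pass 0.05 (adjusted p = 0.0543), nor did FOXP3 (adjusted p = 0.458). Within FP and within PP, 13 relations of a category to its gene were computed, and none passed an adjusted p-value of 0.05. For FOXP3, Iba1 and MUM1 in PP, 9 of 10 dogs had the same category, so these relations could not have passed. The others rest on at most 10 dogs and 3 categories, so the result does not show that category and gene are unrelated. The strongest was CD3 with CD3E in the 10 PP dogs, with Pearson's r = 0.919 (permutation p = 0.00612), Spearman's rho = 0.787 (permutation p = 0.0118, adjusted p = 0.154) and r = 0.947 without the 2 dogs farthest from the median. From the comparison of the groups, the paper states that labeling of CD3, CD20, CD204, CD45RA, Iba1 and MUM1 was enriched in the FP group.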

Collectively, these findings suggest that immune-enriched tumors from the DOG^2^ canine OS cohort are concurrently infiltrated by multiple immune cell subtypes. Finally, five human OS tumor samples labeled with CD3, CD20, and CD204 demonstrate infiltration of human OS by T cells, B cells, and macrophages, respectively (Fig. 6c). As seen in canine OS tissues, CD204+ cells are numerous and are observed throughout the human OS tissue.

**Fig. 6:**
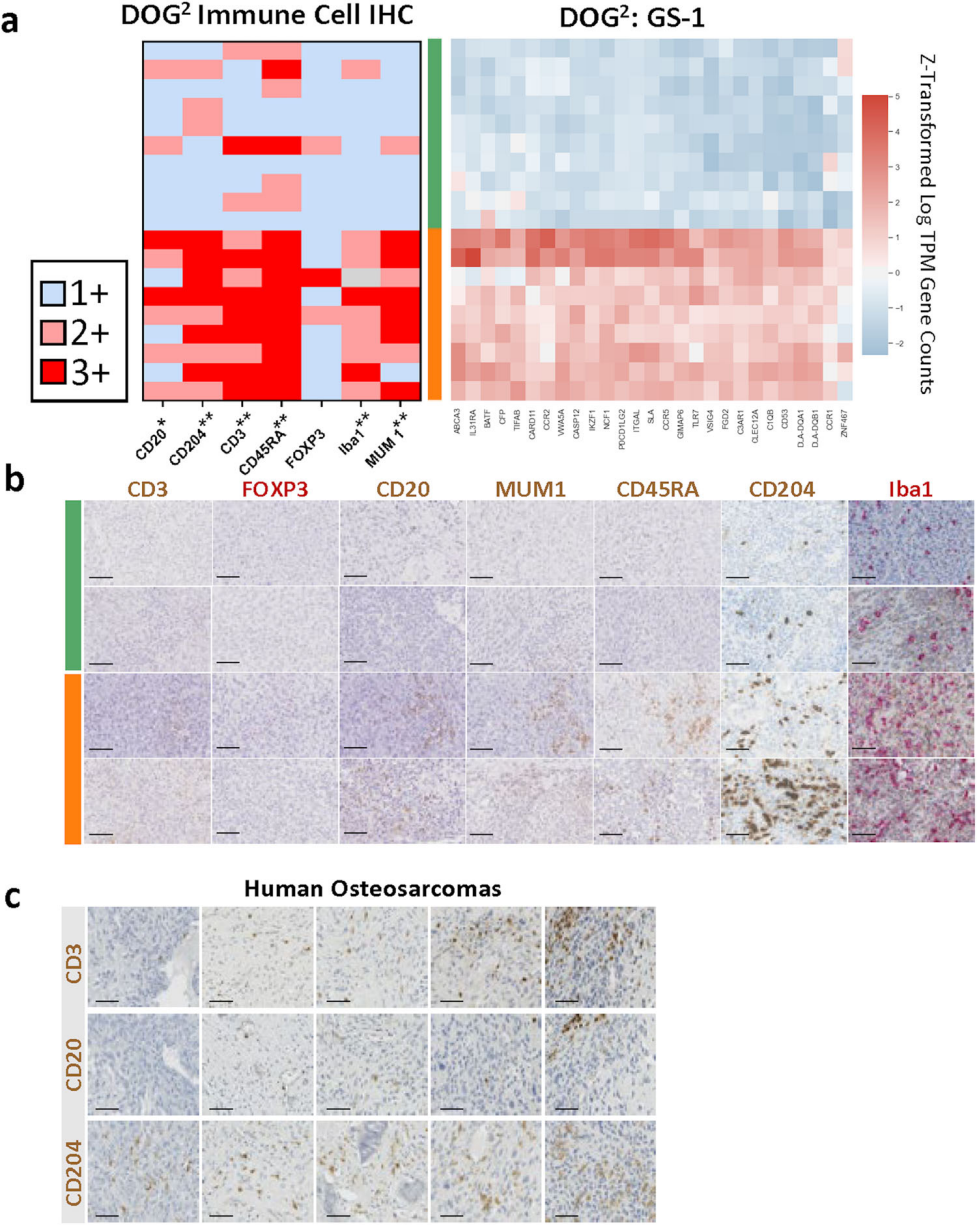
Immunohistochemical staining supports use of gene signatures as surrogate for immune infiltrates in canine osteosarcoma. For immunohistochemical (IHC) analysis, a subset of cases from the GS-1 Poor Prognosis (Green) and Favorable Prognosis (Orange) clusters were selected. **a** Based on IHC labeling of antibodies listed along the x-axis, cases were categorized using a 3 point scale as immune high (3+), immune intermediate (2+), or immune low (1+). Iba1 was not scored in one sample (identified in gray) due to poor tissue sectioning. All other tissues were included as indicated. The adjacent heatmap shows gene expression for the IHC cases based on GS-1 hierarchical clustering of all samples and illustrates the relationship between the GS-1 clusters and IHC category. Asterisks indicate significant differences between clusters in IHC quantification with *p < 0.05 and **p < 0.005. **b** Example images of the IHC labeling from the Poor Prognosis (Green) and Favorable Prognosis clusters (Orange). **c** Example images of IHC labeling for CD3, CD20, and CD204 in human OS samples. Scale bar = 50 µm.*IHC labels for Figs. B and C represent IHC chromogen (either red or brown) used to label positive cells.

### Additional analyses reveal novel transcriptionally-defined subtypes

The signatures GS-1 and GS-2 taken from Gardner et al. and assessed herein provided evidence that a predictive gene signature could be independently found in canine osteosarcoma data and additionally be equally predictive in comparable human osteosarcoma data. This motivated us to ask, if first, we could independently derive predictive signatures directly from the DOG^2^ dataset that could be applied to the TARGET dataset and, second, if these signatures could outperform GS-1/GS-2, particularly in the non-metastatic TARGET cohort. The comparative analysis of DOG^2^ canine data, which is entirely derived from canine patients free of macroscopic metastasis at diagnosis, is most closely clinically related and has the most translational relevance to non-metastatic human patients represented in TARGET. Further, this is the patient population for which therapeutic stratification and additional prognostic biomarkers are needed to improve beyond neoadjuvant chemotherapy-induced % necrosis in humans, which does not reliably identify all patients at high risk for metastatic progression^36–38^ Single Sample Gene Set Enrichment Analysis using the 52 hallmark gene sets from the mSigDB on DOG^2^ followed by k-means clustering identified two distinct clusters (Fig. 1b). Kaplan–Meier analysis yielded curves for each cluster with significantly different DFI and OSv (Supplementary Fig. 8a, b) for these canine patients. Differential gene expression analysis between the two groups identified 259 differentially expressed genes. Interestingly, 19 of those genes overlapped with GS-1 and 61 overlapped with GS-2, again highlighting the relevance of these previously identified signatures within the DOG^2^ dataset. Additionally, IPA analysis of the DEGs returned 45 significant pathways (Supplementary Fig. 8c). Of these, 22 pathways are related to inflammation or immune function and 36 overlapped with the IPA analysis of DEGs associated with GS-1. The large overlap in pathways is not surprising since 173 genes are also in the DEG analysis between FP and PP groups, underscoring the underlying immune-focused theme in the DOG^2^ data that is associated with prognosis.

Given that 259 genes from our signatures, including those in GS-1 and GS-2, comprise multiple immune processes, we sought to identify granular subsets of genes and samples in the data by employing bi-clustering using iterative search algorithm (ISA, approach outlined in Fig. 1b). The ISA algorithm yielded 4 bi-clusters covering a total of 103 genes (ISA 1: 30, ISA 2: 19, ISA 3: 39, ISA 4: 15) (Supplementary Table 3). 

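Each ISA sample bi-cluster was taken here as the dogs whose score over the ISA gene signature of Supplementary Table 3 lay more than 0.7 SD above the mean of all dogs. The table lists 29, 19, 15 and 39 genes for ISA gene signatures 1 to 4, all of which passed the filter, and the groups held 35, 26, 31 and 43 dogs. The paper's groups in Fig. 7, read by eye, are larger, with 44, 34, 38 and 54 dogs. Their dogs are not listed. Median DFI was 103 days in ISA sample bi-cluster 4 and 204 days in the other dogs. The hazard ratio was 1.55, with a 95% confidence interval from 1.06 to 2.26 (log-rank test, two-sided, p = 0.0239). With a threshold of 1 SD it was 1.41 (p = 0.121), and with 0.5 SD it was 1.64 (p = 0.00429). Groups from the first principal component and from K-means gave 1.69 (p = 0.00497) and 1.88 (p = 0.000206). The alternative that moved the hazard ratio most is the restriction to a group of libraries. The hazard ratio was 3.41 in the 50 deeper libraries and 1.00 in the other 136, with an interaction p of 0.00611 (0.110 after adjustment over 18 interactions) with separate baseline hazards, and 8.09e-05 (0.00146 after adjustment) with a shared baseline hazard. It was 2.18 (p = 0.00245) in COTC021 and 1.08 (p = 0.804) in COTC022 (interaction p = 0.0697, and 0.0629 with a shared baseline hazard). In the deeper libraries, the hazards were not proportional over time (p = 0.00452), so the ratio of 3.41 is an average over follow-up. These libraries also hold few dogs with a DFI between the quartiles of all dogs, 18% against 61.0% in the others, so depth is not their only difference. For ISA sample bi-cluster 1 the hazard ratio was 1.00 (p = 0.984), and for ISA sample bi-cluster 2 it was 1.22 (p = 0.393). The latter was 0.703 in the deeper libraries and 2.00 in the others (interaction p = 0.0447, 0.313 after adjustment, and 0.0161, 0.0964 after adjustment, with a shared baseline hazard).

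**Figure D6:**
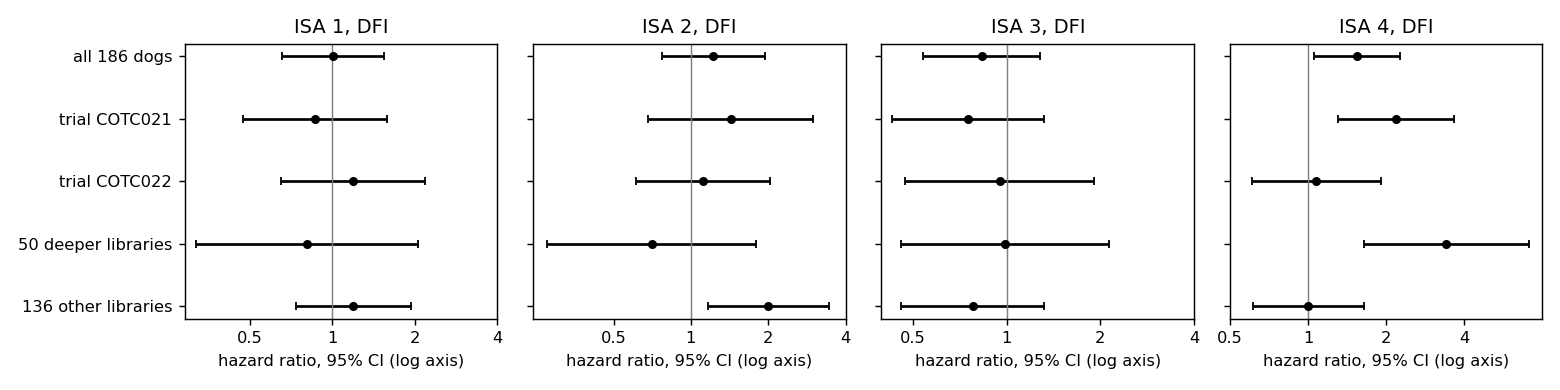
DFI hazard ratios of each ISA sample bi-cluster against the other dogs, with 95% confidence intervals on a log axis, in all dogs, in each trial, and in the 50 deeper and 136 other libraries. For ISA 4 the ratio is 3.41 in the deeper libraries and 1.00 in the others. The deeper libraries also hold a smaller share of dogs with a DFI between the quartiles of all dogs.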

While a definitive pattern of overexpression can be easily observed for each bi-cluster over the four ISA-derived gene signatures (Fig. 7a–d), only ISA sample bi-cluster 4 yielded a significant difference in DFI in canines upon Kaplan–Meier analysis (Fig. 7h). In addition, although not meeting a strict significance criterion of *p* < 0.05, ISA sample bi-cluster 3 shows noticeable difference in DFI at earlier time points that results in a 14-week difference in median survival (Fig. 7g). 

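Median DFI was 224 days in the 31 dogs with a high ISA 3 score and 160 days in the other dogs. The hazard ratio was 0.832, with a 95% confidence interval from 0.539 to 1.28 (p = 0.405). As a continuous covariate, a setting chosen after the data were seen, the score had a hazard ratio of 0.826 per SD (p = 0.0268). The ratio of the groups was 0.753 in COTC021 and 0.948 in COTC022 (interaction p = 0.617, and 0.591 with a shared baseline hazard), and 0.985 in the 50 deeper libraries and 0.778 in the other 136 (interaction p = 0.624, and 0.897 with a shared baseline hazard).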

Given the rapid progression to macroscopic metastatic disease that often occurs in the canine within the first 6 months after diagnosis with the current standard of care, this could carry significant clinical importance for veterinarians.

**Fig. 7:**
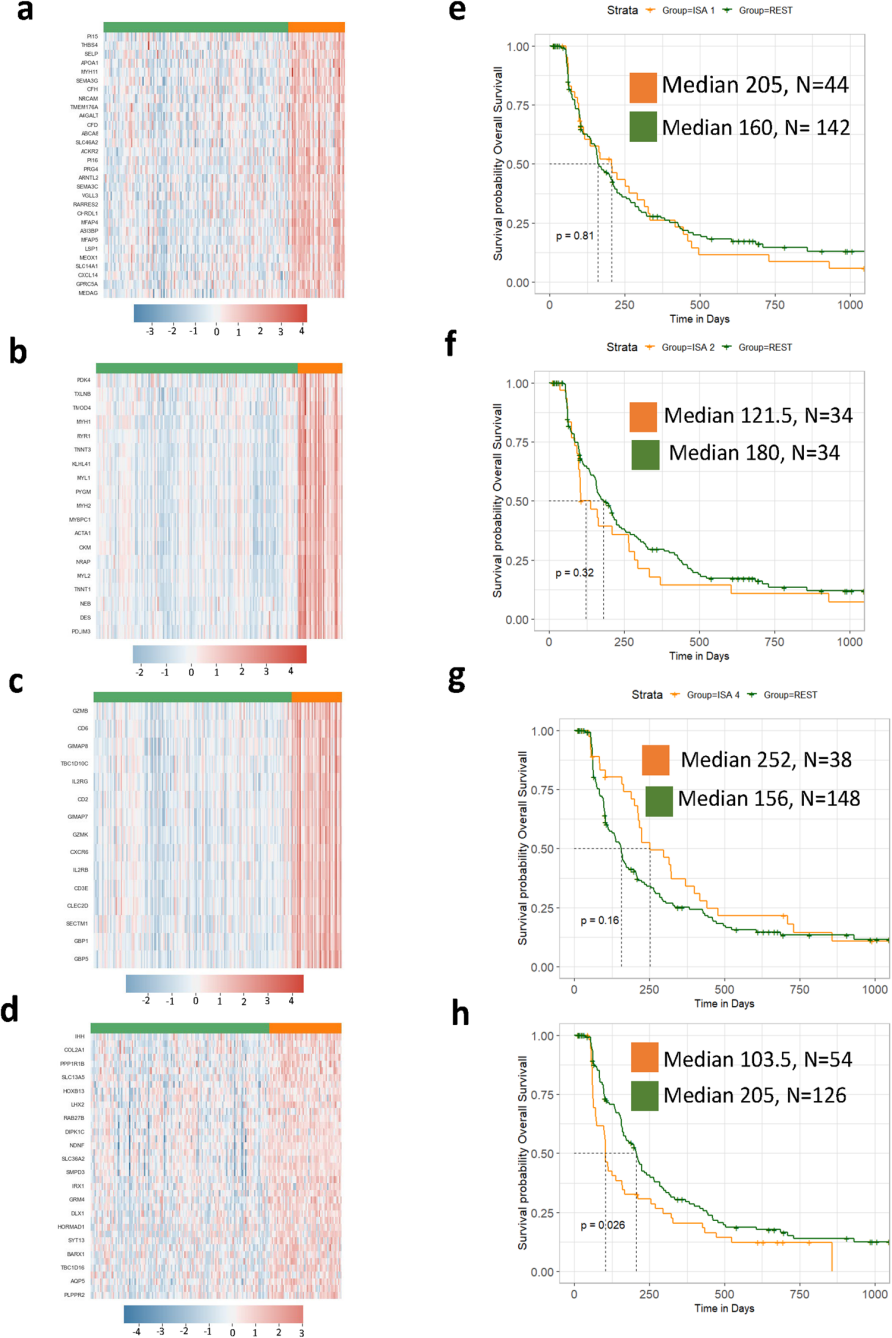
Bi-clustering defines additional gene signatures and sub-populations in canine osteosarcoma. DOG^2^ gene expression profiles for (**a**) ISA signature 1, (**b**) ISA signature 2, (**c**) ISA signature 3, and (**d**) ISA signature 4. Corresponding Kaplan–Meier curves of ISA sample bi-cluster versus all other samples for ISA signature 1 (**e**), ISA sample bi-cluster 2 (**f**), ISA signature 3 (**g**), ISA signature 4 (**h**). Y-axis is Overall Survival, with medians reported in days from diagnosis.

We wanted to further determine if these new signatures had any relevance in the TARGET data and specifically in the non-metastatic cohort, which is the closest human patient comparator to the canine OS patients that comprise DOG^2^. We applied a similar strategy as with the GS-1 and GS-2 signatures, using *K*-means clustering to cluster the samples based on the gene expression data. Based on this clustering, Kaplan–Meier analysis was performed between clusters to ascertain if the given gene signature was associated with a significant difference in patient outcomes. Three of the signatures produced two distinct clusters: ISA gene signature 1, ISA gene signature 2, and ISA gene signature 3 in both the entire TARGET dataset (Fig. 8) and the non-metastatic TARGET patient subset (Fig. 9). Interestingly, despite not showing any prognostic value in canine, ISA gene signature 1 was prognostic for progression free survival in the TARGET data, specifically only in the non-metastatic patients (Fig. 9d). Likewise, ISA signature 3 was significantly prognostic in both the entire TARGET dataset (Fig. 8f) and non-metastatic patients (Fig. 9f). ISA gene signature 4 produced unstable clusters, the clusters and the differences between Kaplan-Meier curves would change drastically based on the inherent stochastic nature of the *K*-Means algorithm. However, Cox regression analysis on genes in ISA signature 4 revealed that Iroquois homeobox 1 (IRX1) was prognostic of progression free survival with higher expression ultimately leading to poor outcomes (Supplementary Fig. 9a), which has been previously reported in an unrelated human OS dataset as well as predicting lung metastasis in murine models^39^. This behavior is mirrored in the canine (Supplementary Fig. 9b).

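IRX1 (chromosome 34, 9682784 to 9688233) encodes a homeobox protein and had 4.00 ± 6.38 CPM (SD, n = 58) in FP and 8.80 ± 8.24 CPM (SD, n = 128) in PP of the GS-1 clusters. With the dogs split at its median, median DFI was 138 days in the 93 dogs with high IRX1 and 224 days in the 93 with low IRX1. The hazard ratio was 1.76, with a 95% confidence interval from 1.26 to 2.46 (log-rank p = 0.000841). Split at 10 counts, it was 1.33 (p = 0.192). Within COTC021 it was 2.24 (p = 0.00102), and within COTC022 1.40 (p = 0.158), with an interaction p of 0.176, and 0.197 with a shared baseline hazard. The hazard ratio was 2.84 (p = 0.000648) in the 50 deeper libraries and 1.40 (p = 0.0982) in the other 136. The interaction p was 0.0619 with separate baseline hazards and 0.00395 with a shared one. From the split by expression, the paper states that the relation of IRX1 to outcome in humans is mirrored in the dog.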

**Fig. 8:**
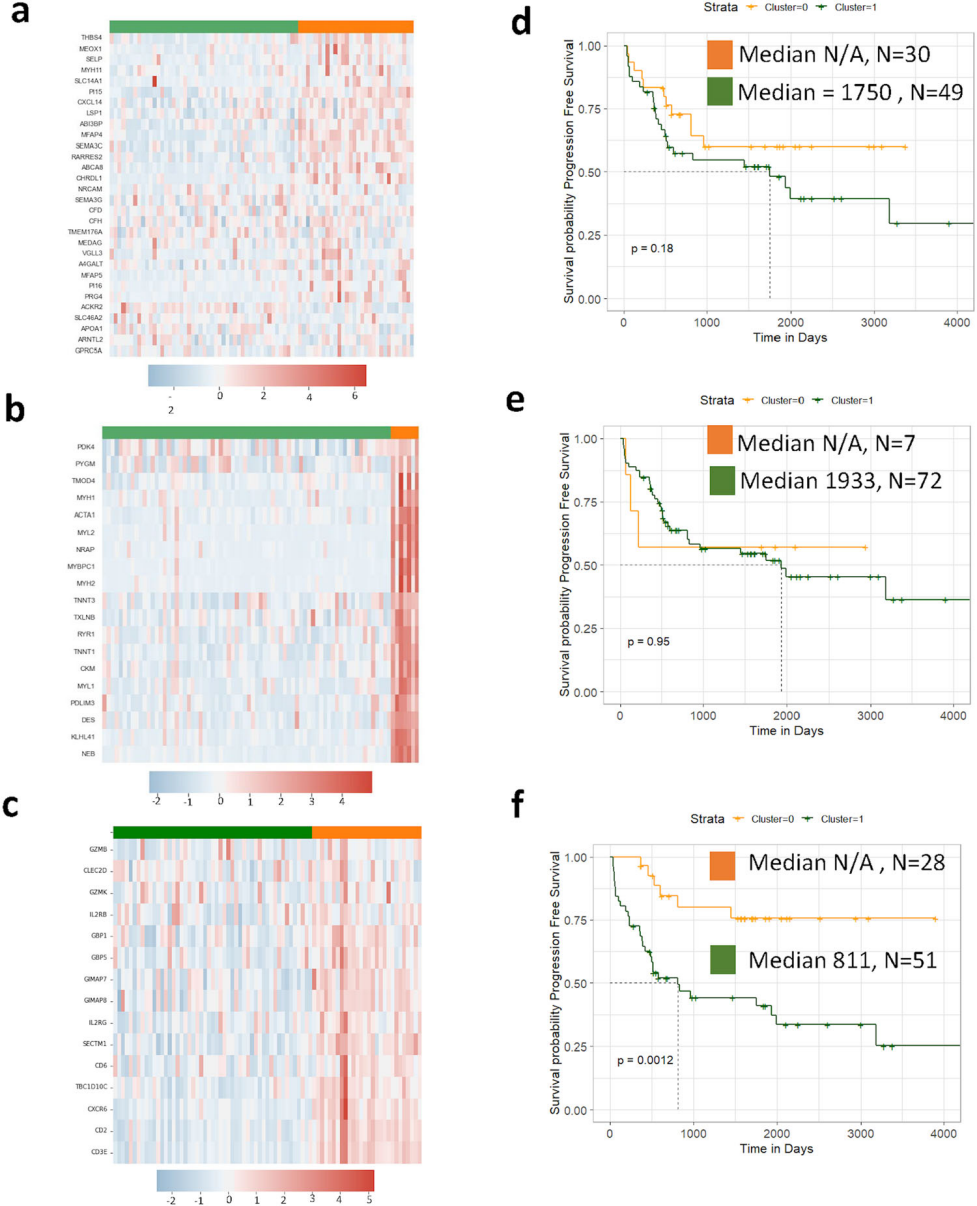
Novel canine ISA-derived gene signatures are prognostic in human osteosarcoma. TARGET gene expression profiles for (**a**) ISA gene signature 1, (**b**) ISA gene Signature 2, and (**c**) ISA signature 3. Corresponding Kaplan–Curves for *K*-Means clusters formed from (**d**). ISA gene signature 1, (**e**) ISA gene signature 2, and (**f**) ISA gene signature 3. *ISA gene signature 4 was omitted as it did not form consistent clusters. Y axis is Progression Free Survival. Medians are reported in days from diagnosis.

**Fig. 9:**
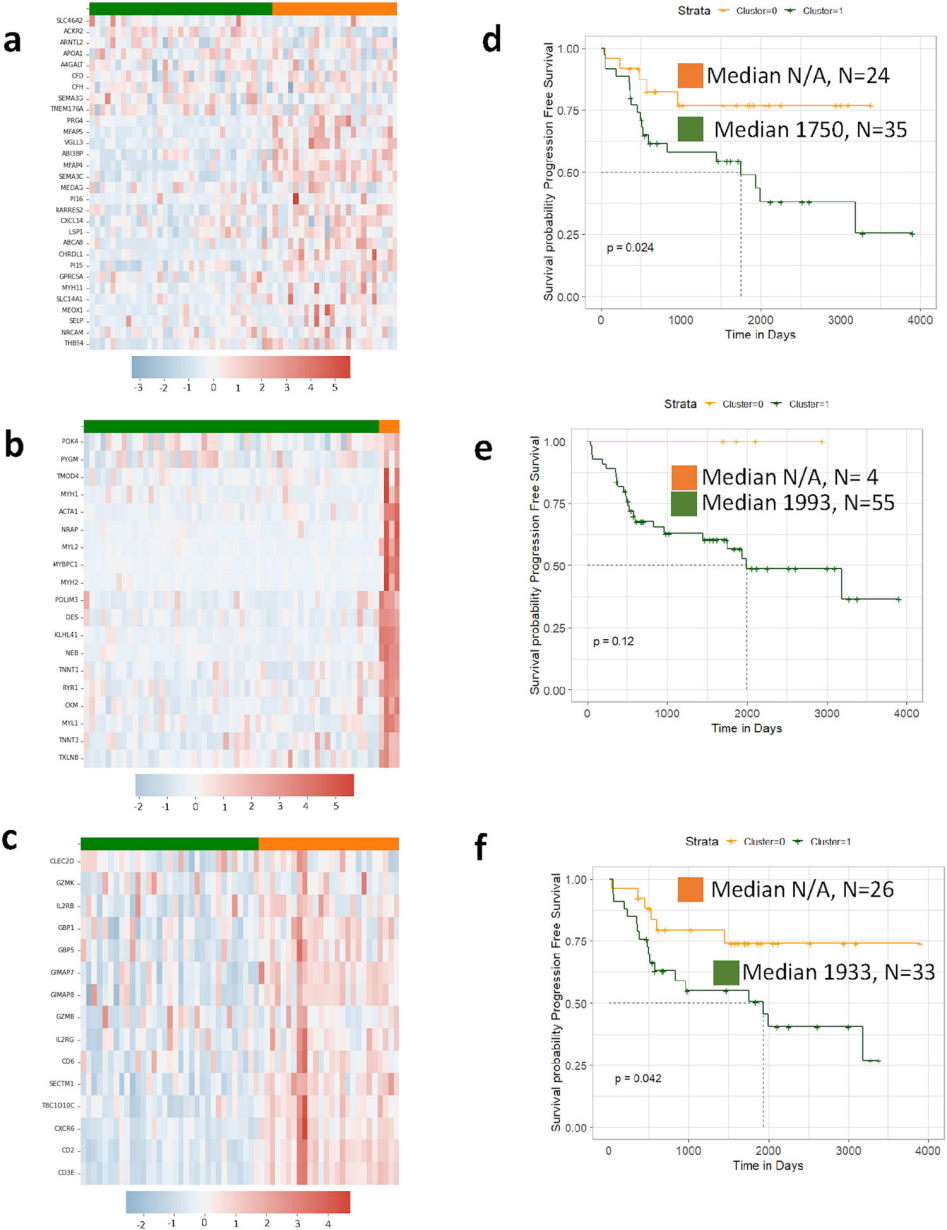
Novel canine ISA-derived gene signature are prognostic for progression free survival in human osteosarcoma in patients without metastatic disease at the time of diagnosis. TARGET (non-metastatic patients) gene expression profiles for (**a**) ISA gene signature 1, (**b**) ISA gene Signature 2, and (**c**) ISA signature 3. Corresponding Kaplan–Curves for *K*-Means clusters formed from (**d**) ISA gene signature 1, (**e**) ISA gene signature 2, and  (**f**) ISA gene signature 3. *ISA gene signature 4 was omitted as it did not form consistent clusters. Y axis is Progression Free Survival. Medians are reported in days from diagnosis.

An essential question to this analysis is whether these signatures have any biological significance that points to differences among the various populations of patients and/or tumor cells and associated microenvironments. ISA gene signature 3 was most associated with immune processes including T-cell binding and response (CD2, CD3E, CD6, CXCR6, CLEC2D^40^, GZMB), Interferon Gamma Response (CLEC2D^41^, GBP1, GBP5), Natural Killer Cells (CLEC2D^40^, GZMB, GZMK), and IL2RB and IL2RG which are involved in many processes including but not limited to IL-2 signaling, IL-15 signaling, and IL-9 signaling. 

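The genes named for ISA gene signature 3 were higher in the GS-1 FP dogs. GZMB (chromosome 8, 4634356 to 4637481) had 13.9 ± 21.4 CPM (SD, n = 58) in FP and 1.21 ± 1.78 CPM (SD, n = 128) in PP, and GBP1 (chromosome 6, 59899366 to 59912850) had 87.6 ± 105 CPM in FP and 14.1 ± 14.7 CPM in PP. GBP1 and GBP5 had log2 fold changes of 2.32 (standard error 0.19, adjusted p = 5.4e-23) and 2.41 (standard error 0.25, adjusted p = 7.6e-17). Within the trials, that of GBP1 was 2.67 and 1.95, and that of GBP5 was 3.02 and 1.73, for COTC021 and COTC022. In the 50 deeper and the 136 other libraries they were 2.44 and 2.16 for GBP1, and 2.44 and 2.25 for GBP5.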

Several genes in ISA gene signature 1 relate to neutrophil motility (LSP1^42^, CXCL14^43^, SELP^44^), dendritic cell regulation (ACKR2^45^, TMEM167A^46^, CXCL14^47^), macrophage regulation (ACKR2^45^, CFH^48^), inhibition of tumor cell migration (SEMA3G^49^), and lung tumor suppressor (GPRC5A^50^). 

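Of the genes named for ISA gene signature 1, LSP1 (chromosome 18, 46543073 to 46582385) was a DEG between the GS-1 clusters, with a log2 fold change of 1.77 (standard error 0.27, adjusted p = 5.68e-09), and 1.74 in COTC021, 1.80 in COTC022, 1.57 in the 50 deeper libraries and 1.86 in the other 136. ACKR2, SELP, CXCL14, SEMA3G and GPRC5A were higher in FP by less than the DEG threshold, with log2 fold changes from 1.16 for ACKR2 down to 0.88 for GPRC5A. In edgeR's fit, SELP (adjusted p = 0.0905) and SEMA3G (adjusted p = 0.0576) did not pass 0.05. TMEM176A, which Supplementary Table 3 lists for the signature, had 2.31 (standard error 0.24, adjusted p = 7.21e-16), and TMEM167A, which it does not list, had a log2 fold change of 0.10 (standard error 0.07, adjusted p = 0.252), and -0.06 within COTC021. Across the 186 dogs, the ISA 1 score was correlated with the mean z-score of 5 adipocyte markers outside the signature, with Pearson's r = 0.427 and Spearman's rho = 0.497 (permutation p = 1e-05 for each, the smallest possible, adjusted p = 1e-05 for rho over 4 relations). Without the 2 dogs farthest from the median, r was 0.444. Spearman's rho was 0.530 in COTC021, 0.461 in COTC022, 0.494 in the deeper libraries and 0.477 in the others. Within the GS-1 clusters it was lower than over all dogs, with 0.308 in FP and 0.380 in PP.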

Despite ISA gene signature 2 not being prognostic, it clearly exhibited expression patterns that could be seen in both humans and canines. In addition, many genes in ISA gene signature 2 have been associated with the DMD gene in mice including MYL1 and MYH2^51^, DES^52^, MYBPC1, MYH1, TMOD4, PYGM, and PDK4^53^. This might be of particular importance in the same manuscript from which GS-1 and GS-2 were derived. 

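MYH1, DES and MYL1 varied widely between dogs. In PP dogs, MYH1 (chromosome 5, 34990179 to 35014752) had 43.9 ± 226 CPM (SD, n = 128), DES (chromosome 37, 25809193 to 25815585) had 102 ± 553 CPM and MYL1 (chromosome 37, 18011588 to 18036161) had 80.6 ± 461 CPM. None of the 3 differed between the GS-1 clusters, with log2 fold changes of 0.89 (adjusted p = 0.214), 0.79 (adjusted p = 0.100) and 0.67 (adjusted p = 0.334). DESeq2 called MYH1, with 1.81 (adjusted p = 0.000598). DMD (chromosome X, 26455978 to 28540050) had 10.7 ± 13.7 CPM (SD, n = 58) in FP and 7.81 ± 14.5 CPM (SD, n = 128) in PP and a log2 fold change of 0.69 (standard error 0.20, adjusted p = 0.00318), and did not pass 0.05 in edgeR (adjusted p = 0.130) or DESeq2 (adjusted p = 0.105). Across the 186 dogs, the ISA 2 score was correlated with DMD, with Pearson's r = 0.654 and Spearman's rho = 0.438 (permutation p = 1e-05 for each, the smallest possible, adjusted p = 1e-05 for rho over 4 relations). Without the 2 dogs farthest from the median, r was 0.588. Spearman's rho was 0.430 in COTC021, 0.437 in COTC022, 0.540 in the 50 deeper libraries and 0.372 in the other 136. With 9 skeletal muscle markers outside the signature, r was 0.948 and rho was 0.768 (permutation p = 1e-05 for each, the smallest possible, adjusted p = 1e-05 for rho). This r was 0.934 without the 2 farthest dogs, and rho was 0.773 in COTC021, 0.757 in COTC022, 0.598 in the deeper libraries and 0.817 in the others.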

In this work, Gardner et al. identified mutations in dystrophin (DMD) in 2 of the 24 dogs analyzed by WGS^21^. ISA gene signature 4 does not necessarily present with any particularly cohesive theme despite being the largest signature. It contains two collagen genes (COL11A2, COL2A1) several solute carrier genes (SLC8A3, SLC13A5, SLC36A2) which have been shown to be prognostic in osteosarcoma^54^, and genes involved in Wnt signaling (APCDD1L, BARX1) which might be significant given the oncogenic role Wnt signaling plays in osteosarcoma^55,56^.

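Between the GS-1 clusters, COL11A2 (chromosome 12, 2781723 to 2811021) was lower in FP, with a log2 fold change of -1.32 (standard error 0.36, adjusted p = 0.00219). SLC8A3 (chromosome 8, 44055432 to 44196751) had -1.16 (standard error 0.26, adjusted p = 0.000101). APCDD1L and BARX1 had -1.33 (adjusted p = 0.00438) and -1.46 (adjusted p = 0.0231). SLC36A2 did not differ, with -0.94 (adjusted p = 0.106). SLC13A5 had -1.57 (standard error 0.63, adjusted p = 0.0382), with adjusted p-values of 0.120 in COTC021, 0.284 in COTC022, 0.315 in the 50 deeper libraries and 0.381 in the other 136. COL11A2, APCDD1L and BARX1 kept their direction in each trial and group of libraries and did not pass 0.05 in COTC022 or in the deeper libraries.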

## Discussion

The 5-year survival rate for humans with localized OS stands stagnant at approximately 70%, underscoring the need for informative animal models to assist with novel therapeutic discovery and development efforts^1–3,57,58^ Similarly, despite the use of multimodal therapy, the prognosis for canine OS is uniformly poor, with median survival time of 5 to 13 months for patients presenting with localized disease^59,60^. Some of these dogs will be enrolled in clinical trials aimed at improving outcomes in canine and human OS patients. One of the main challenges for OS, as with most cancers, is determining whether treatment and outcome may be informed by identifying sub-populations of patients with different underlying tumor biology and potential unique sensitivities to specific therapies. Previous studies have highlighted prognostic factors such as histological subtype^61^, histological grade^62^, tumor location^63^, and serum alkaline phosphatase levels^62,64^.

Here we show that transcriptional signatures derived completely in canine osteosarcoma, both previously reported as well as those defined de novo through a ssGSEA and ISA approach, divide both canine and human data into two distinct populations. When all TARGET data is considered, both progression free survival and overall survival is significantly associated with the cluster assignment determined by these gene signatures. However, the presence of metastatic disease eclipses any predictive capacity for either gene signature applied herein. This is not surprising given the dismal prognosis for advanced stage disease and the refractory nature of macroscopic metastasis to therapy. The larger sample size and uniform nature of the DOG^2^ cohort may also improve predictive signature discovery compared to TARGET – which encompasses human patients that likely underwent a much wider variety of therapies and non-standardized disease monitoring protocols. However, from the standpoint of survival analyses, the issue of humane euthanasia in dogs makes assessment and comparative evaluation of overall survival between dogs and humans problematic as owners’ must decide whether to pursue additional therapy vs. euthanasia when faced with progression of their pet dog’s disease. One way to improve the translation of canine clinical trials is to assess disease free interval (DFI) as the primary clinical endpoint, which is an invaluable facet of the DOG^2^ dataset. Critically, as stated previously, metastatic progression is of vital relevance to both species since the development of metastases remains the major prognostic factor in human and canine patients.

If we use DOG^2^ as a distributional model, then based on the number of human metastatic samples in the TARGET dataset (*n* = 20), the expected number in the FP group would be 6.3 and the expected number in PP group is 13.7. Comparing this to the real values given by GS-1 of 5 and 15 this would yield a similar distribution of patients in the FP and PP groups as tested by a chi square goodness of fit test (χ^2^ = 0.391, *p* = 0.531). 

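In DOG2, 58 dogs (31.2%) were in the GS-1 FP cluster and 128 in PP. With this share, 6.24 of the metastatic human tumors would be expected in FP and 13.8 in PP, and the goodness of fit test gave a chi-square of 0.356 (p = 0.551). With the 62 FP dogs of K-means run on the deposited counts, the expected numbers were 6.67 and 13.3, with a chi-square of 0.625 (p = 0.429).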

Collectively this analysis provides evidence that there is a population of human OS in which these gene signatures might be prognostic as they are in canines. Further, the transcriptional profiles are conserved across both DOG^2^ and TARGET data strongly suggesting an underlying common biology. The comparative approach provides significant advantages for the discovery of predictive factors that may be applicable to OS, bolstered by the commonality of the disease in the pet dog population, the high rate of metastasis, and the ability to conduct large-scale canine OS clinical trials with concomitant collection of biologic specimens^65^. If a larger cohort of prospectively collected human data with harmonized treatment and follow up measures was available, such as from a clinical trial as in the DOG^2^ cohort, the approach here may have more predictive power for humans. However, the inherent heterogeneity of the disease and differences between canine and human tumor biology must also still be considered in this context.

Additional transcriptional analysis such as GSEA, CIBERSORTx, and differential expression, supported by immunohistochemical analysis in DOG^2^, suggests in both DOG^2^ and TARGET the importance of immune processes and immune cells in disease progression and outcome. GSEA revealed enrichment in the FP group of several pathways involved in innate immunity and inflammation such as interferon response and complement system. This is supported by the work of Scott et al. and Wan et al. who have previously shown that immune based gene signature equated to better prognosis in humans^66,67^. Additionally, according to estimates acquired using CIBERSORTx, our results suggest that differences in macrophage, plasma cells, and T-cell populations possibly influence disease progression and survival in both canine and human OS. However, a notable difference between DOG^2^ and TARGET was observed in B cell populations namely an increase in B cells, supported by immunohistochemistry, in the FP group of DOG^2^ that was not observed in TARGET.

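The B cell markers CD79A, MS4A1 and PAX5 did not pass the low-count filter in DOG2. In a fit without the filter, CD79A was higher in GS-1 FP, with 11.9 ± 26.5 CPM (SD, n = 58) in FP and 0.880 ± 1.90 CPM (SD, n = 128) in PP and a log2 fold change of 2.65 (standard error 0.25, adjusted p = 5.35e-19). It had at least 10 counts in 92 dogs. MS4A1 had a log2 fold change of 2.09 (standard error 0.30, adjusted p = 1.2e-09) and at least 10 counts in 15 dogs, and PAX5 had 1.03 (standard error 0.35, adjusted p = 0.0193) and at least 10 counts in 42 dogs. These genes were not fitted within trials or groups of libraries. The plasma cell marker JCHAIN (chromosome 13, 61022208 to 61030422), which passed the filter, had a log2 fold change of 1.74 (standard error 0.24, adjusted p = 1.98e-10), with 1.80 in COTC021, 1.67 in COTC022, 2.71 in the 50 deeper libraries and 1.39 in the other 136. The size of this change depends on the method, with 3.31 in edgeR's fit and in DESeq2.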

Although computational algorithms such as CIBERSORT and CIBERSORTx have been used in canine studies^25,68,69^, it is important to note that these algorithms have largely been developed and tested with respect to human data to deconvolute bulk mRNAseq data into relative representations of cellular populations. Although canine and human cells are highly comparable with respect to cellular markers, there are some differences, such as CD4 positivity of canine neutrophils, that could affect such computational analysis^70,71^. 

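The mast cell markers CPA3, MS4A2, HDC, FCER1A and CMA1 did not pass the low-count filter in DOG2. FCER1A had at least 10 counts in 82 of the 186 dogs and HDC in 27. In a fit without the filter, all 5 were higher in GS-1 FP, with log2 fold changes from 0.99 (standard error 0.33, adjusted p = 0.0170) for HDC to 2.30 (standard error 0.26, adjusted p = 3.38e-14) for FCER1A. Of the mast cell markers that passed the filter, KIT (chromosome 13, 47870472 to 47952050) was lower in FP, with 9.72 ± 6.57 CPM (SD, n = 58) in FP and 14.5 ± 12.8 CPM (SD, n = 128) in PP and a log2 fold change of -0.47 (standard error 0.19, adjusted p = 0.0411), and GATA2 did not differ, with -0.23 (adjusted p = 0.179). KIT did not pass 0.05 within COTC021 (-0.67), COTC022 (-0.28), the 50 deeper libraries (-0.51) or the other 136 (-0.35).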

To this point, CIBERSORTx estimated a high proportion of mast cells within our canine osteosarcoma tissues. However, we were unable to confirm the presence of mast cells using toluidine blue (Supplementary Fig. 10), a histochemical staining technique that has been used to quantify mast cells in decalcified bone lesions in other studies^72–75^. Interestingly, mast cells have been described in human OS samples^76^ and made up a significant proportion of cells in our CIBERSORTx results obtained from human TARGET data (4.5%, the fourth most abundant cell type). Osteosarcomas are heterogeneous tumors thus regional differences in the tumor tissue submitted for RNAseq and the FFPE block can occur; nonetheless, our data suggest that further work is needed to delineate the potential roles of mast cells in the context of osteosarcoma and to validate how the combination of the LM22 signature and the CIBERSORTx algorithm behaves specifically within canine osteosarcomas that develop alongside a naturally co-evolving immune microenvironment.

The character and robustness of the immune cell response are known to play a critical role in canine cancer. For example, dogs with OS are reported to have significantly fewer circulating Tregs while a decreased CD8+ / Treg ratio is associated with poor survival^77^. Likewise, in human OS, higher levels of CD8+ T-Cells have been associated with better outcomes^78–80^ and are subject of new immunotherapies^81^. Furthermore, in an immunohistochemical analysis of 30 canine OS tumors, a higher number of CD204-positive cells was associated with a significantly longer DFI^82^. Additionally, Das et al. reported that 22 immune related gene-sets were enriched in dogs with longer DFIs in a small sample set of 26 dogs^25^. These and the present study underscore the importance of the immune response in cancer progression.

The tumor microenvironment is host to several immune cells acting in concert, among these are the tumor associated macrophages (TAMs) and they have gained particular interest within the context of OS^83,84^. The data we present certainly points to macrophage biology that is common to both canine and human OS tumors. For instance, with respect to the CIBERSORT analysis, M0 and M2 macrophages make up a significant proportion of the cell population in both DOG^2^ and TARGET. They also follow the same pattern in which M2 macrophages are more abundant in the FP group and more M0 macrophages are seen in the PP group. Additionally, with respect to M1 macrophages, while they are present in a much smaller fraction, the fraction in the FP group is much greater: 13x for DOG2 and 3x for TARGET. In addition to the elimination of tumor cells through phagocytosis, M1 macrophages are thought to stimulate and enhance the cytotoxicity of other leukocytes through increased tumor antigen presentation and promotion of pro-inflammatory cytokines^85,86^. Alternatively, M2 macrophages are associated with immune suppression, decreased antigen presentation, growth factor release, and promotion of angiogenesis; all thought to be conducive to cancer progression^86,87^. However, in OS, there has been mixed evidence as to how TAMs influence overall patient outcomes. Much of the literature concerning the relationship between TAMs and OS suggests a correlation between overall macrophage infiltration, consisting of both M1 and M2 phenotypes, and increased progression free interval or overall survival. Deng et al. used the CIBERSORT algorithm to show better overall survival with increased M1 and M2 macrophage infiltration. Similarly using genomic profiling and IHC, Buddingh et al. established in a cohort of 63 patients that total TAM, both M1 and M2 phenotype, were associated with better outcome^88^. An additional study that used CD163 to quantify TAM in 124 human OS tumors found that increased TAMs resulted in longer progression free survival and overall survival^89^ which is complemented by a similar canine study that reported longer DFIs with increased TAMs^82^.

Our transcriptomic analysis indicates that M2 macrophages are abundant in canine OS, with IHC detection of numerous macrophages expressing CD204, a macrophage scavenger receptor highly expressed in M2 macrophages in humans^90^. M2 macrophages have been associated with poor outcomes in multiple other tumor types^91–93^; however, DOG^2^ data suggest that having a greater number of M2 macrophages might be beneficial. The answer might be unique to the bone itself, wherein macrophages and osteoclasts are both derived from monocytes, while IL-4 and IL-13 needed for the differentiation of a monocyte into M2 macrophage are inhibitors of osteoclast formation^94^. Therefore, it is possible that a shift in monocyte differentiation to favor M2 macrophages reduces osteoclast formation and thereby inhibits bone resorption which might be essential to tumor development. Furthermore, M2 macrophages are known or produce a number of cytokines that actively regulate osteoclasts including IL-10, BMP-2, TGF-β1, OPN, and 1, 25 dihydroxy vitamin D_3_^95^. There is some evidence that suggests inhibiting osteoclast formation decreases local tumor growth and increases survival. For example, Lamoureux et al. showed in a rodent model that enhanced osteoprotegrin (OPG), which also inhibits osteoclast formation, led to decreased local tumor growth and a 4-fold increase in mouse survival^96^. Additionally, Ohba et al. established that osteosarcoma growth directly correlates with tumor-induced osteolysis and activation of osteoclasts in vivo^97^. Furthermore, the high abundance of CD204-positive macrophages occurred concurrently with elevated B and T cell tumor infiltration which may indicate a higher pan-immune cell response is associated with improved prognosis, regardless of the macrophage subtype. The importance of an effective immune response is also supported by the relative abundance of immune cell types in canine OS, namely that 3 of the 4 cell types with higher relative abundance in the PP group (GS-1 signature) are naïve or non-activated (naïve B-cells, naïve CD4 T, M0 macrophages) which may indicate an inadequate anti-tumor immune response.

We have shown that many of the genes put forth in Gardner et al. can be independently derived directly from DOG^2^ data using ssGSEA and ISA-based bi-clustering, and these genes reflect a difference in immune processes between two distinct patient populations. However, as we generally characterize the difference between groups as an immune hot and immune cold, this dichotomy incompletely represents the spectrum of patient samples. Using different clustering methods led to four new gene signatures with foundations that suggest relevant biological differences. Notably, unlike Gardner’s signatures, two of the signatures were prognostic in the non-metastatic cohort TARGET data. However, these signatures were not significantly prognostic in the DOG^2^ data. This might be best reconciled in ISA bi-cluster and gene signature 3 which shows a clear deviation at early timepoints in the DOG^2^ data demonstrating the ability of gene signatures to detect disease progression with early metastatic failure in canine OS. Considering that ISA gene signature 4 is composed of several genes related to T-cell processes, it is possible that patients with this signature can illicit an anti-tumor immune response, but as time progresses, processes such as T-cell exhaustion become more dominant. Analysis of longitudinal datasets collected from the same patient could help support this hypothesis. The dependence on T-cells might explain why this signature performs better in non-metastatic TARGET samples than GS-1 or GS-2 as greater T-cell activity might discourage the development of metastasis. While ISA gene signature 2 does not have the prognostic capacity, it does point to a possible common population in human OS and canine OS with DMD mutations, which will be investigated through comparative analysis of matched whole-genome sequencing datasets. In terms of ISA gene signature 4, we show agreement with earlier findings^39^ that overexpression of IRX1 leads to poor prognosis both in humans and canines. ISA gene signature 1 was derived from our canine patients and identified a similar expression pattern in both the canine and human datasets; however, while it is prognostic in human OS, it fails to be in canine. This supports the potential for canine tumor-derived signatures to yield clinical relevance for human patients. The lack of prognostic significance in our canine samples may reflect the degree of genomic and transcriptomic complexity of the disease or the disparate treatment approach in dogs vs. humans that may influence the ability to identify gene signatures with prognostic capacity in both species. For example, canine patients that comprise the DOG^2^ cohort have undergone limb amputation and up to 4 cycles of carboplatin chemotherapy, with very few dogs undergoing additional treatment after the detection of metastatic progression. This is in stark contrast to humans with OS, who often undergo surgical metastasectomy as well as repeated rounds of salvage chemotherapy if disease progression occurs. Further, euthanasia is the most common cause of death in dogs and is often a reflection of the owners’ wishes rather than the extent of the disease. This may be further compounded by a shorter lifespan which can preclude the identification of significant differences in OS between populations. For these reasons, in the comparative oncology context, emphasis should be placed on identifying factors that have predictive value for disease-free intervals rather than overall survival.

In this study, we have provided evidence that distinct differences in immune cell populations result in significant differences in outcomes in canine OS patients. Applying the same analysis to the mRNA-Seq portion of the TARGET dataset we were able to provide strong evidence to establish that these transcriptomic and clinical patterns identified in canine OS patients could be applied comparably to human OS. Further analysis revealed shared cellular processes in both species, suggesting a transcriptional program that exhibits a rich interplay between tumor cells and immune cells in the tumor microenvironment. This provides a springboard for further investigations of comparative single-nuclei transcriptomics and geospatial transcriptional profiling. Further, evidence of shared cellular processes and associated biology between canine and human OS primary tumors underpins the value of the dog as a patient model for human OS and provides opportunities to explore these pathways as druggable targets in both species. Furthermore, the canine patient as a preclinical OS model is bolstered by the higher annual incidence of OS in dogs compared to people. From a purely computational standpoint, increased volume and availability of canine -omics data could allow computational scientists to discover new therapeutic targets and treatment strategies that could then be directly applied to human OS. Canine clinical trials and the valuable data they provide will be extremely beneficial to researchers and clinicians, both in the veterinary and medical communities, by improving our understanding of the disease and advancing the development of effective treatments. Such foundational groundwork is an essential aspect in determining how future oncology clinical trials assessed in pet dogs can best be leveraged to benefit human OS patients.

## Methods

Demographic and clinical outcome data, inclusive of canine patient demographics, tumor location, and serum alkaline phosphatase (ALP) status was curated from the canine clinical trial patient cohorts enrolled in the National Cancer Institute’s Comparative Oncology Trials Consortium (COTC) 021/022 clinical trials^65^. (Supplementary Tables 4, 5). Privately-owned pet dogs, which varied in age, breed, and sex, were enrolled at participating COTC veterinary academic institutions, with each institution maintaining compliance with its own Institutional Animal Care and Use protocol for the clinical trial, which contained uniform trial procedures and a harmonized clinical care/monitoring schedule. This cohort of canine patients is henceforth referred to as DOG^2^ (Decoding the Osteosarcoma Genome of the Dog) and consists of 324 dogs^65^. All tumor biopsies were obtained prior to treatment and were evaluated by anatomic veterinary pathologists at participating COTC institutions (https://ccr.cancer.gov/comparative-oncology-program/consortium). After tumor sample QA/QC and medical record review, 186 primary tumors were moved forward for analysis. All dogs had a confirmed diagnosis of appendicular osteosarcoma and no evidence of macroscopic metastatic disease based on standard staging methods and no prior treatment. All dogs underwent amputation of the affected limb and subsequent randomization into one of two treatment arms: (1) adjuvant carboplatin alone (*n* = 93; standard of care/SOC) or (2) adjuvant carboplatin plus rapamycin (*N* = 93; SOC + rapamycin). Significant differences in outcome between the two different treatment arms were not observed (Supplementary Fig. 11). The TARGET dataset was accessed through the National Cancer Institute Genomic Data Commons at https://portal.gdc.cancer.gov/^98^. A total of 88 RNA-SEQ files were downloaded and compiled into a single data matrix. Corresponding clinical data was available for 85 of 88 specimens. The RNA-seq data from 6 specimens were excluded because they had fraction exon and coding bases less than 0.5 and an intergenic rate greater than or equal to 0.3, leaving RNA-seq data from 79 human specimens suitable for downstream analysis.

### Nucleic acid isolation

RNA was isolated from canine frozen tumor tissue in RNAlater using Qiagen Allprep DNA/RNA Mini Kit (Cat#80204). The total RNA quality and quantity was assessed using Nanodrop 8000 (Thermofisher) and Agilent 4200 Tapestation with RNA Screen Tape (Cat# 5067-5576) and RNA Screen Tape sample Buffer (Cat#5067-5577). All samples forwarded for mRNA sequencing had a RIN > 8 and a total RNA quantity > 100 ng.

### Library Preparation and mRNA sequencing

Between 100 ng to 1ug of total RNA was used as the input for the RNA sequencing libraries. Libraries were generated using the TruSeq Stranded mRNA library kit (Illumina) according to the manufacturers protocol. The libraries were pooled and sequenced on NovaSeq S1 using a 2 × 150 cycle kit. The HiSeq Real Time Analysis software (RTA v.3.4.4) was used for processing raw data files. The Illumina bcl2fastq2.17 was used to demultiplex and convert binary base calls and qualities to fast format. The samples had 44 to 61 million pass filter reads with more than 91% of bases above the quality score of Q30. Reads of the samples were trimmed for adapters and low-quality bases using Cutadapt. The trimmed reads were mapped to the CanFam4 reference genome (GSD_1.0^99^ from NCBI) using STAR aligner (version 2.7.0 f) with two-pass alignment option. RSEM (version 1.3.1) was used for gene and transcript quantification based on the CanFam4 GTF file. The average mapping rate of all samples was 83% with unique alignment above 66%. There were 13.13–26.26% unmapped reads. The mapping statistics were calculated using Picard software. The samples had between 0.01–0.76% ribosomal bases. Percent coding bases were between 58–71%. Percent UTR bases were 10–16%, and mRNA bases were between 75–82% for all the samples. Library complexity was measured in terms of unique fragments in the mapped reads using Picard’s MarkDuplicate utility. The samples had 48–78% non-duplicate reads. In addition, the gene expression quantification analysis was performed for all samples using STAR/RSEM tools.

### Computational methods

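Applied to the rounded expected counts of the 186 dogs without a group variable, the filter of the authors kept 13422 genes. With the GS-1 clusters given as groups, 15175 genes were kept, and with the default min.prop, 12674 were kept.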

For the DOG^2^ dataset, filtering was performed to remove low count genes using the R function filterByExpr of the edgeR package using the parameters (min.count = 10, min.prop = 0.5, large.*n* = 5), leaving 13408 of 37952 probes. For the TARGET dataset, genes denoted as protein coding or polymorphic pseudogene were used, leaving 20010 total genes. Each dataset was then normalized using quantile normalization using the R package normalize.quantiles^100^. The gene signatures applied herein were derived from differential expression analysis between canine OS tumors and a canine reference osteoblast as outlined in Gardner et al.^21^. After filtering the DOG^2^ dataset, 87% (27 of 31) of the genes in the first signature (GS-1) and 58.1% (157 of 270) of the genes in the second signature (GS-2) remained. Similarly, almost all the genes in GS-1 and GS-2 present in DOG^3^ were conserved in TARGET except for 2 canine specific genes. Clustering analyses were performed using packages accessible through Python 3.8.3. (Fig. 1a). K-means clustering was performed using Scikit-learn version 0.23.1. Clustering was done independent of any associated clinical outcomes. The optimal number of clusters in the datasets was determined by ranging *k* from 2 to 6 and selecting the number of clusters with the maximum silhouette score^101^. Kaplan–Meier curves were constructed for each cluster and compared using the survminer package version 0.4.9 using R version 4.0.3. Gene set enrichment analysis (GSEA)^102^ was performed using version 4.1.0. using molecular signatures in the msigDB hallmarks version 7.5^33^. For differential expression analysis raw gene expression was first filtered for low counts by the filterByExpr package using the parameters (min.count = 10, min.prop = 0.5, large.*n* = 5) the data was then normalized using the trimmed mean of m-values (TMM) method^103^ differential genes were then calculated using the Limma-Voom pipeline^104^ of the edgeR R package. To determine pathway enrichment, DEGs that met a cutoff criterion of a fold change greater than 3 and an adjusted *p*-value less than 0.05 were used as input to Qiagen Ingenuity Pathway Analysis (IPA)^105^. Virtual immune cell profiling was carried out using the CIBERSORTx algorithm^106^, https://cibersortx.stanford.edu/index.php, on non-log transformed TPM count data using the LM22 leukocyte gene signature from Newman et al.^107^. *P*-values for the CIBERSORTx results were calculated based on 100 random permutations and samples with a p-value greater the 0.05 were removed from further analysis. The CIBERSORTx scores for each cell type were evaluated between cluster groups using a Mann–Whitney *U*-test.

We then sought out to devise novel gene signatures beyond what was previously reported in Gardner et al. Single Sample Gene Set Enrichment Analysis (ssGSEA)^108^ was performed using version 10.1.0 using Gene Pattern web server as follows^109^ (Fig. 1b). Low gene counts were filtered using filterByExpr (min.count = 10, min.prop = 0.5, large. *n* = 5) and normalized using (TMM)^103^ by the calcNormFactors function in the edgeR package and the Log 2 transformed counts per million leaving a data matrix 186 samples by 13408 probes. The few probes that mapped to the same gene were averaged, while several of the uncharacterized probes were removed because of ambiguity in naming conventions. This left a final data matrix of 186 samples by 13164 genes. Using the hallmark gene signatures^33^ in the mSigDB, ssGSEA was performed resulting in a transformed representation of the data. With this transformed data matrix *K*-Means clustering was performed using Scikit-learn version 0.23.1. The optimal number of clusters in the datasets was determined by ranging *k* from 2 to 6 and selecting the number of clusters with the maximum silhouette score^101^. Based on the clusters formed in the previous step DEG analysis was performed using the limma-voom pipeline^104^ of the R edgeR package version 3.32.1. Bi-clustering was performed on the DEGs using the iterative search algorithm (ISA). ISA requires initial seeding vectors both on genes and samples. These vectors were generated by first doing hierarchical clustering using the hclust function in R with the method set to ward.D resulting in 10 gene clusters and 7 sample clusters. From these clusters, 3 samples in each cluster were selected randomly and used to create the seeding vectors. Because ISA is stochastic in nature, the results can vary based on seeding vectors, thus we ran the algorithm 25 times and only bi-clusters that appeared in more than 75% of the trials were considered legitimate (Supplementary Fig. 12). Kaplan–Meier analysis was then done between each bi-cluster and the remainder of the samples. To assess whether bi-cluster gene signatures based on the canine data were applicable to the human TARGET dataset, *K*-Means clustering was performed with optimal *K*, ranging from 2 to 6, chosen by selecting the maximum silhouette score and then followed by Kaplan–Meier analysis.

### Immunohistochemical (IHC) analysis

All canine tissues were fixed with 10% neutral buffered formalin, decalcified using 12% EDTA with a pH of 7.2, and subsequently embedded in paraffin. An antibody panel against specific immune cell markers (Supplementary Tables 1, 2) was used to stain a subset of 20 specimens. Labeling of canine tissues for CD204 was completed by the Animal Health Diagnostic Center at Cornell University. The remaining canine tissue IHC was completed by the Histology Laboratory at the University of Georgia, College of Veterinary Medicine. Immunohistochemical labeling was examined at 400x (hpf; 0.196 mm^2^) using an Olympus CX43 microscope. Cells expressing Iba1 and CD204 were numerous and scored semi-quantitatively as 1+ (0–50/hpf), 2+ (51–100/hpf), or 3+ ( >100/hpf). Cells expressing CD3, CD45RA, FOXP3, CD20, and MUM1 were similarly scored as 1+ (<1/hpf), 2+ (1-5/hpf), or 3+ (>5/hpf). Toluidine blue staining was completed by VitroVivo (Supplementary Fig. 10) using the VitroView Toluidine Blue Stain Kit (VB-3013). Two canine tumors were excluded from the immunohistochemical analysis due to poor tissue quality and high background labeling. Five human OS samples, decalcified with formic acid, were labeled and examined for expression of CD3, CD20, and CD204 (Supplementary Table 2).

### Statistics and reproducibility

For Kaplan–Meier analysis, the log-rank test was computed by the R function ggsurvplot survminer version 0.4.90. *P*-values or false discovery rates (FDR) less than 0.05 were considered significant. All statistics were corrected for multiple testing using Benjamini Hochberg (BH) method either provided as an option by the software package used or using the p.adjust function in R. Details on the calculation of GSEA FDR can be found in Subramanian et al.^102^. A two-tailed Mann–Whitney *U*-test was used to evaluate CIBERSORTx scores among clusters. Overrepresentation Analysis (GO analysis) was performed on the gene sets with the PANTHER platform using a Binomial test and FDR correction^110,111^ The Mann–Whitney *U-*test was used to perform statistical analysis on the IHC staining with a p-value of less than 0.05 being considered significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer Review File

Supplementary Material

Description of Supplementary Materials

Supplementary Data 1

Supplementary Data 2

Reporting Summary

## Data Availability

Human osteosarcoma data obtained from the TARGET Childhood Cancer Program is openly available from NCI Genomic Data Commons Portal. Canine mRNAseq data were deposited into the Gene Expression Omnibus database under accession number GSE238110 and are available at the following URL: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE238110.

# Supplementary material for: Transcriptional profiling of canine osteosarcoma identifies prognostic gene expression signatures with translational value for humans
**Source:** Commun Biol. 2023 Aug 17;6:856. doi: 10.1038/s42003-023-05208-z
**Supplement:** Supplementary file 2 — Supplementary Material

## Supplementary Materials

*Supplementary Table 1: Immunohistochemical markers used to identify specific cell types in canine samples*

| IHC    | Cell Type                                                   | References |
|--------|-------------------------------------------------------------|------------|
| CD20   | B cells                                                     | 1          |
| CD204  | Macrophages                                                 | 2,3        |
| CD3    | T Cells                                                     | 4          |
| CD45ra | Naïve T cells, granulocyte macrophage progenitors           | 5,6        |
| FOXP3  | Regulatory T cells                                          | 6,7        |
| Iba1   | Macrophages/Monocytes                                       | 8,9        |
| MUM1   | Subset of germinal B Cells, plasma cells, activated T Cells | 10,11      |

*Supplementary Table 2: IHC Protocols*

| Target | Tissue Type           | Vendor                             | Catalog Number | Dilution                       |
|--------|-----------------------|------------------------------------|----------------|--------------------------------|
| CD20   | Canine FFPE           | Biocare Medical                    | ACR3004B       | 1:1000                         |
| CD20   | Human FFPE            | ThermoFisher Scientific/Invitrogen | PA5-16701      | 1:300                          |
| CD204  | Canine and Human FFPE | Cosmo Bio                          | KAL-KT022      | 1:500 (both)                   |
| CD3    | Canine and Human FFPE | Agilent Technologies               | A0452          | 1:1000 (canine); 1:100 (human) |
| CD45ra | Canine FFPE           | Peter Moore, UCD                   | CA21.4B3       | 1:50                           |
| FOXP3  | Canine FFPE           | ThermoFisher Scientific/Invitrogen | 14-5773-82     | 1:50                           |
| Iba1   | Canine FFPE           | Wako Chemical                      | 019-19741      | 1:8000                         |
| MHCII  | Canine FFPE           | VMRD                               | H42A           | 1:500                          |
| MUM1   | Canine FFPE           | Biocare Medical                    | CRM352B        | 1:500                          |

- 1 Jubala, C. M. *et al.* CD20 expression in normal canine B cells and in canine non-Hodgkin lymphoma. *Vet Pathol* **42**, 468-476, doi:10.1354/vp.42-4-468 (2005).
- 2 Vázquez, S. *et al.* Immunohistochemical Characterization of Tumor-Associated Macrophages in Canine Lymphomas. *Animals (Basel)* **11**, doi:10.3390/ani11082301 (2021).
- 3 Seung, B. J. *et al.* CD204-Expressing Tumor-Associated Macrophages Are Associated With Malignant, High-Grade, and Hormone Receptor-Negative Canine Mammary Gland Tumors. *Vet Pathol* **55**, 417-424, doi:10.1177/0300985817750457 (2018).
- 4 Ferrer, L., Fondevila, D., Rabanal, R., Tarres, J. & Ramis, A. Immunohistochemical detection of CD3 antigen (pan T marker) in canine lymphomas. *J Vet Diagn Invest* **5**, 616-620, doi:10.1177/104063879300500420 (1993).
- 5 Cimato, T. R., Furlage, R. L., Conway, A. & Wallace, P. K. Simultaneous measurement of human hematopoietic stem and progenitor cells in blood using multicolor flow cytometry. *Cytometry B*

- Clin Cytom* **90**, 415-423, doi:10.1002/cyto.b.21354 (2016).
- 6 Boozer, L. B. *et al.* Characterization of immune cell infiltration into canine intracranial meningiomas. *Vet Pathol* **49**, 784-795, doi:10.1177/0300985811417249 (2012).
  - 7 Hori, S., Nomura, T. & Sakaguchi, S. Control of regulatory T cell development by the transcription factor Foxp3. *Science* **299**, 1057-1061, doi:10.1126/science.1079490 (2003).
  - 8 Pierezan, F., Mansell, J., Ambrus, A. & Rodrigues Hoffmann, A. Immunohistochemical expression of ionized calcium binding adapter molecule 1 in cutaneous histiocytic proliferative, neoplastic and inflammatory disorders of dogs and cats. *J Comp Pathol* **151**, 347-351, doi:10.1016/j.jcpa.2014.07.003 (2014).
  - 9 Köhler, C. Allograft inflammatory factor-1/Ionized calcium-binding adapter molecule 1 is specifically expressed by most subpopulations of macrophages and spermatids in testis. *Cell Tissue Res* **330**, 291-302, doi:10.1007/s00441-007-0474-7 (2007).
  - 10 Ramos-Vara, J. A., Miller, M. A. & Valli, V. E. Immunohistochemical detection of multiple myeloma 1/interferon regulatory factor 4 (MUM1/IRF-4) in canine plasmacytoma: comparison with CD79a and CD20. *Vet Pathol* **44**, 875-884, doi:10.1354/vp.44-6-875 (2007).
  - 11 Falini, B. *et al.* A monoclonal antibody (MUM1p) detects expression of the MUM1/IRF4 protein in a subset of germinal center B cells, plasma cells, and activated T cells. *Blood* **95**, 2084-2092, doi:<https://doi.org/10.1182/blood.V95.6.2084> (2000).

*Supplementary Table 3: ISA gene signatures.*

| Signature | Genes                                                                                                                                                                                                                                                                                               |
|-----------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| ISA 1     | A4GALT, ABCA8, ABI3BP, ACKR2, APOA1, ARNTL2, CFD, CFH, CHRDL1, CXCL14, GPRC5A, LSP1, MEDAG, MEOX1, MFAP4, MFAP5, MYH11, NRCAM, PI15, PI16, PRG4, RARRES2, SELP, SEMA3C, SEMA3G, SLC14A1, SLC46A2, THBS4, TMEM176A                                                                                   |
| ISA 2     | ACTA1, CKM, DES, KLHL41, MYBPC1, MYH1, MYH2, MYL1, MYL2, NEB, NRAP, PDK4, PDLIM3, PYGM, RYR1, TMOD4, TNNT1, TNNT3, TXLNB                                                                                                                                                                            |
| ISA 3     | CD2, CD3E, CD6, CLEC2D, CXCR6, GBP1, GBP5, GIMAP7, GIMAP8, GZMB, GZMK, IL2RB, IL2RG, SECTM1, TBC1D10C                                                                                                                                                                                               |
| ISA 4     | APCDD1L, AQP5, BARX1, BPIFB4, CACNG7, COL11A2, COL2A1, DIPK1C, DLX1, DPYSL5, DUOX1, FADS6, FAT3, FGFR3, GRIA2, GRM4, HORMAD1, HOXB13, HOXC13, IGF2BP1, IHH, IRX1, LHX2, LINGO1, NDNF, NUP62CL, PLPPR2, PPP1R1B, RAB27B, SCML2, SLC13A5, SLC36A2, SLC8A3, SLC9A2, SMPD3, SYT13, TBC1D16, UNC5C, ZIC5 |

*Supplementary Table 4: DOG<sup>2</sup> Patient Demographics*

|                              |                  |
|------------------------------|------------------|
| Number of Dogs               | 186              |
| Treatment arm                |                  |
| Standard of Care             | 93               |
| Standard of Care + Rapamycin | 93               |
| Median (range) Age (years)   | 8.0 (1.4 – 15.6) |
| Median (range) Weight (kg)   | 38.6 (25 - 94.5) |
| Sex                          |                  |
| Castrated Male               | 100 (54%)        |
| Spayed Female                | 76 (41%)         |
| Intact Male                  | 7 (4%)           |
| Intact Female                | 3 (1%)           |
| ALP Status                   |                  |
| Normal                       | 135 (73%)        |
| Elevated                     | 51 (27%)         |
| Tumor Location               |                  |
| Proximal humerus             | 39 (21%)         |
| Non-proximal humerus         | 147 (79%)        |
| Distal Radius                | 62               |
| Distal Tibia                 | 30               |
| Distal Femur                 | 24               |
| Proximal Tibia               | 13               |
| Ulna                         | 9                |
| Other                        | 9                |

*Supplementary Table 5: Summary of DOG<sup>2</sup> clinical outcomes. \*\*Indicates evaluation confirmation by clinical, imaging, and necroscopy evidence*

|                                               |           |
|-----------------------------------------------|-----------|
| Median DFI (days)                             | 154       |
| Median Survival (days)                        | 231       |
|                                               |           |
| Reason off-study                              |           |
| Disease Progression on Study                  | 83 (44%)  |
| Disease Progression during Follow-up Period   | 56 (30%)  |
| Complicating Disease / Intercurrent Illness   | 16 (9%)   |
| Follow-up period completed                    | 11 (6%)   |
| Refused further treatment                     | 9 (5%)    |
| Refused further follow up                     | 3 (2%)    |
| Death on Study                                | 3 (2%)    |
| Death during Follow-Up Period                 | 2 (1%)    |
| Adverse Events / Side Effects                 | 3 (2%)    |
|                                               |           |
| Dogs dead during the study period             | 167       |
| Dead with evidence of metastatic disease**    | 139 (83%) |
| Dead without evidence of metastatic disease   | 28 (17%)  |
|                                               |           |
| Dogs alive at the end of the follow-up period | 10        |
| Alive with evidence of metastatic disease     | 0         |
| Alive without evidence of metastatic disease  | 10 (100%) |
|                                               |           |
| Dogs lost to follow-up                        | 9         |

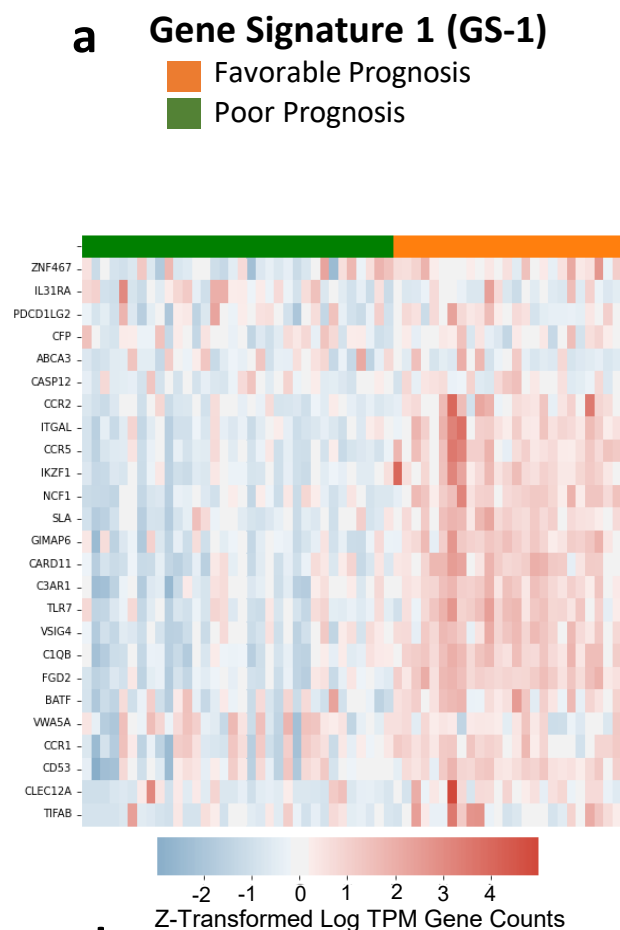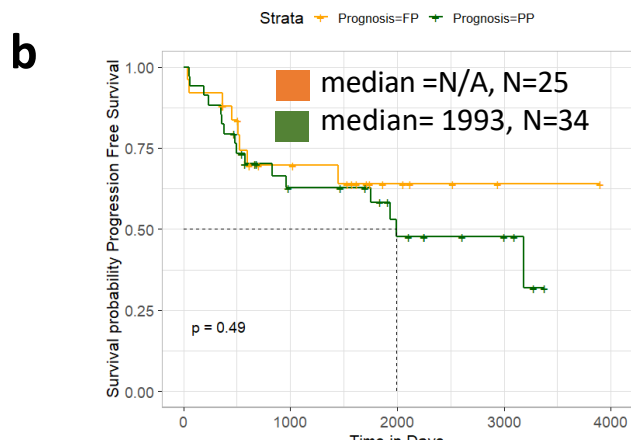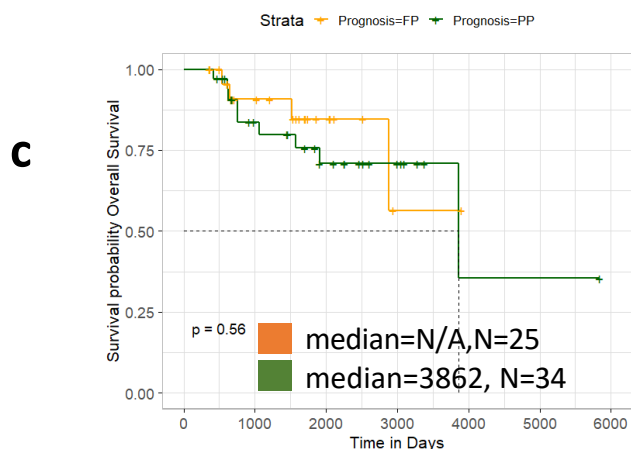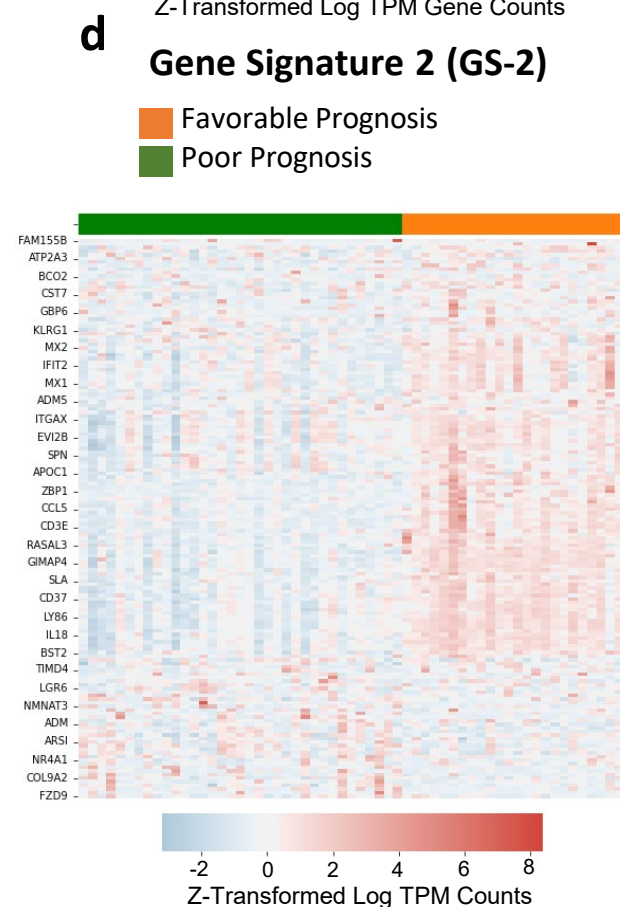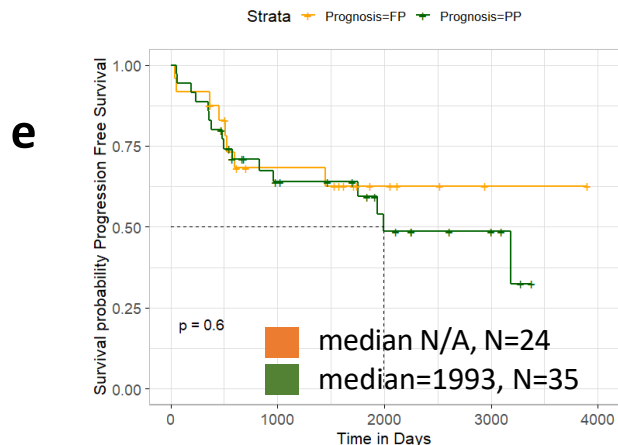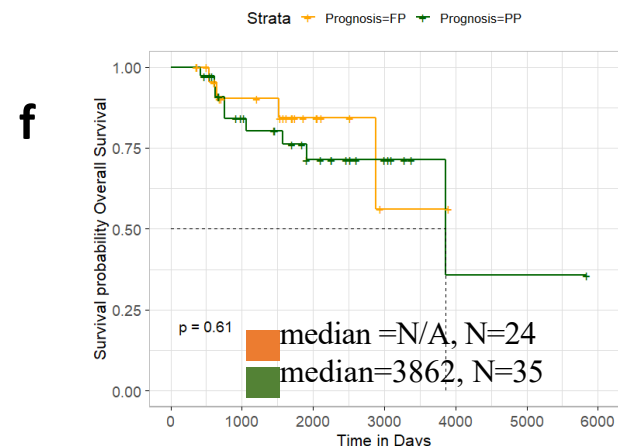

**Supplementary Figure 1. Canine Osteosarcoma signature fail to be prognostic in non-metastatic TARGET patients.** Despite forming good clusters under GS-1 **a** the Kaplan-Meier curves between clusters is not significant for **b** progression free survival (PFS) or **c** Overall Survival (OSv). Likewise, despite good clustering under GS-2 **d**, Kaplan Meier curves fail to be significantly different for **e** PFS or OSv **f**. Median DFI and Osv are given in days from diagnosis

## Gene Signature 1 (GS-1)

**a**

Orange Favorable Prognosis  
Green Poor Prognosis

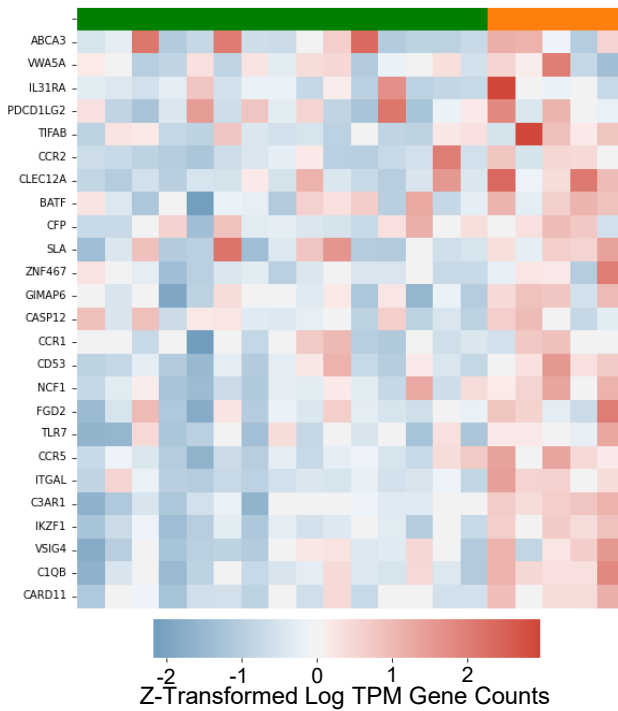

## Gene Signature 2 (GS-2)

Orange Favorable Prognosis  
Green Poor Prognosis

**d**

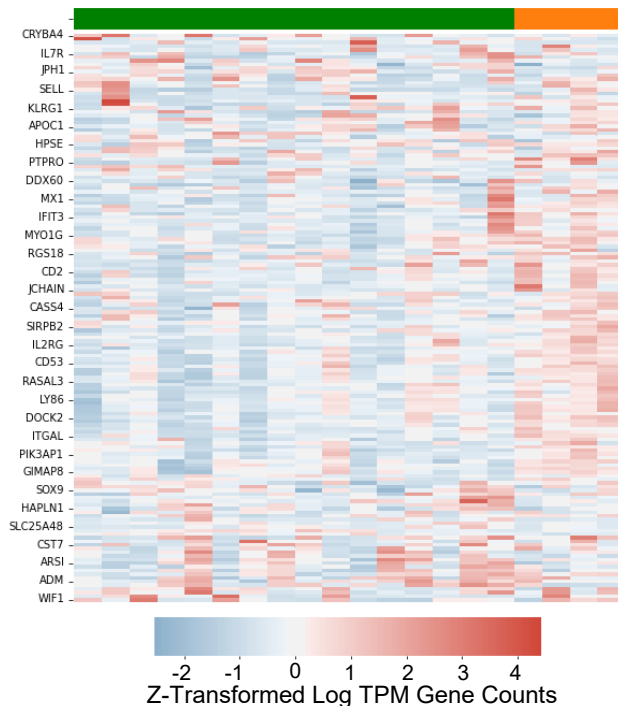

**b**

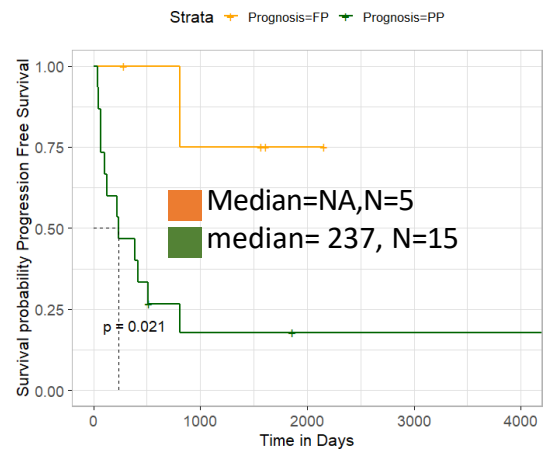

**c**

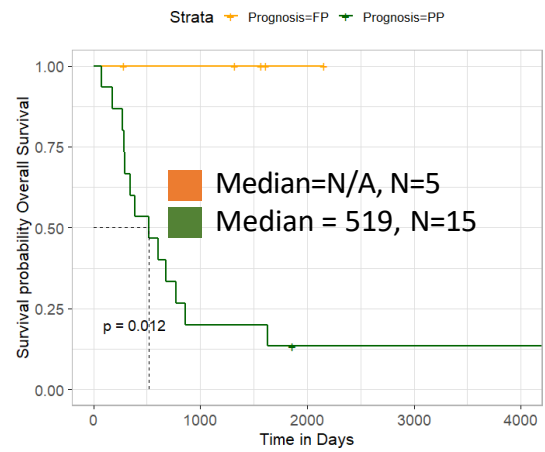

**e**

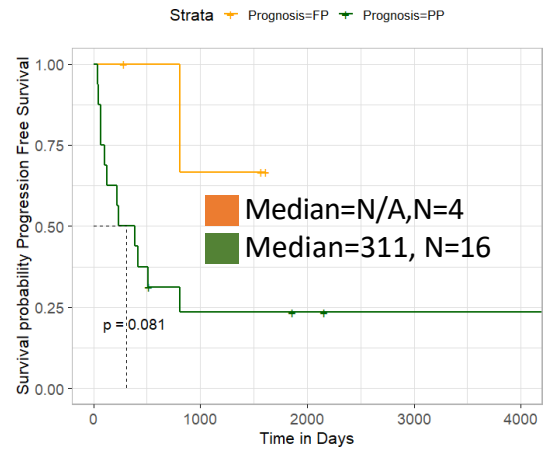

**f**

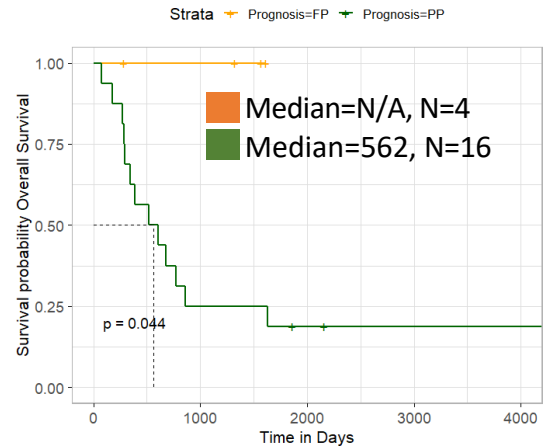

**Supplementary Figure 2. Canine osteosarcoma-derived gene signatures are predictive in TARGET metastatic patients.** A small number of samples cluster under GS-1 **a** and show significantly different Kaplan-Meier curves for progression free survival (PFS) **b** and overall survival (OSv) **c**. For GS-2 the clustering is not as apparent **d** and the Kaplan-Meier Curves are not significant for PFS **e** but are for OSv **f**. Median PFS and OSv are given in days from diagnosis.

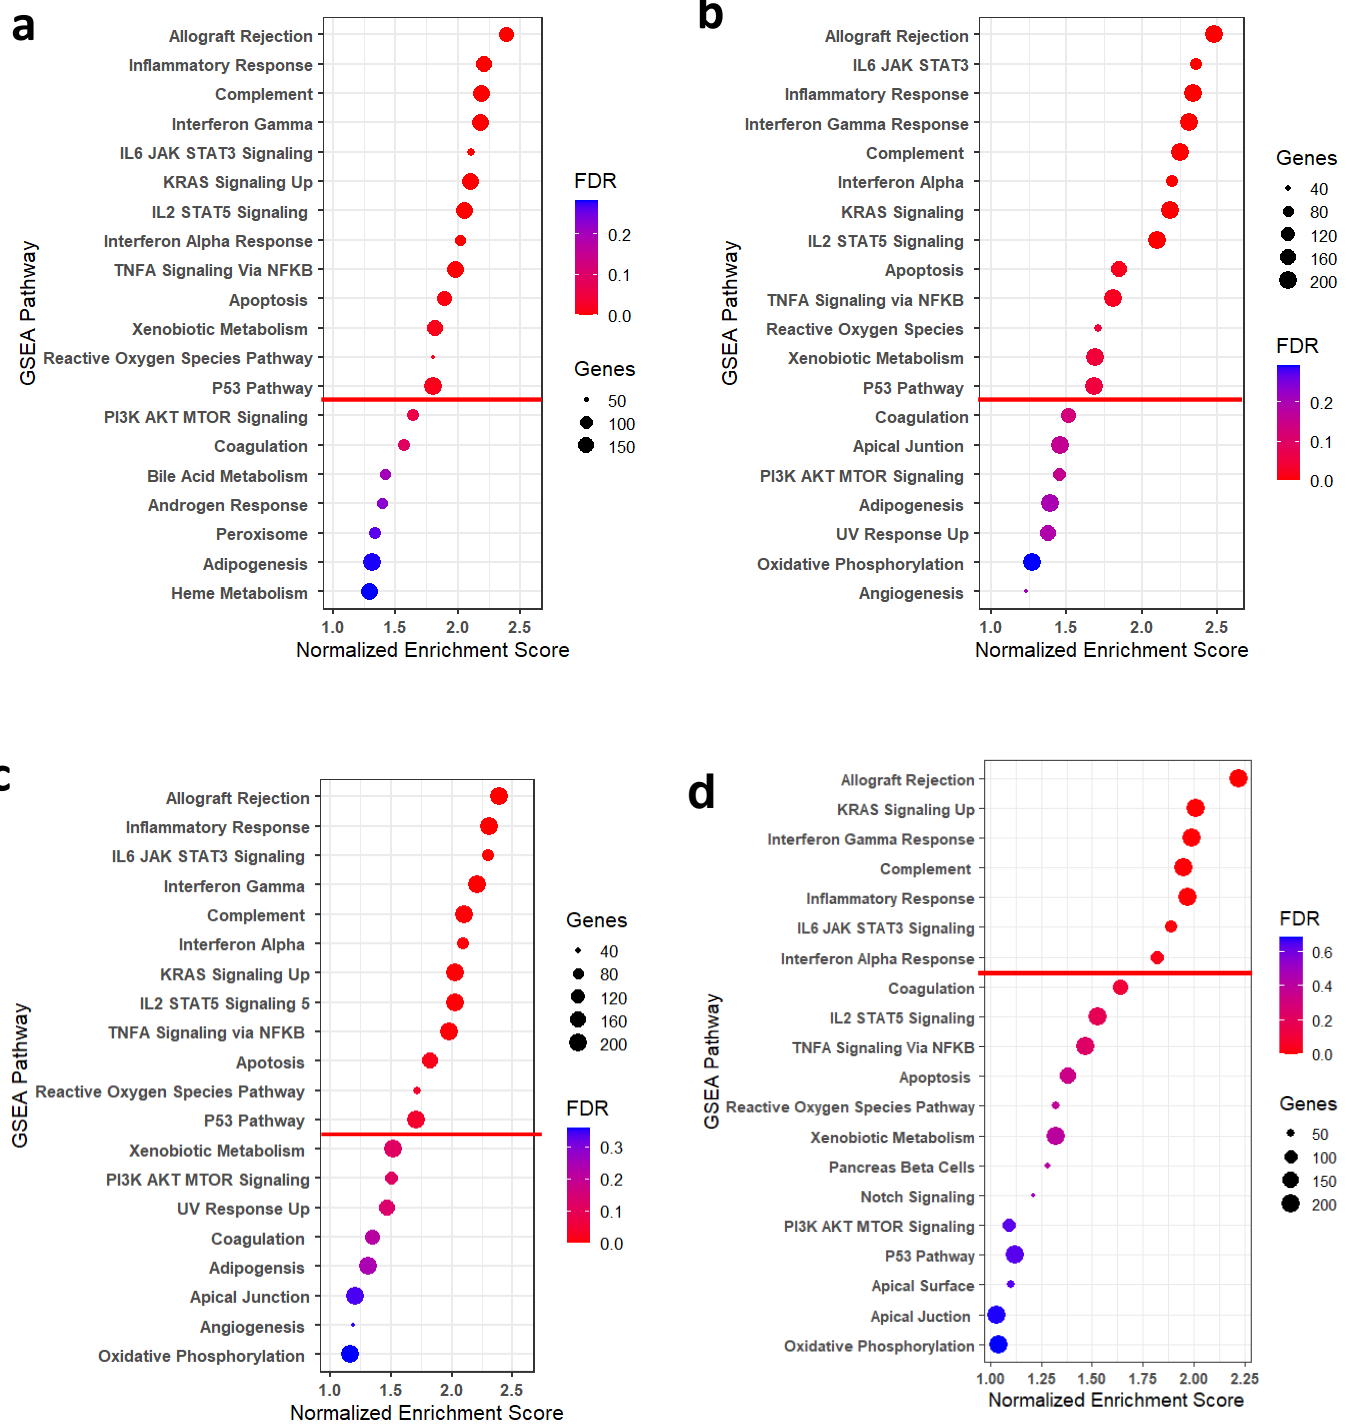

**Supplementary Figure 3. Transcriptionally-defined clusters are enriched for specific cellular processes.** Normalized Enrichments Scores for gene set enrichment analysis (GSEA) of the top 20 pathways over-represented in the favorable response group when compared to the poor response group when clustered by GS-2 in **a. DOG<sup>2</sup>** **b. TARGET**, **c. TARGET Non-metastatic patients**, **d. TARGET Metastatic patients**. T Dot size is representative of the number of genes in the pathway and color is indicative of FDR-q value calculated by software, the red line indicates the significance cutoff.

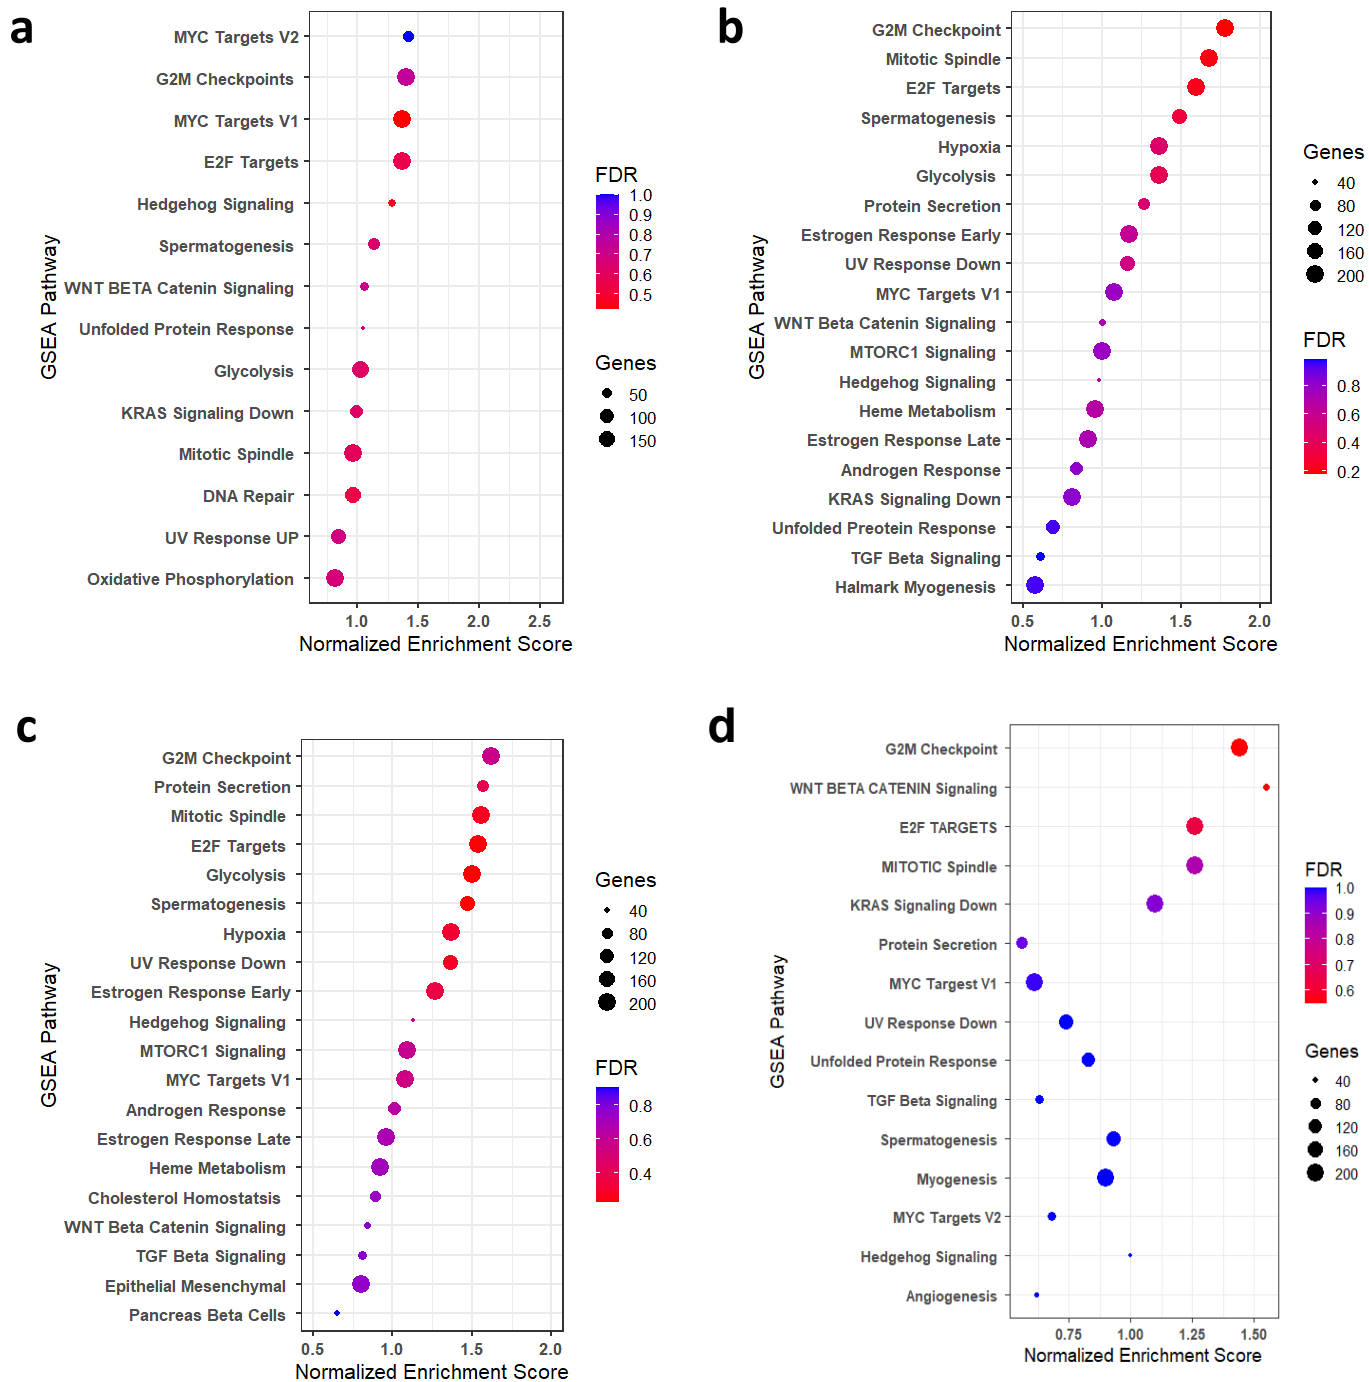

**Supplementary Figure 4. No pathways are significantly enriched in the poor prognosis group in GS-1.**

Listed are pathways GSEA determined to be slightly enriched in the poor prognostic group, but none meet significance criteria. **a.** DOG<sup>2</sup>, **b.** TARGET, **c.** TARGET Non-metastatic, **d.** TARGET Metastatic

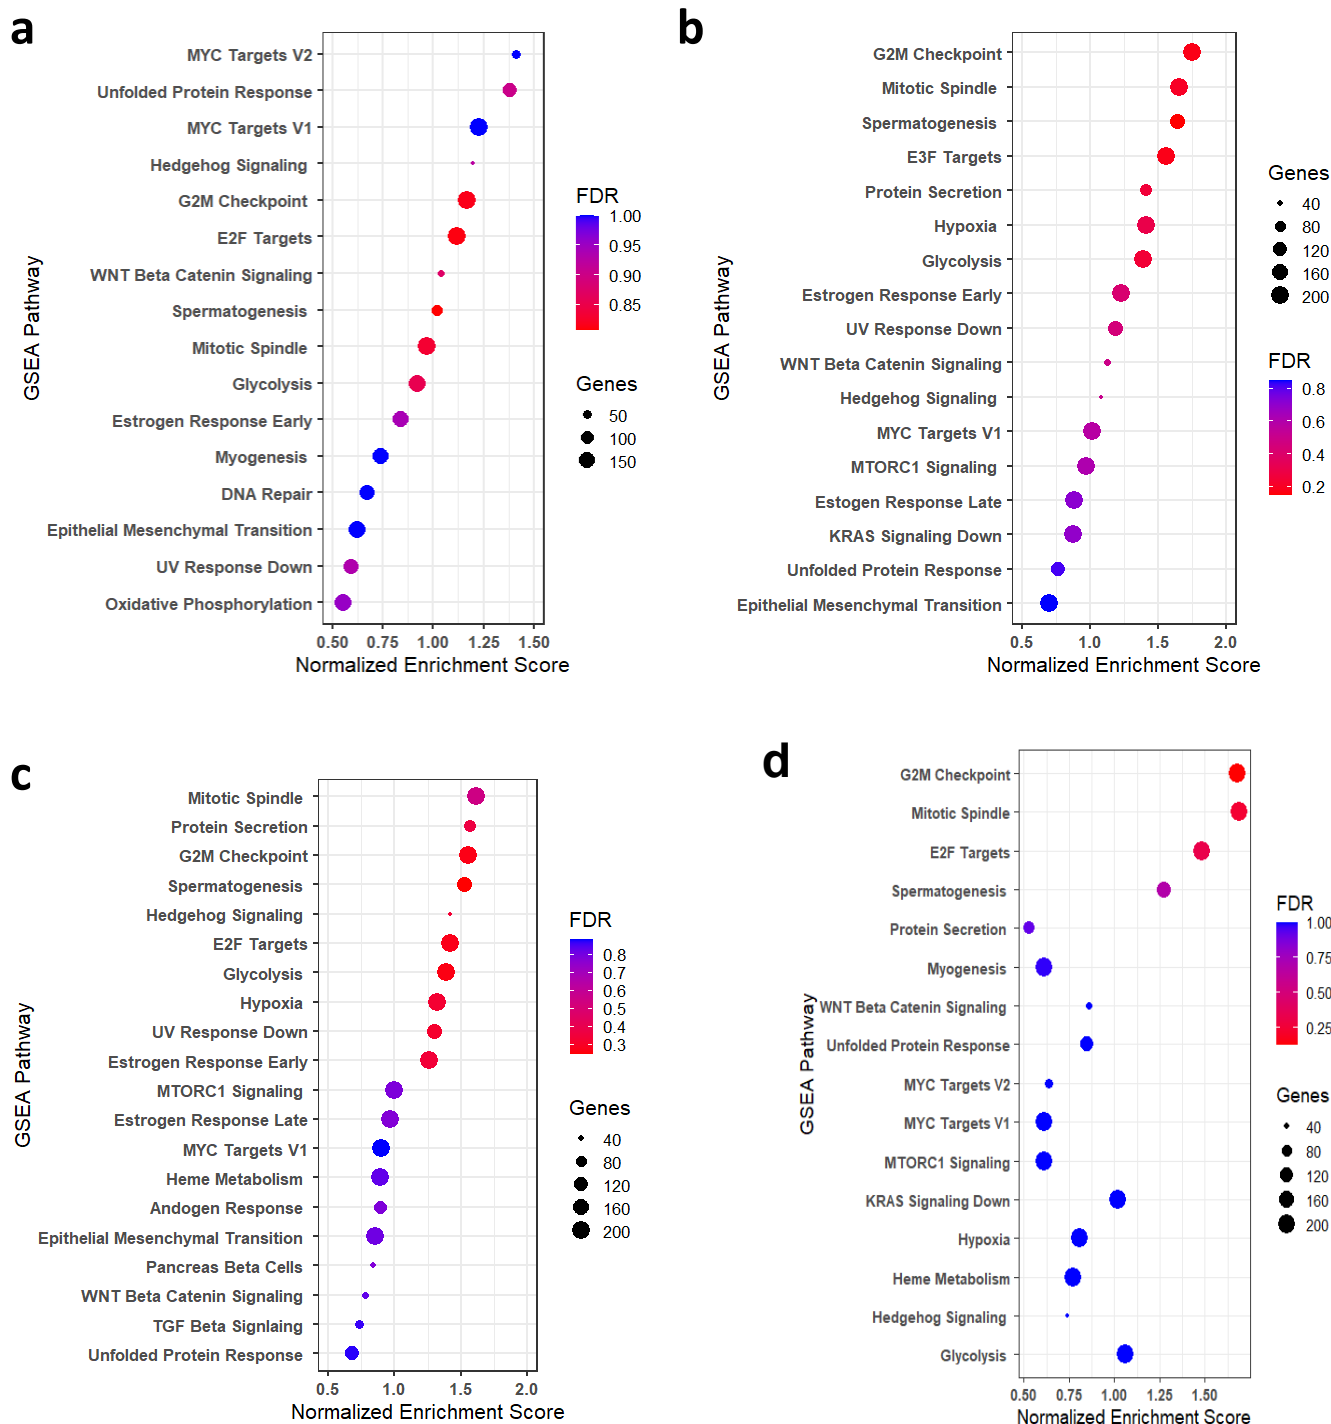

**Supplementary Figure 5. No pathways are significantly enriched in the poor prognosis group in GS-2.**

Listed are pathways GSEA determined to be slightly enriched in the poor prognostic group, but none meet significance criteria. **a.** DOG<sup>2</sup>, **b.** TARGET **c.** TARGET Non-metastatic patients. **d.** TARGET Metastatic patients.

**a**

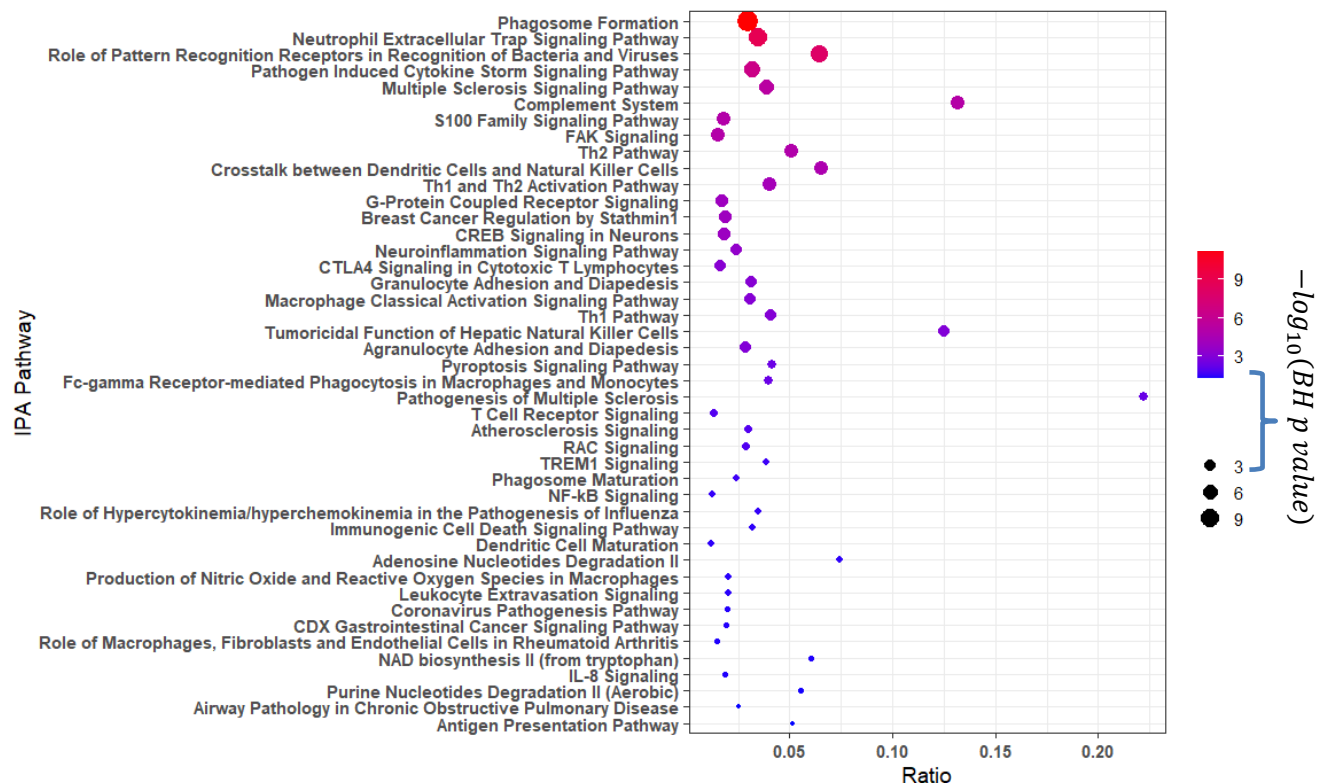

**b**

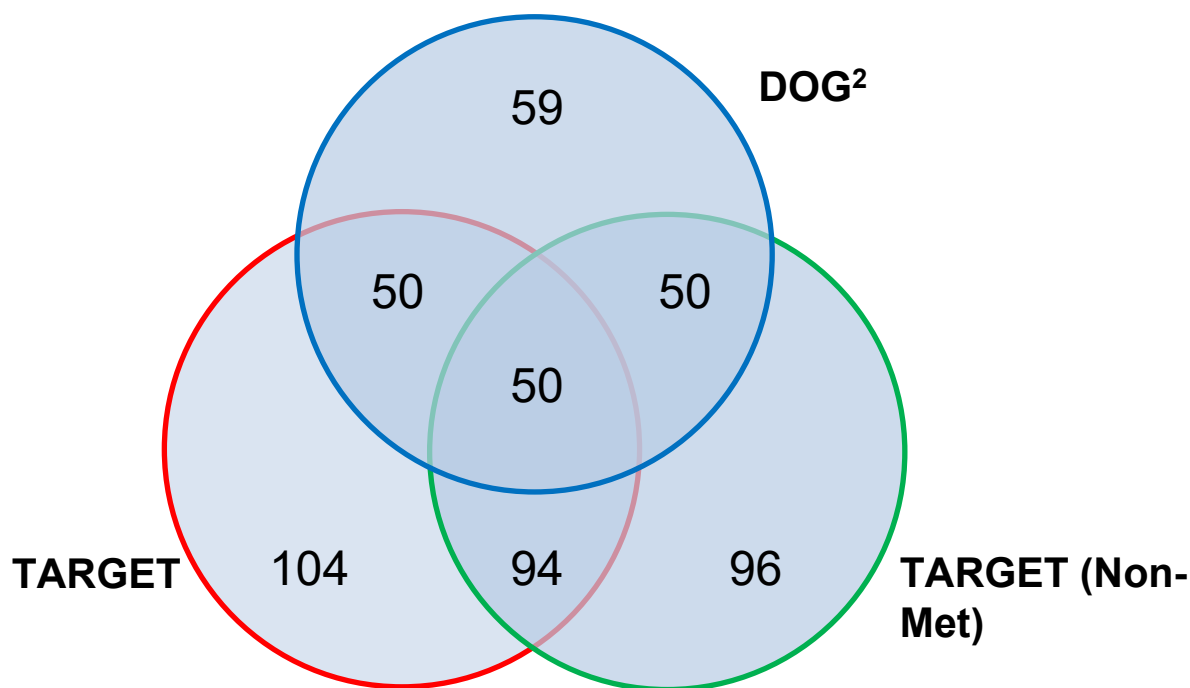

**Supplementary Figure 6. Differential Expression Analysis Points to Overlapping Pathways in Canine and Human Osteosarcoma.** **a.** Significant cellular pathways, having a BH corrected p-value less than 0.05, ( $-\log_{10}(BH \text{ p value}) > 1.3$ ), that resulted from IPA analysis on differentially expressed genes that were common to DOG<sup>2</sup>, TARGET, and TARGET Non-Metastatic datasets. **b.** The number of significant IPA pathways, as described above, when analysis is conducted on DEGs from each dataset individually.

**a**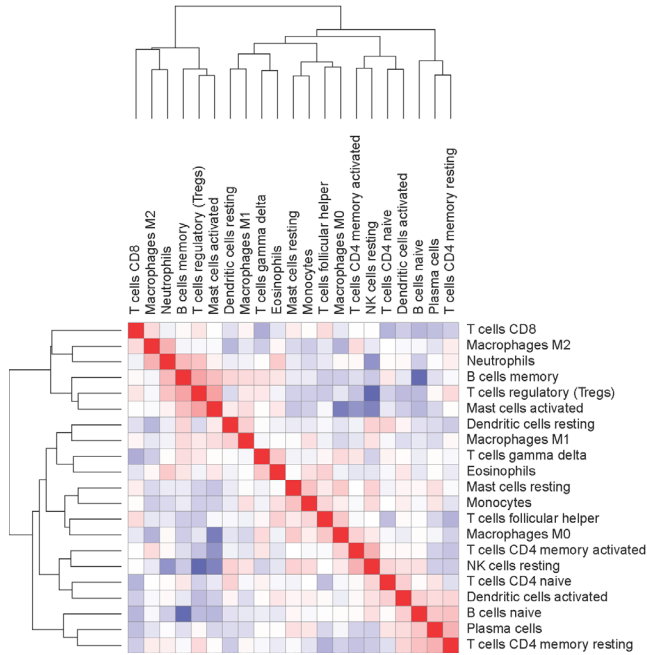**b**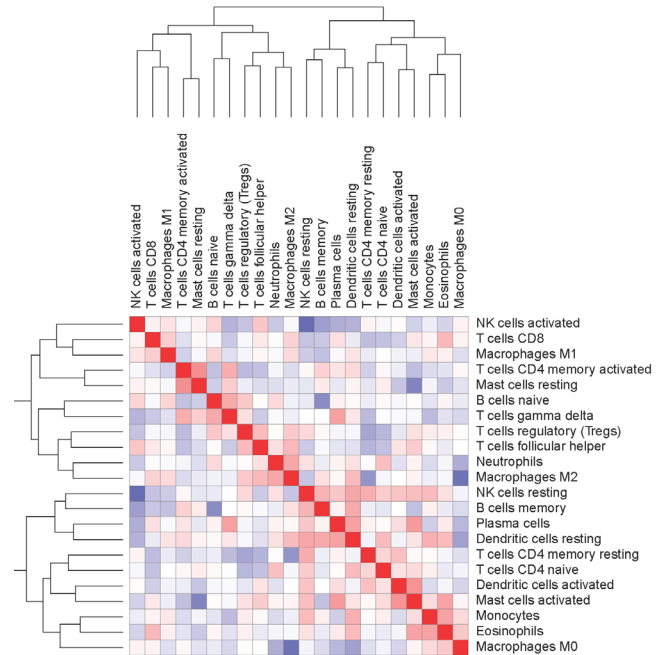

**Supplementary Figure 7.** Spearman Correlation between CIBERSORTx scores for the PP group for **a.** DOG<sup>2</sup> and **b.** TARGET

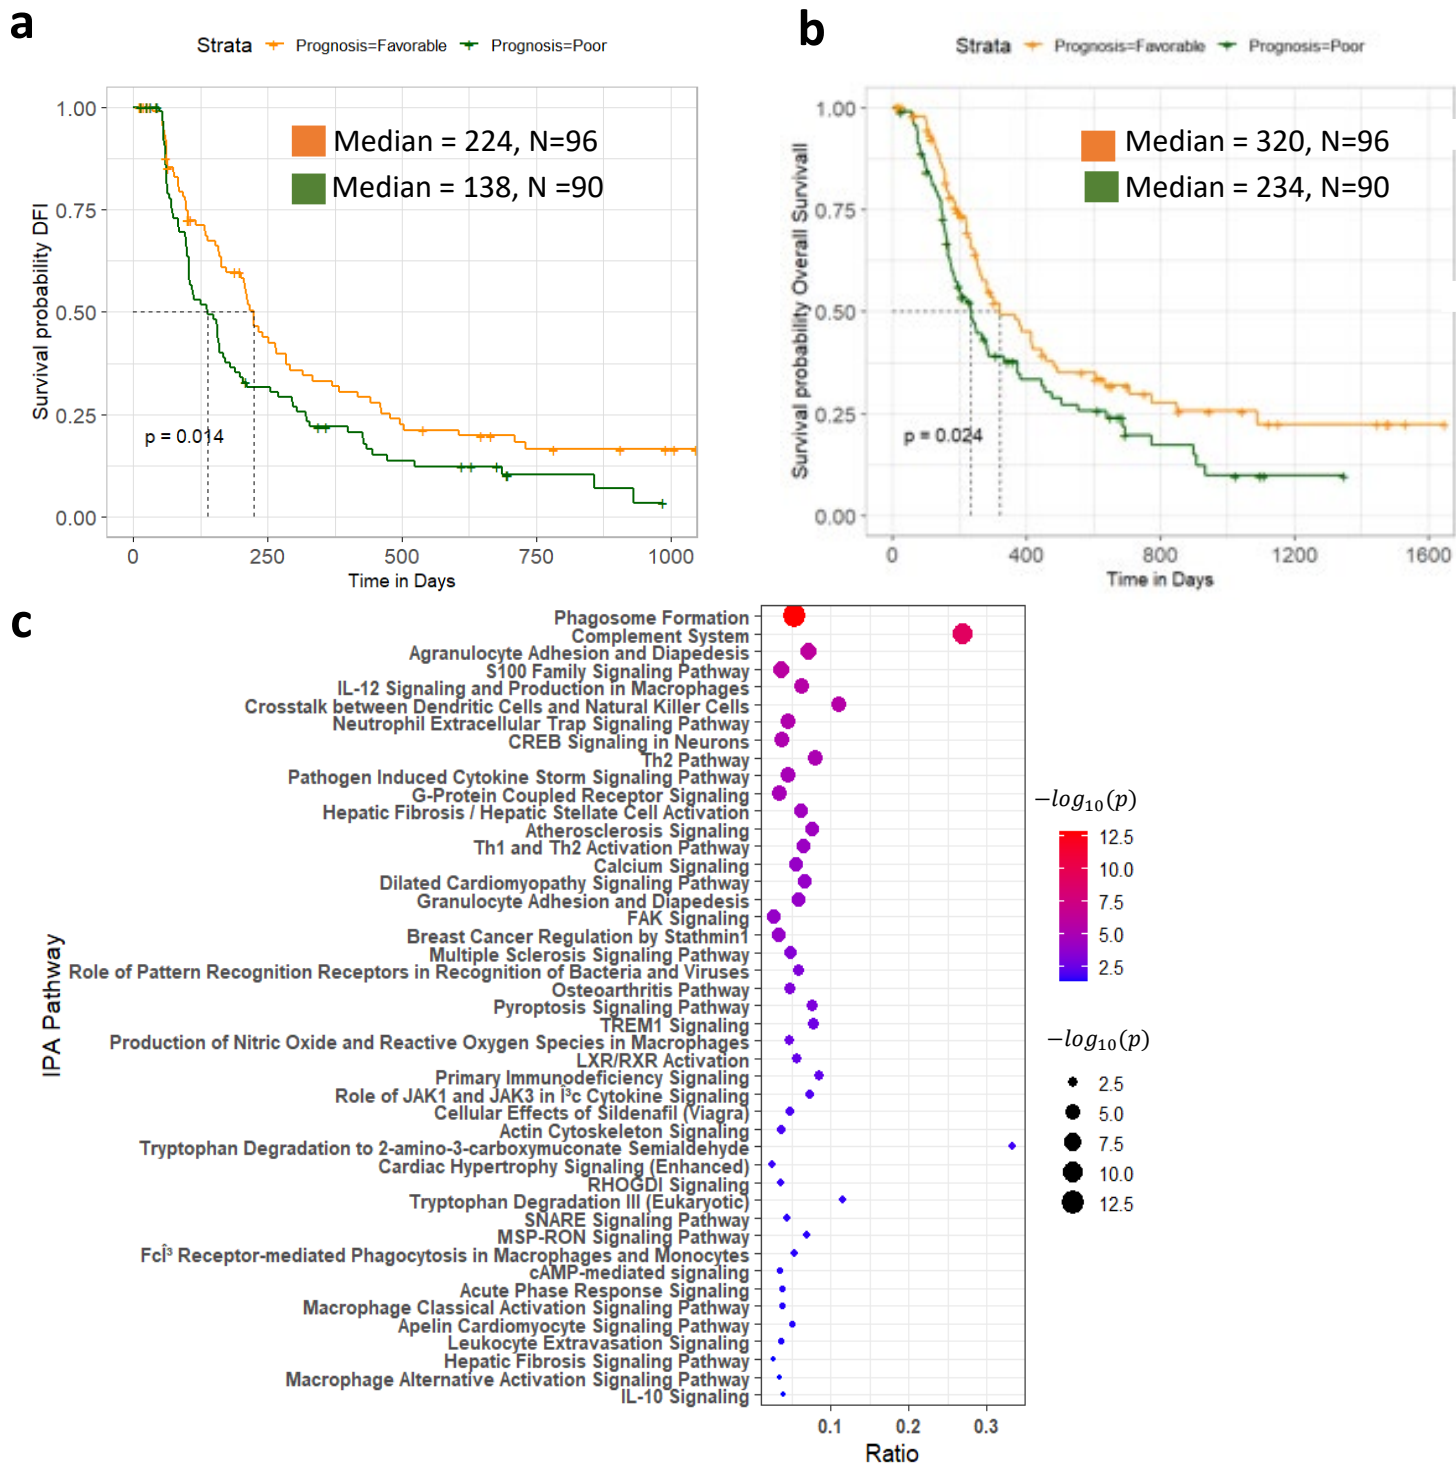

**Supplementary Figure 8.** Kaplan-Meier curves for DOG<sup>2</sup> patients formed by K-means clustering on ssGSEA scores for mSigDB hallmark pathways for **a.** Disease Free Interval and **b.** Overall Survival. Significant IPA pathways **c.** associated with DEGs associated with ssGSEA clusters p values are Bonferroni Corrected, Median values for DFI and OSv are given in days from diagnosis.

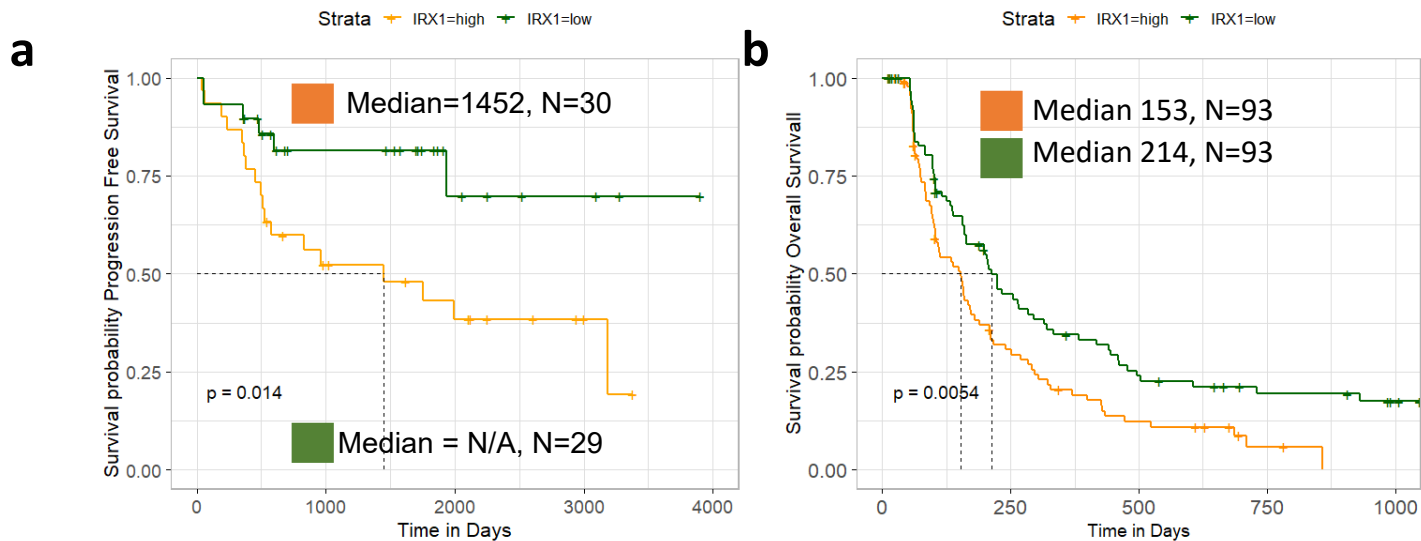

**Supplementary Figure 9.** Kaplan-Meier curves corresponding to high and low expression of IRX1 and impact on **a** progression-free survival in Non-Metastatic TARGET patients and **b** disease free interval for DOG<sup>2</sup> patients.

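IRX1 is a gene of ISA gene signature 4. A dog whose expression lies near the median can change groups with the normalization. Split by TMM-normalized log2 CPM in place of quantile-normalized values, the hazard ratio of high against low IRX1 was 1.80 (p = 0.000494), and with the trials as strata it was 1.75 (p = 0.000932).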

## Positive Control

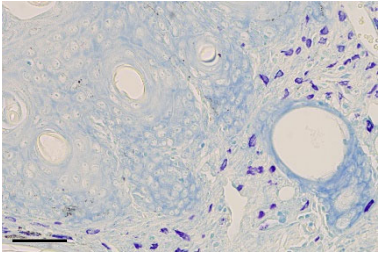

## Canine Osteosarcomas

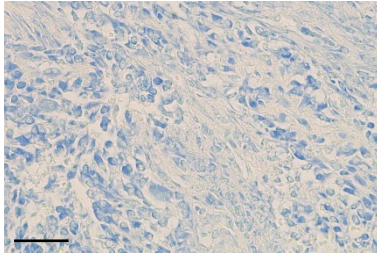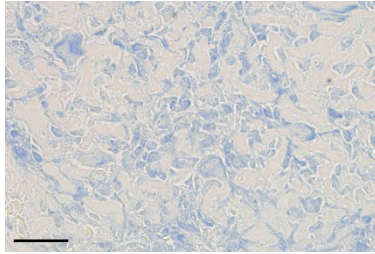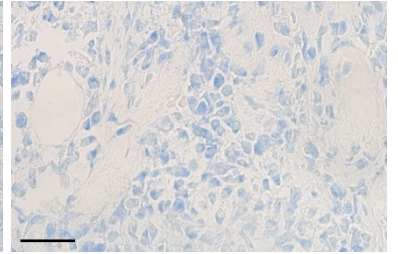

**Supplementary Figure 10:** Representative images of toluidine blue staining in three canine osteosarcomas. Cytoplasmic granules within mast cells are stained purple in the control tissue (murine skin). Scale bar = 50  $\mu\text{m}$

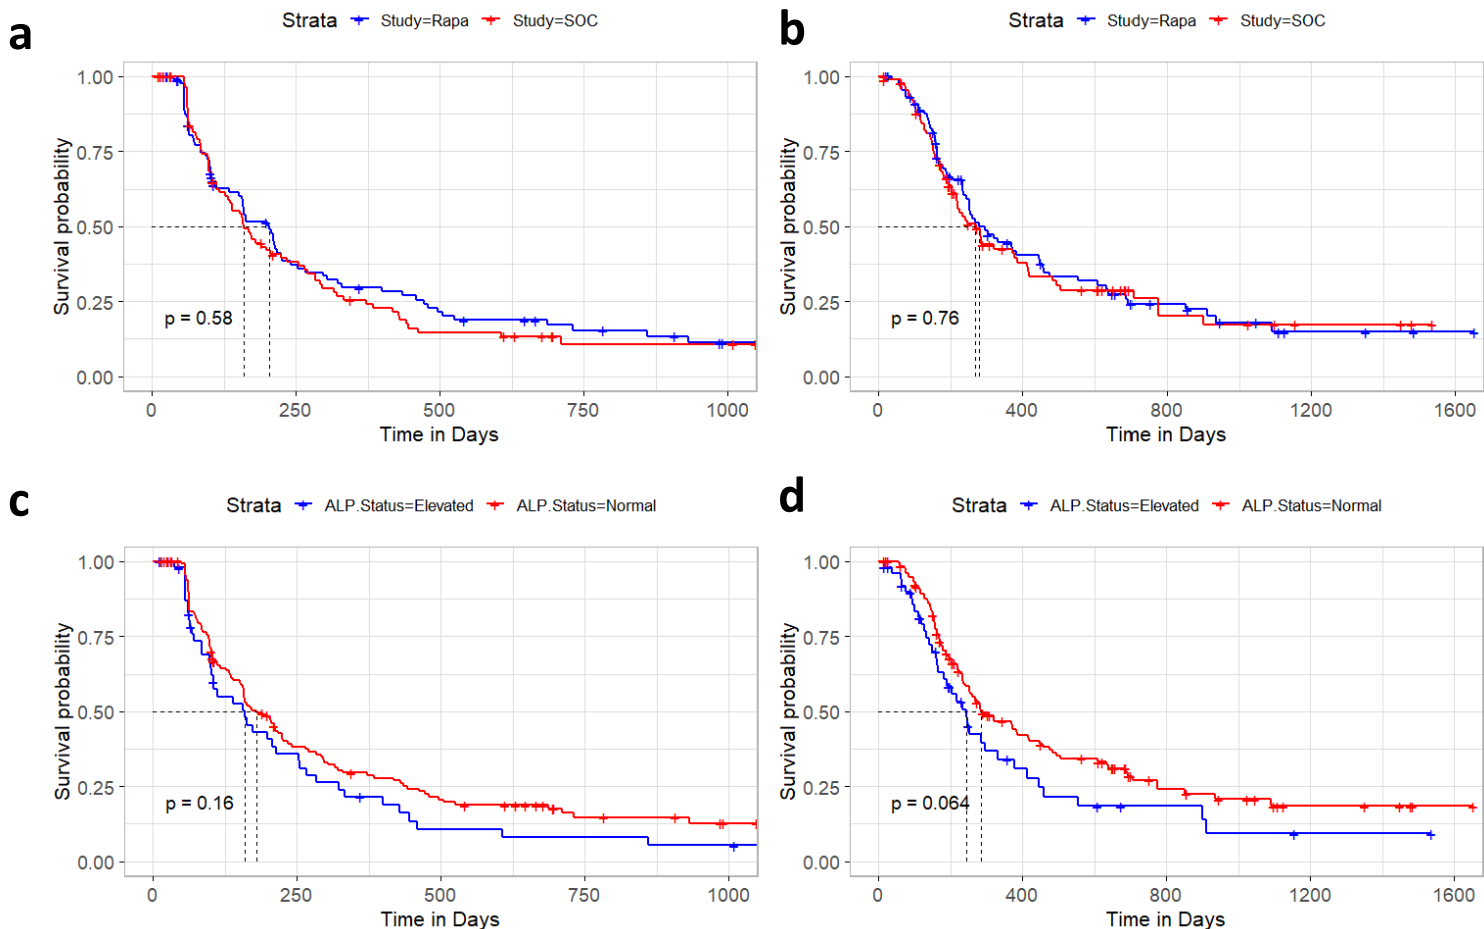

**Supplementary Figure 11.** Kaplan-Meier Analysis for  $n = 186$  dogs with appendicular osteosarcoma treated with either Standard of Care (SOC, red line) or SOC + adjuvant rapamycin therapy (Rapa, blue line) **a.** Disease-Free Interval (DFI) comparison between SOC (Median DFI of 160 days) vs. SOC+ rapamycin (Median DFI 160 days). **b.** Overall survival comparison (Median SOC survival: 269 days vs. SOC + Rapa 280 days). **c.** DFI comparison between dogs with elevated (blue line) vs. normal ALP levels (red line); median DFI (elevated: 160 days, Normal: 180 days). **d.** Overall survival comparison based on ALP status (median survival elevated ALP: 245 days vs. Normal ALP: 284 days)

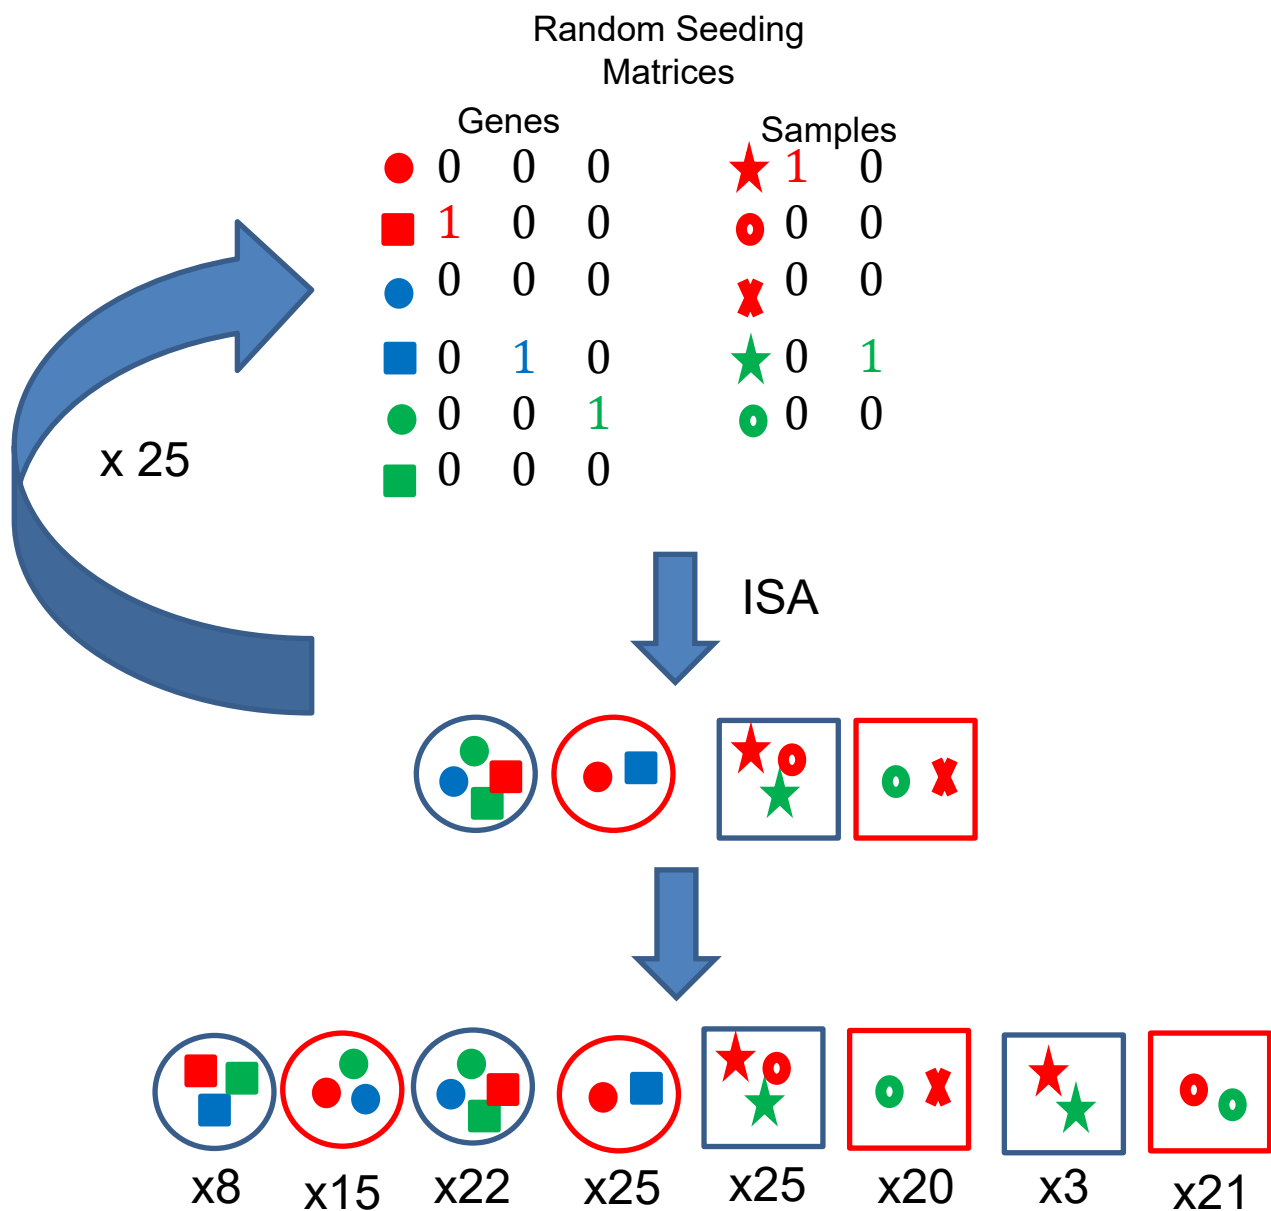

**Supplementary Figure 12:** Schematic of how random seeding mechanism and robust signature generation was performed. Genes and samples were initially clustered using hierarchical clustering represented by the color above (shapes represent individual genes/samples). Random seeding matrices are constructed by choosing a number of random genes/samples from each initial cluster to initialize ISA. ISA is performed bi-clusters are formed for genes and samples. This process is repeated 25 times forming a distribution of bi-clusters. Only bi-clusters that occur at least in 75% of the trials are kept for further application to gene sets.

## Supplementary Note 1

### Custom Written Code for Processing and Analyzing Data

\*Note All Scripts are written in Python or R and are freely available

**TMM\_Normalization.R:** Purpose to filter out low count genes in DOG<sup>2</sup> data

```
setwd("cwd")

#This script takes in raw RNA SEQ reads Performs TMM Normalization
#and remove low count reads. Then corrects for batch effects. This
data was

#ultimately used to filter out low count reads in TPM normalized data
that was

#used in several analysis

library(sva)

library(edgeR)

Xdata<-
read.csv(file='Raw_RNA_SEQ_For_Normalization.csv',header=TRUE,row.names=
1)

mdata<-
read.csv(file='Batch_IDs_For_Normalization.csv',header=TRUE,row.names=
1)

batch_labels<-as.factor(mdata$Batch.ID) # Batch labels correspond to
the two

# trials that DOG2 came from

Xcount<-DGEList(Xdata)

keep<-filterByExpr(Xcount,min.count=10,min.prop=0.5,large.n=5) # Filter
out low

# expression

Xv<-Xcount[keep,,keep.lib.sizes=FALSE]

calcNormFactors(Xv, method='TMM') # TMM Normalization

Xcpm<-cpm(Xv,normalized.lib.sizes=TRUE,log = TRUE)

Xcombat<-ComBat(Xcpm,batch=batch_labels) # Batch Correction

write.csv(Xcombat,file="Canine_TMM_Combat_Log_CPM.csv")
```

**km\_clust.py:** K Means Clustering by gene signatures and alignment with Prognostic Data Used. Format the same for canine and human. Same format was used for k-means of clustering ssGSEA

```
import numpy as np
import pandas as pd
from sklearn.preprocessing import StandardScaler
from sklearn.cluster import KMeans
from sklearn.metrics import pairwise_distances
from sklearn import metrics
import matplotlib.pyplot as plt
import sys
import pdb
import os

wd=os.getcwd()

f1=RNA_SEQ_FILE.csv
#Note this is TPM not TMM Data
f2='Clinical_data.csv'

# Align and RNA and Survival Data
DF1=pd.read_csv(f1,delimiter=',',index_col=0)
DF2=pd.read_csv(f2,delimiter=',',index_col=0)

genes1=np.array(DF1.columns)
pids1=np.array(DF1.index)
Xd=np.array(DF1.iloc[:,:])

pids2=np.array(DF2.index)
DFI=np.array(DF2['DFI '])
censor=np.array(DF2['DFI.Censor'])
```

```

idx1=np.arange(pids1.size)[np.in1d(pids1,pids2)]
npids1=pids1[idx1]
Xd=Xd[idx1,:]

idx1=np.argsort(npids1)
npids1=npids1[idx1]
Xd=Xd[idx1,:]

idx2=np.arange(pids2.size)[np.in1d(pids2,npids1)]
npids2=pids2[idx2]
DFI=DFI[idx2]
censor=censor[idx2]

idx2=np.argsort(npids2)
npids2=npids2[idx2]
DFI=DFI[idx2]
censor=censor[idx2]

if np.array_equal(npids1,npids2)==False:
    print("Samples Not Aligned!")
    sys.exit()

# Standardize Data
Xd=np.log2(Xd+2)
ss=StandardScaler()
Xd=ss.fit_transform(Xd)

symbols=[]
for i in range(genes1.size):
    s1=genes1[i]
    symbols.append(s1[:-2])

```

```

symbols=np.array(symbols)

# Select out gene signature genes
f3='Gardner_GS_1_genes.csv'
DF3=pd.read_csv(f3,delimiter=',',index_col=0)
pgenes=np.array(DF3.iloc[:,0])

indx3=np.arange(symbols.size)[np.in1d(symbols,pgenes)]
ngenes=symbols[indx3]
Xn=Xd[:,indx3]

ridx=np.random.choice(np.arange(Xn.shape[0]),Xn.shape[0],replace=False)
)
Xn=Xn[ridx,:]
DFI=DFI[ridx]
npids1=npids1[ridx]
censor=censor[ridx]

#Kmeans Cluster
kmv=[2,3,4,5,6]
sil_score=[]
cl_dist=[]
for k in kmv:
    kmeans=KMeans(n_clusters=k)
    kmeans.fit(Xn)
    clust=kmeans.labels_

sil_score.append(metrics.silhouette_score(Xn,clust,metric='euclidean')
)

sil_score=np.array(sil_score)
idxk=np.argmax(sil_score)[0]

```

```
km=KMeans(n_clusters=kmv[idxk])
km.fit(Xn)
labels=km.labels_

dout=np.transpose(np.vstack((DFI,censor,labels)))
dfout=pd.DataFrame(dout,index=npids1,columns=['DFI','DFI.Censor','Cluster'])
dfout.to_csv('Gene_Signature_k_means_clustered_data_out.csv')
```

**get\_cmap.py:** Script for creating plots in figures 2,3,7,8,9

```
import numpy as np
import pandas as pd
from sklearn.preprocessing import StandardScaler
import matplotlib.pyplot as plt
import seaborn as sns
import sys

#This script was used to create heatmaps in figure 2,3,7,8,9
f1='RNA_SEQ_Expression_Data.csv'
f2='Clinical_data.csv'

#Load, Allign, and standardize Data
DF1=pd.read_csv(f1,delimiter=',',index_col=0)
DF2=pd.read_csv(f2,delimiter=',',index_col=0)

pids1=np.array(DF1.index)
genes=np.array(DF1.columns)
Xd=np.array(DF1.iloc[:,:])

Xd=np.log2(Xd+1)

ss=StandardScaler()
Xd=ss.fit_transform(Xd)

pids2=np.array(DF2.index)
cid=np.array(DF2['Cluster'])

indx1=np.arange(pids1.size)[np.in1d(pids1,pids2)]
npids1=pids1[indx1]
```

```

Xd=Xd[indx1,:]

indx1=np.argsort(npids1)
npids1=npids1[indx1]
Xd=Xd[indx1,:]

indx2=np.arange(pids2.size)[np.in1d(pids2,npids1)]
npids2=pids2[indx2]
ncid=cid[indx2]

indx2=np.argsort(npids2)
npids2=npids2[indx2]
ncid=ncid[indx2]

if np.array_equal(npids1,npids2)==False:
    print("Labels not Aligned")
    sys.exit()

f3='Gardner_Immuno_Genes_Jan_4_2022.csv'
DF3=pd.read_csv(f3,delimiter=',',index_col=0)
pgenes=np.array(DF3.iloc[:,:])

indx3=np.arange(genes.size)[np.in1d(genes,pgenes)]
ngenes=genes[indx3]
Xn=Xd[:,indx3]

#Cluster genes for better heatmaps
dfplot=pd.DataFrame(Xn,index=npids1,columns=ngenes)

```

```

g=sns.clustermap(dfplot,center=0,cmap=sns.diverging_palette(240, 15,
as_cmap=True),yticklabels=False,cbar_pos=(1,0.2,0.05,0.5))

idxc=g.dendrogram_col.reordered_ind
Xn=Xn[:,idxc]
Ngenes=ngenes[idxc]

idxA=np.where(ncid==1)[0]
idxB=np.where(ncid==0)[0]

XnA=Xn[idxA,:]
XnB=Xn[idxB,:]
npidsA=npids1[idxA]
npidsB=npids1[idxB]

XN=np.vstack((XnA,XnB))
Npids=np.append(npidsA,npidsB)
labels=np.zeros((Npids.size,),dtype=int)
labels[:npidsA.size]=1

# Make final heatmap
dfplot2=pd.DataFrame(XN,index=Npids,columns=Ngenes)
labels1=pd.Series(labels,index=Npids)
lut1={1:'tab:orange',0:'g'}
row_colors=labels1.map(lut1)

g5=sns.clustermap(dfplot2,center=0,method='average',row_colors=row_col
ors,col_cluster=False,row_cluster=False,cmap=sns.diverging_palette(240
, 15, as_cmap=True),yticklabels=False,cbar_pos=(1,0.2,0.05,0.5))

```

**survival\_plot.R:** Creates Kaplan-Meier Plots and Statistics for all plots.

```
setwd("cwd")
#The Script Calculates and Plots Kaplan Meier Plots in all figures
library("survival")
library("survminer")
Xdata=read.csv(file='Cluster_Survival_Data.csv',sep=',',row.names=1)
fit<-survfit(Surv(PFS,PFS.Censor) ~ Cluster, data=Xdata)
ggsurvplot(fit,pval=TRUE,conf.int=FALSE,surv.median.line = "hv",
            ggtheme = theme_light(16),palette=c("orange","dark green"),
            xlab="Time in Days",ylab='Survival probability Progresion
Free
            Survival',font.x=c(16),font.y=c(16),font.tickslab=c(14))
#calculate median of survival curves
sm=surv_median(fit)
```

**GSEA\_Format.py:** Formats data necessary for GSEA analysis in Figure 3.

```
import numpy as np
import pandas as pd
from sklearn.preprocessing import StandardScaler
from sklearn.cluster import KMeans
from sklearn.metrics import pairwise_distances
from sklearn import metrics
import sys
import pdb

#This Formats Cluster labeled data and expression data for GSEA
analysis
#presented in figure 4

f1='Expression_Matrix.csv'
DF1=pd.read_csv(f1,delimiter=',',index_col=0)
pids1=np.array(DF1.index)
genes1=np.array(DF1.columns)
Xd=np.array(DF1.iloc[:,:])

ngenes=genes1

f2='Cluster_Labels_as_Data.csv'
DF2=pd.read_csv(f2,delimiter=',',index_col=0)
pids2=np.array(DF2.index)
clid=np.array(DF2['Cluster'])

indx1=np.arange(pids1.size)[np.in1d(pids1,pids2)]
npids1=pids1[indx1]
```

```

Xd=Xd[indx1,:]

indx1=np.argsort(npids1)
npids1=npids1[indx1]
Xd=Xd[indx1,:]

indx2=np.arange(pids2.size)[np.in1d(pids2,npids1)]
npids2=pids2[indx2]
nclid=clid[indx2]

indx2=np.argsort(npids2)
npids2=npids2[indx2]
nclid=nclid[indx2]

if np.array_equal(npids1,npids2)==False:
    print("PIDS Not Aligned")
    sys.exit()

Xd=np.log2(1+Xd)
ss=StandardScaler()
Xd=ss.fit_transform(Xd)

idxB=np.where(nclid==0)[0]
idxA=np.where(nclid==1)[0]

labels=np.zeros((nclid.size,),dtype=str)
labels[idxA]='P'
labels[idxB]='F'

Xn=np.transpose(Xd)
dfout1=pd.DataFrame(Xn,index=ngenes,columns=npids1)

```

```
dfout2=pd.DataFrame(np.repeat('NA',ngenes.size),index=ngenes,columns=[
'DESCRIPTION'])
dfout=pd.concat([dfout2,dfout1],axis=1)
labels=labels.reshape(1,labels.size)
np.savetxt('GSEA_Labels.cls',labels,fmt='%s',delimiter='\t')
dfout.to_csv('Gardner_GSEA_Expression.csv')
```

**Limma\_Dog2.py:** Performs differential expression via Limma-voom pipeline on DOG<sup>2</sup> data

```
setwd("/Users/mannheimerjd/documents/Transcriptomics_V2/DOG2_V2")
#This script perform differential expression analysis for DOG2 Data
# Note that the Limma Pipeline requires raw RNA SEQ values
# Additionally Batch information must be included so it can be
accounted for
# in the linear model.
library(edgeR)
# Input is RNA Read count matrix and a file with batch a k-means
cluster labels
# for a given gene signature. These data files are aligned by patient
#id prior to loading

Xdata1<-
read.csv('Canine_Hallmarks_limma_RNA_Data_TPM.csv',header=TRUE,
         row.names=1)#RNA Count Data

label_data<-
read.csv('Canine_TPM_Hallmark_Limma_labels.csv',header=TRUE,
         row.names=1)# Batch and cluster info

batch<-as.factor(label_data$Batch.ID)
cluster<-as.factor(label_data$Cluster)

Xd<-DGEList(Xdata1)

keep<-filterByExpr(Xd,min_count=10,min.prop=0.5,large.n=5)
X0<-Xd[keep,, keep.lib.sizes=FALSE]
X0<-calcNormFactors(X0,method='TMM') #Normalization

mm<-model.matrix(~batch+cluster)# Linear model is both cluster and
batch
y<-voom(X0,mm,plot=T)
fit1<-lmFit(y,mm)
fit<-eBayes(fit1)
```

```
#We identify significant DEGs based on the linear coefficients
conditioned on

#cluster label for each gene.

tpt.table<-topTable(fit,coef='cluster1',sort.by =
'P',number=Inf,adjust="BH")

adjp<-tpt.table$adj.P.Val

Ngenes<-row.names(tpt.table)

idx<-which(adjp<0.05)

dfout<-tpt.table[idx,]

write.csv(dfout,file='Data_Results.csv')
```

**Targets\_limma.py:** Performs Limma-voom analysis on TARGET DATA

```
setwd("cwd")

library(edgeR)

# Performs Limma Voom Differential Expression Analysis. The only
# difference between this and the canine is that there is not term
# for batch correction as there is no batch information for TARGET
# data set

Xdata1<-read.csv('RNA_READ_Counts.csv',header=TRUE,row.names = 1)
DSMAT<-read.csv('Limma_Labels.csv',header = TRUE,row.names=1)
cluster<-as.factor(DSMAT$Cluster)
Xd<-DGEList(Xdata1)
keep<-filterByExpr(Xd,DSMAT,min.count=10,min.prop=0.5,large.n=5)
X0<-Xd[keep,, keep.lib.sizes=FALSE]
X0<-calcNormFactors(X0,method='TMM')
mm<-model.matrix(~cluster)
y<-voom(X0,mm,plot=T)
fit1<-lmFit(y,mm)
fit<-eBayes(fit1)
tpt.table<-topTable(fit,coef='cluster1',sort.by =
'p',number=Inf,adjust="BH")
adjp<-tpt.table$adj.P.Val
Ngenes<-row.names(tpt.table)
idx<-which(adjp<0.05)
dfout<-tpt.table[idx,]
write.csv(dfout,file='TARGET_Limma_DGES.csv')
```

**get\_ran\_clust\_seeds.py:** Randomly select seeds for ISA algorithm.

```
import numpy as np
import pandas as pd
from sklearn.preprocessing import StandardScaler
import sys

# This script generates the seed matrices necessary for the ISA
algorithm

# The algorithm requires seed matrices for both genes and samples

f1='Canine_DEG_RNA_SEQ_Data.csv' # log and normed RNA data of genes
derived

# from DEG analysis on ssGSEA kmeans cluster
f2='Hclust_for_Seeds.csv' # Initial Clustering obtained by hierarchical
#clustering of genes. This was done using hclust in R and cutree in R
this

# was done for n=10
f3='Hclust_7_features_for_seeds.csv' # Clusters for patients obtained
the

# same way as genes with the exception n=7

DF1=pd.read_csv(f1,delimiter=',',index_col=0)
DF2=pd.read_csv(f2,delimiter=',',index_col=0)
DF3=pd.read_csv(f3,delimiter=',',index_col=0)

pids1=np.array(DF1.index)
genes1=np.array(DF1.columns)
Xd=np.array(DF1.iloc[:,:])

genes2=np.array(DF2.index)
```

```

clust1=np.array(DF2.iloc[:,0])

pids2=np.array(DF3.index)
clust2=np.array(DF3.iloc[:,0])

idx1=np.argsort(pids1)
idx2=np.argsort(genes1)
ngenes1=genes1[idx2]
npids1=pids1[idx1]
Xd=Xd[idx1,:]
Xd=Xd[:,idx2]

idx3=np.argsort(genes2)
ngenes2=genes2[idx3]
clust1=clust1[idx3]

idx4=np.argsort(pids2)
npids2=pids2[idx4]
clust2=clust2[idx4]

if np.array_equal(ngenes1,ngenes2)==False:
    print("genes not aligned")
    sys.exit()

if np.array_equal(npids1,npids2)==False:
    print("pids not aligned")

seeds1=np.zeros((ngenes1.size,10),dtype=int)
seeds2=np.zeros((npids1.size,7),dtype=int)

# Randomly select 3 genes from each initial cluster as seeds

```

```

for i in range(10):
    c=i+1
    idxA=np.where(clust1==c)[0]
    ran1=np.random.choice(idxA,3,replace=False)
    seeds1[ran1,i]=1

# Randomly select 3 pids from each intital cluster as seeds
for i in range(7):
    c=i+1
    idxB=np.where(clust2==c)[0]
    ran2=np.random.choice(idxB,3,replace=False)
    seeds2[ran2,i]=1

dfout2=pd.DataFrame(seeds1,index=ngenes2,columns=['1','2','3','4','5',
'6','7','8','9','10'])

dfout3=pd.DataFrame(seeds2,index=npids2,columns=['1','2','3','4','5','
6','7'])

dfout2.to_csv('Gene_Seeds.csv')
dfout3.to_csv('Sample_Seeds.csv')

```

### **ISA\_clustering.R** Performs ISA clustering

```
setwd("/Users/mannheimerjd/documents/Transcriptomics_V2/DOG2_V2")

library('eisa')

# This script performs the ISA algorithm on RNA data of the DEGs
obtained

# the DEGs obtained from k-means and limma analysis on ssGSEA data

# the number of content of clusters is dependent on the random seed
matrices

# used to initialize the data, and the cutoff "thr.feats" and
"thr.samp" required

# by the algorithm. The output is both gene clusters and sample
clusters. This

# was repeated 25 times and clusters of both gene and sample that
occurred 75%

#were kept.

Xdata<-read.csv(file='RNA_SEQ_DATA.csv',sep=',',row.names=1)
Fseed<-read.csv(file='Gene_Seeds.csv',sep=',',row.names=1)
Sseed<-read.csv(file='Sample_Seeds.csv',sep=',',row.names=1)
Xdata<-t(as.matrix(Xdata))
Xmat<-ExpressionSet(assayData=Xdata)
annotation(Xmat)<-"org.Cf.eg"
fseeds<-as.matrix(Fseed)
sseeds<-as.matrix(Sseed)
Xmat.norm<-ISANormalize(Xmat)
biclust<-ISAIterate(Xmat.norm,feature.seeds=fseeds,sample.seeds =
sseeds ,thr.feats=1.5, thr.samp=0.7)
bc.unique<-ISAUnique(Xmat.norm,biclust)
bc.robust<-ISAFilterRobust(Xmat.norm,bc.unique)
fmat<-getFeatureMatrix(bc.robust)
smat<-getSampleMatrix(bc.robust)
write.csv(fmat,file='Feature_Matrix_25.csv')
```

```
write.csv(fmat,file='Sample_Matrix_25.csv')
```

# Supplementary material for: Transcriptional profiling of canine osteosarcoma identifies prognostic gene expression signatures with translational value for humans
**Source:** Commun Biol. 2023 Aug 17;6:856. doi: 10.1038/s42003-023-05208-z
**Supplement:** Supplementary file 3 — Description of Supplementary Materials

**Description of Additional Supplementary Files**

**File name:** Supplementary Data 1

**Description:** Contains raw data behind all main manuscript and supplementary figures.

**File name:** Supplementary Data 2

**Description:** Contains lists of pathways referenced in IPA, GSEA, DEG analyses presented in the manuscript.

# Supplementary material for: Transcriptional profiling of canine osteosarcoma identifies prognostic gene expression signatures with translational value for humans
**Source:** Commun Biol. 2023 Aug 17;6:856. doi: 10.1038/s42003-023-05208-z
**Supplement:** Supplementary file 6 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

- |                 |                                                                   |
|-----------------|-------------------------------------------------------------------|
| Data collection | Details provided in Methods                                       |
| Data analysis   | Details provided in Methods. Code has been deposited into Zenodo. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

- All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:
- Accession codes, unique identifiers, or web links for publicly available datasets
  - A description of any restrictions on data availability
  - For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Data availability statement:  
The datasets generated during and/or analyzed during the current study are available at GEO accession GSE238110

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

### Reporting on sex and gender

Use the terms sex (biological attribute) and gender (shaped by social and cultural circumstances) carefully in order to avoid confusing both terms. Indicate if findings apply to only one sex or gender; describe whether sex and gender were considered in study design whether sex and/or gender was determined based on self-reporting or assigned and methods used. Provide in the source data disaggregated sex and gender data where this information has been collected, and consent has been obtained for sharing of individual-level data; provide overall numbers in this Reporting Summary. Please state if this information has not been collected. Report sex- and gender-based analyses where performed, justify reasons for lack of sex- and gender-based analysis.

### Population characteristics

Describe the covariate-relevant population characteristics of the human research participants (e.g. age, genotypic information, past and current diagnosis and treatment categories). If you filled out the behavioural & social sciences study design questions and have nothing to add here, write "See above."

### Recruitment

Describe how participants were recruited. Outline any potential self-selection bias or other biases that may be present and how these are likely to impact results.

### Ethics oversight

Identify the organization(s) that approved the study protocol.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Data was generated from privately-owned pet dogs enrolled in a prospective, randomized comparative oncology veterinary clinical trial

### Data exclusions

Data was generated from privately-owned pet dogs enrolled in a prospective, randomized comparative oncology veterinary clinical trial. Data was collected as per trial protocol. See LeBlanc AK, Mazcko CN, Cherukuri A, Berger EP, Kisseberth WC, Brown ME, Lana SE, Weishaar K, Flesner BK, Bryan JN, Vail DM, Burton JH, Willcox JL, Mutsaers AJ, Woods JP, Northrup NC, Saba C, Curran KM, Leeper H, Wilson-Robles H, Wustefeld-Janssens BG, Lindley S, Smith AN, Dervisis N, Klahn S, Higginbotham ML, Wouda RM, Krick E, Mahoney JA, London CA, Barber LG, Balkman CE, McCleary-Wheeler AL, Suter SE, Martin O, Borgatti A, Burgess K, Childress MO, Fidel JL, Allstadt SD, Gustafson DL, Selmic LE, Khanna C, Fan TM. Adjuvant Sirolimus Does Not Improve Outcome in Pet Dogs Receiving Standard-of-Care Therapy for Appendicular Osteosarcoma: A Prospective, Randomized Trial of 324 Dogs. Clin Cancer Res. 2021 Jun 1;27(11):3005-3016. doi: 10.1158/1078-0432.CCR-21-0315. Epub 2021 Mar 22. PMID: 33753454; PMCID: PMC8172450.

### Replication

N/A

### Randomization

N/A

### Blinding

N/A

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                     |
|-----------------|-------------------------------------|
| Antibodies used | Provided in Supplementary materials |
| Validation      | Provided in methods                 |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Wild animals            | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Reporting on sex        | N/A                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
| Field-collected samples | Data was generated from privately-owned pet dogs enrolled in a prospective, randomized comparative oncology veterinary clinical trial                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Ethics oversight        | All samples analyzed in this manuscript were collected from privately-owned pet dogs enrolled in a clinical trial with IACUC approval. See LeBlanc AK, Mazcko CN, Cherukuri A, Berger EP, Kisseberth WC, Brown ME, Lana SE, Weishaar K, Flesner BK, Bryan JN, Vail DM, Burton JH, Willcox JL, Mutsaers AJ, Woods JP, Northrup NC, Saba C, Curran KM, Leeper H, Wilson-Robles H, Wustefeld-Janssens BG, Lindley S, Smith AN, Dervisis N, Klahn S, Higginbotham ML, Wouda RM, Krick E, Mahoney JA, London CA, Barber LG, Balkman CE, McCleary-Wheeler AL, Suter SE, Martin O, Borgatti A, Burgess K, Childress MO, Fidel JL, Allstadt SD, Gustafson DL, Selmic LE, Khanna C, Fan TM. Adjuvant Sirolimus Does Not Improve Outcome in Pet Dogs Receiving Standard-of-Care Therapy for Appendicular Osteosarcoma: A Prospective, Randomized Trial of 324 Dogs. Clin Cancer Res. 2021 Jun 1;27(11):3005-3016. doi: 10.1158/1078-0432.CCR-21-0315. Epub 2021 Mar 22. PMID: 33753454; PMCID: PMC8172450. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

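Primary tumors of 186 dogs from the trials COTC021 and COTC022 were analysed from the deposited table of counts, with clusters, DFI and OSv from Supplementary Data 1. The authors aligned the reads and quantified genes with RSEM, and the deposited values are expected counts, not normalized. Depth ranged from 6587634 to 27420867 counts per library, so 10 counts are the smallest number used here for detection of a gene. Values were rounded, and 12 of 198 columns were left out because no cluster is listed for them.

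Genes were kept with edgeR 4.0.16 filterByExpr (min.count 10, min.prop 0.5, large.n 5, no groups). Counts were normalized with TMM and fitted with limma 3.58.1 voom in R 4.3.3, and alternatives used edgeR's quasi-likelihood fit and DESeq2 1.42.0. The limma fit was tested on simulated data with real changes of 6-fold, where it called 196 of 196 changed genes and wrongly called 0. All other genes were left unchanged and the groups were given. This does not test calls near a fold change of 3, nor groups made from the same expression. K-means, scores, silhouettes and permutation tests used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and figures matplotlib 3.10.9. Survival used the R package survival 3.8.3, and ComBat came from sva 3.50.0. CPM in the text are counts divided by the library total, not TMM-normalized.

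Clusters are the paper's, and the trial is the one listed with the samples. The library names are those of the deposited columns of counts, since the sample labels carry no double underscore. Log-rank, Cox, exact permutation and Fisher tests were two-sided. Permutation tests used 100000 resamples unless exact. Interactions of a group with the trial or with the library name were tested with separate baseline hazards, adopted after the model with a shared baseline hazard had been run, since the hazards of the groups of libraries were not proportional, and values of both are given. The alternatives were changed 1 at a time. By rules fixed before the data were examined, the genes named in the text are the 10 with the largest change among DEGs with a gene symbol, LOC names left out, and with the same direction in each trial, every gene the paper names in its text, in Supplementary Table 3 or among the signatures and pathway molecules of Supplementary Data 2, and a list of cell type markers. RFLNA and ZNF385B, from the paper's lists of DEGs, and ADAM28, EBI3 and PYCARD lie outside these rules and were named after their values were seen.

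GSEA, ssGSEA, CIBERSORTx and IPA were not repeated, and the hallmark gene sets and the LM22 matrix were not used here. Human data of TARGET were not analysed here beyond the paper's lists of DEGs. The CIBERSORTx scores listed by the authors carry no dog names and were not joined to the libraries. Results for some genes are not reported here.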

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

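The test of the share of dogs with a middle DFI was chosen only after the first test of the spread of DFI was seen, and the interaction model with separate baseline hazards was adopted after the values of the model with a shared baseline were seen, so both are given. The continuous covariates in the interactions were also chosen after the data were seen.

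The paper does not report a difference between groups of libraries. Between the 50 deeper libraries and the other 136, 633 genes had an adjusted p-value under 0.05, 282 higher and 351 lower in the deeper libraries. In 1 of 100 splits of the dogs, the real one, there were as many genes, and the other splits gave at most 7. With the deeper libraries thinned to the median total of the others, 471 genes passed, 470 of them among the 633, so depth does not account for most of them. The difference was related to gene length with Spearman's rho = 0.201 across genes, less than the 0.3 set as the limit before the test. Of the genes, 2 were also GS-1 DEGs. The share of FP dogs did not differ between the groups of libraries (Fisher's exact test, two-sided, p = 0.379). A batch of library preparation or sequencing was not tested and remains as an explanation, and no biological explanation was tested.

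The DFI hazard ratio of the GS-1 clusters was 2.20 in the deeper libraries and 1.37 in the others, and the difference was not significant (interaction p = 0.262 with separate baseline hazards and 0.0661 with a shared one). Dogs with very short and very long DFI in the deeper libraries are a candidate explanation. The SD of log10 DFI was 0.474 in them and 0.429 in the others (permutation p = 0.32), which gave no evidence of a wider spread. A DFI between the quartiles of all dogs was found in 9 of 50 dogs (18%) in the deeper libraries and in 83 of 136 (61.0%) in the others (Fisher's exact p = 1.53e-07). The groups of libraries therefore differ in their dogs as well as in depth.

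The DFI difference of ISA sample bi-cluster 4 differed between the groups of libraries, with hazard ratios of 3.41 and 1.00 in the deeper and the other libraries (interaction p = 0.00611, 0.110 after adjustment over 18 interactions, and 8.09e-05, 0.00146 after adjustment, with a shared baseline hazard). With the deeper libraries thinned, the interaction p was 0.00288, and 2.65e-05 with a shared baseline hazard, so depth does not account for it. The hazards were not proportional over time in the deeper libraries (p = 0.00452), so the ratio of 3.41 is an average over follow-up. Among the 94 dogs outside the quartiles of DFI, the hazard ratios were 3.73 and 1.09, and the interaction p was 0.0589, and 0.0221 with a shared baseline hazard. The ratios hardly moved while the dogs were fewer, and these dogs were picked by their DFI, so this test separates little, and the lack of dogs with a middle DFI in the deeper libraries remains as an explanation. With the score as a continuous covariate, the hazard ratios per SD were 1.57 and 1.19 (interaction p = 0.176, and 0.00975 with a shared baseline hazard, not adjusted). No biological explanation was tested.

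For IRX1 high against low, the hazard ratios were 2.84 and 1.40 in the deeper and the other libraries (interaction p = 0.0619, 0.313 after adjustment, and 0.00395, 0.0356 after adjustment, with a shared baseline hazard). The interaction p was 0.112 with the deeper libraries thinned and 0.137 among the 94 dogs outside the quartiles of DFI, and 0.00957 and 0.0353 with a shared baseline hazard. With IRX1 as a continuous covariate, the hazard ratios per SD were 1.77 and 1.17 (interaction p = 0.0294, and 0.000871 with a shared baseline hazard, not adjusted). For the split, the p was above 0.05 with separate baseline hazards and below it with a shared one in all dogs, with thinning and outside the quartiles, so what these tests say of depth and of the lack of dogs with a middle DFI depends on the model, and neither is ruled out. No biological explanation was tested.

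In the IHC subset, 1 PP dog lay far from the other PP dogs in the GS-1 score, with -0.745 against -1.04 for the next, a gap of 0.554 of the range of the PP dogs. It still lay below the lowest FP dog at 1.03. In IRF4, another PP dog had 1.60 against 1.21 for the next, a gap of 0.647 of the range, from 19 counts. Both gaps are past Dixon's 95% critical value for 10 dogs. Of 32 gaps in 16 groups, 2 were past it, and chance gives about 1 in 20 groups. A mislabelled sample was tested against the expression listed for the IHC dogs, and in 0 of 19 dogs another dog's library was closer than its own. The listed values come from the same libraries, so this covers only names exchanged between the files, and a sample exchanged before sequencing was not tested. No biological explanation was tested.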

How the results depend on the processing

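The alternatives of trial, test, threshold, normalization and clustering were set before the data were examined, and those by library name, those with a median split or with K-means clusters from other normalizations in the survival tests, those for pathway molecules and marker genes, the single trials for the ISA groups and IRX1, and the continuous ISA scores were chosen only after the data were seen. For each value below, the cause was not tested.

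The hazard ratio of PP against FP stayed above 1 in all alternatives run for the GS-1 and GS-2 clusters. It stayed below p = 0.05 in 11 of 14 alternatives for GS-1 DFI, 6 of 14 for GS-1 OSv, 10 of 14 for GS-2 DFI and 6 of 14 for GS-2 OSv. The values that did not were, in the order GS-1 DFI, GS-1 OSv, GS-2 DFI and GS-2 OSv where more than 1 is given, as follows. With K-means clusters on TMM-normalized log2 CPM they were 1.32 (p = 0.0996), 1.23 (p = 0.260), 1.42 (p = 0.0509) and 1.37 (p = 0.0987), and in COTC022 alone 1.34 (p = 0.257), 1.46 (p = 0.165), 1.31 (p = 0.319) and 1.57 (p = 0.126). In the 136 other libraries they were 1.37 (p = 0.142), 1.30 (p = 0.255), 1.42 (p = 0.117) and 1.41 (p = 0.150). In the 50 deeper libraries, GS-1 OSv was 1.97 (p = 0.0672), GS-2 DFI 1.80 (p = 0.112) and GS-2 OSv 1.66 (p = 0.184). For OSv of GS-1 and GS-2, the values were 1.42 (p = 0.0653) and 1.45 (p = 0.0636) with K-means on the deposited counts, whose near-equal solutions gave p from 0.0339 to 0.0653 for GS-1 and from 0.0636 to 0.214 for GS-2, 1.34 (p = 0.115) and 1.35 (p = 0.121) with K-means on log2(CPM + 1), 1.47 (p = 0.0502) and 1.48 (p = 0.0534) with the groups of libraries as strata, and 1.55 (p = 0.119) and 1.43 (p = 0.200) in COTC021 alone.

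For high IRX1, the DFI hazard ratio was 1.40 (p = 0.0982) in the 136 other libraries, 1.33 (p = 0.192) split at 10 counts and 1.40 (p = 0.158) in COTC022. For ISA sample bi-cluster 4 it was 1.00 (p = 0.992) in the 136 other libraries, 1.43 (p = 0.0731) with the groups of libraries as strata, 1.08 (p = 0.804) in COTC022 and 1.41 (p = 0.121) with a threshold of 1 SD. For ISA sample bi-cluster 2 it turned to 0.703 (p = 0.469) in the 50 deeper libraries and was 2.00 (p = 0.0107) in the others. For ISA sample bi-cluster 3 it was 0.826 (p = 0.0268) with the continuous score. For ISA sample bi-cluster 1, with a hazard ratio of 1.00 as reported, it fell below 1 in the 50 deeper libraries (0.811 (p = 0.656)), with the first principal component (0.952 (p = 0.816)), with K-means (0.952 (p = 0.816)), for OSv (0.984 (p = 0.945)), with thresholds of 0.5 SD (0.954 (p = 0.818)) and 1 SD (0.896 (p = 0.641)), with the continuous score (0.902 (p = 0.260)), with TMM (0.972 (p = 0.890)) and in COTC021 (0.863 (p = 0.628)).

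The share of dogs in the paper's cluster for GS-1 and GS-2 was 88.2% and 95.2% on TMM-normalized log2 CPM, 91.9% and 96.2% on log2(CPM + 1), 88.7% and 94.1% after ComBat for the trial, 88.7% and 94.6% after ComBat for the groups of libraries, and 81.2% and 78.0% with a split of the score at its median. For GS-1 it was 90.9% with Ward clustering, and for GS-2 it was 95.7% without quantile normalization.

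The number of DEGs stayed within 1.5 times the reported one in edgeR, DESeq2, other size factors, sample weights, K-means clusters, without the trial, with the groups of libraries as covariate, and within each trial and group of libraries, for GS-1 and GS-2. It was 575 and 554 without the filter, 85 and 89 with a test against a fold change of 3, 5092 and 3867 without a fold change threshold, and 786 and 675 with a fold change of 2, for GS-1 and GS-2. Outside the signatures, 188 genes were GS-2 DEGs. In the 50 deeper libraries, 19 marker genes passed an adjusted p-value of 0.05.

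Of 420 log2 fold changes of 60 named genes under 7 alternatives, 356 kept their direction and their side of an adjusted p-value of 0.05, 58 no longer passed it and 2 passed it newly. The sign turned for 4, which were CD68 in the 50 deeper libraries (-0.10), NOS2 in COTC021 (0.0343) and in the deeper libraries (0.16), and TMEM167A in COTC021 (-0.0601). None of these passed an adjusted p-value of 0.05 in all dogs. The depth limits the results for FOXP3 and for the B cell and mast cell markers that did not pass the filter, each of which had fewer than 10 counts in most dogs.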

Differences from the paper's values

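No test in this part was chosen after the result was seen. For ISA sample bi-cluster 3, the DFI log-rank p was 0.405 here, against the paper's p of about 0.16 in Fig. 7g, read by eye. The paper's group is larger and its dogs are not listed, so the p-values do not come from the same groups of dogs. The caption of Fig. 7 also names overall survival on the axis, while the paper's text speaks of DFI. None of the alternatives set before the data were examined closed the gap, with 0.405 for the first principal component, 0.560 for K-means, 0.288 and 0.560 for thresholds of 0.5 and 1 SD, 0.379 with the trials as strata and 0.342 with TMM.

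For IRX1, the DFI log-rank p was 0.000841, against the paper's p of about 0.0054 in Supplementary Fig. 9b, read by eye. With IRX1 as a continuous covariate, an alternative set before the data were examined, the p of the Cox model was 0.00628. This is another test than that of a split, so it does not close the gap. The split at 10 counts (0.192), the trials as strata (0.000932) and TMM (0.000494) did not close it either.

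For the IHC categories between FP and PP, the exact p was 0.00249 for CD3 against the paper's 0.001, 0.0466 for CD20 against the paper's 0.01847 and 0.458 for FOXP3 against the paper's 0.239. No alternative was set for these tests.

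Of the paper's list of DEGs, 307 genes were DEGs here, 10 were not, and 9 were DEGs here only. In 5 cases, a LOC name in the paper's list has 10 characters and begins a longer LOC name called here. Others in the paper's list that were not DEGs here include COL2A1, IRX1, RFLNA and SLC13A5. The log2 fold changes here were -1.84 for COL2A1 (adjusted p = 0.0558), -1.58 for IRX1, -1.56 for RFLNA and -1.57 for SLC13A5 (adjusted p = 0.0382), and those of IRX1, RFLNA and SLC13A5 lay just short of the threshold of 1.58 either way. Without the trial as covariate, IRX1 (-1.61) and SLC13A5 (-1.60, adjusted p = 0.0346) were DEGs, as were COL2A1 in DESeq2 (-2.33, adjusted p = 3.33e-06), RFLNA in edgeR (-1.60), in DESeq2 (-1.60) and within COTC021 (-2.04), and IRX1 within COTC022 (-1.90). DEGs here only, besides LOC names, were MEOX1 (1.64) and, named after their values were seen, ADAM28 (1.59), EBI3 (1.59) and PYCARD (1.59).

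The paper's table of cell types gives lower CIBERSORTx scores of plasma cells and of activated mast cells, and higher scores of resting mast cells, in the FP dogs. Here, the plasma cell marker JCHAIN had a log2 fold change of 1.74 and was higher in FP, and the mast cell marker CPA3, below the low-count filter, had 1.80, while KIT had -0.47. The scores are percentages of cells, and the fold changes compare RNA of the whole sample. A cell type can rise in the sample while its share of the cells falls, so these values do not contradict the scores. The paper names TMEM167A for ISA gene signature 1, and its log2 fold change between the GS-1 clusters was 0.10, while its Supplementary Table 3 lists TMEM176A, with 2.31.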

Other observations

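The tests of random gene sets against the first principal component, the groups of libraries, depth and genes that follow the GS-1 score were chosen only after the share of random sets was seen, the comparison of the split with the continuous score had no limit set before, and the other tests in this part were chosen before their results were seen.

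In 1 of 100 splits of the dogs, the real one, there were as many GS-1 DEGs (316), and the other splits gave at most 1. The same count of splits, 1 of 100, held for the 118 listed pathway molecules that were DEGs and for the 35 marker genes. For GS-2 it was 1 of 100 for the 298 DEGs. The clusters were made from the expression of the same dogs, so a random split was never going to give as many genes, and these counts show no more than that the clusters differ in expression.

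Random sets of genes split DFI about as well as the signatures. A log-rank p as small as that of the paper's clusters was given by 53.9% of random sets for GS-1 and 95.1% for GS-2, where 5% had been set as the limit. With the dogs shuffled, 5.08% and 5.60% of sets had p under 0.05 on average, against 71% and 96% with the real dogs. A wide axis of expression shared by many genes is a candidate explanation. The first principal component of all genes held 10.2% of the variance and was correlated with the GS-1 score (Spearman's rho = 0.643). With it in the Cox model, the GS-1 score did not add significantly for DFI (likelihood ratio p = 0.811), while the component added to the GS-1 score (p = 0.00157). The component did not differ between the groups of libraries (rank-sum test, two-sided, p = 0.546) and was not related to the library total (Spearman's rho = -0.0619). Among sets drawn from outside the signatures, though, the share with p under 0.05 was 61% for GS-1 and 91% for GS-2 in the 50 deeper libraries, and 26% and 48.5% in the other 136, so the share differs between the groups of libraries, which remain as a part of the explanation. Among sets drawn from genes with little relation to the GS-1 score, 43.5% still had p under 0.05, so genes that follow GS-1 do not account for all of it, and this share was 42.5% in the deeper and 16% in the other libraries. Tumor purity, RNA quality and other causes of a wide axis were not tested, and the axis cannot be told apart from them.

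The shorter DFI at a low GS-1 score cannot be told apart from the level of PTPRC, which encodes CD45. With PTPRC in the Cox model, the score did not add significantly (likelihood ratio p = 0.954), and neither did PTPRC when added to the score (p = 0.115), since they were correlated (Pearson's r = 0.883). K-means ends at several near-equal solutions, and scores without a gap between 2 groups may be why, since Silverman's test of a single mode gave p = 0.402 for GS-1 and 0.530 for GS-2. The split into clusters did not add significantly for DFI to the continuous GS-1 score (p = 0.625), nor did the score to the split (p = 0.152).

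RNA from skeletal muscle in the sample may explain a high ISA 2 score in some tumors, since the score was related to muscle markers outside the signature with Spearman's rho = 0.768, above the 0.7 set before. It was related to DMD with rho = 0.438, above the 0.3 set before, and DMD is itself expressed in muscle, so these cannot be told apart. The ISA 4 score was related to chondrocyte markers with rho = 0.416 and the ISA 1 score to adipocyte markers with rho = 0.497, both below 0.7. The adipocyte markers ADIPOQ, PLIN1, LEP and CIDEC and the chondrocyte marker COL10A1 did not pass the low-count filter. What this does to rho was not tested, so cartilage-forming tissue and fat are not ruled out for these scores. Within trials, rho for ISA 4 was 0.517 and 0.307, and within the deeper and the other libraries 0.496 and 0.377.

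With the GS-1 score in the Cox model, high IRX1 had a hazard ratio of 1.55 (p = 0.0153), so a low GS-1 score does not fully account for the shorter DFI at high IRX1. IRX1 alone may account for the shorter DFI of ISA sample bi-cluster 4, since the ISA 4 score added to IRX1 with a likelihood ratio p of 0.223, but IRX1 added to the score with p = 0.122, so neither can be set above the other.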
